# Super‐Enhancer‐Driven IRF2BP2 is Activated by Master Transcription Factors and Sustains T‐ALL Cell Growth and Survival

**DOI:** 10.1002/advs.202407113

**Published:** 2024-10-25

**Authors:** Juanjuan Yu, Zimu Zhang, Yanling Chen, Jianwei Wang, Gen Li, Yanfang Tao, Yongping Zhang, Yang Yang, Chenyue Zhang, Tiandan Li, Jia Cheng, Tongtign Ji, Zhongling Wei, Wenjuan Wang, Fang Fang, Wei Jiang, Peipei Chu, Hongli Yin, Di Wu, Xiaolu Li, Xiaodong Wang, Jun‐Jie Fan, Shaoyan Hu, Zhen‐Hong Zhu, Shuiyan Wu, Jun Lu, Jian Pan

**Keywords:** IRF2BP2, master TFs, RAG1, super‐enhancer, T‐ALL

## Abstract

Super enhancers (SEs) are large clusters of transcriptional enhancers driving the expression of genes crucial for defining cell identity. In cancer, tumor‐specific SEs activate key oncogenes, leading to tumorigenesis. Identifying SE‐driven oncogenes in tumors and understanding their functional mechanisms is of significant importance. In this study, a previously unreported SE region is identified in T‐cell acute lymphoblastic leukemia (T‐ALL) patient samples and cell lines. This SE activates the expression of interferon regulatory factor 2 binding protein 2 (IRF2BP2) and is regulated by T‐ALL master transcription factors (TFs) such as ETS transcription factor ERG (ERG), E74 like ETS transcription factor 1 (ELF1), and ETS proto‐oncogene 1, transcription factor (ETS1). Hematopoietic system‐specific IRF2BP2 conditional knockout mice is generated and showed that IRF2BP2 has minimal impact on normal T cell development. However, in vitro and in vivo experiments demonstrated that IRF2BP2 is crucial for T‐ALL cell growth and survival. Loss of IRF2BP2 affects the MYC and E2F pathways in T‐ALL cells. Cleavage under targets and tagmentation (CUT&Tag) assays and immunoprecipitation revealed that IRF2BP2 cooperates with the master TFs of T‐ALL cells, targeting the enhancer of the T‐ALL susceptibility gene recombination activating 1 (RAG1) and modulating its expression. These findings provide new insights into the regulatory network within T‐ALL cells, identifying potential new targets for therapeutic intervention.

## 1 Introduction

T‐cell acute lymphoblastic leukemia (T‐ALL) is an aggressive blood cancer characterized by the malignant proliferation of T‐cell progenitors, accounting for 10% to 15% of pediatric acute leukemia.^[^ ^1^, ^2^ ^]^ While intensified treatments and bone marrow transplantation have improved survival rates, ≈20% of T‐ALL patients suffer from refractory or relapsed disease with poor outcomes and low survival rates.^[^ ^3^ ^]^ Therefore, it is imperative to further understand the biological characteristics and pathogenesis of T‐ALL to develop more effective therapies.

The Notch‐Myc signaling axis, along with transcription factors (TFs) LYL1, basic helix‐loop‐helix family member (LYL1), LMO1/2, TLX1/3, NKX2‐1, and TAL1/2, collaboratively regulate the expression of genes involved in T cell development such as the RAG family members recombination activating 1 (RAG1) and recombination activating 2 (RAG2).^[^ ^4^, ^5^, ^6^ ^]^ Genetic abnormalities in these factors have been reported to be linked to the occurrence of pediatric T‐ALL. Dysregulation of Notch signaling is found in 50% of T‐ALL cases. As a master TF in T‐ALL, overexpression of NOTCH inhibits p53‐mediated apoptosis.^[^ ^7^ ^]^ Studies have shown that in T‐ALL cells, overexpression of TAL1 leads to elevated expression levels of several TFs, including RUNX family transcription factor 1 (RUNX1), MYB proto‐oncogene, transcription factor (MYB), ETS transcription factor ERG (ERG), and ETS proto‐oncogene 1, transcription factor (ETS1), thereby promoting leukemogenesis.^[^ ^8^, ^9^, ^10^, ^11^, ^12^, ^13^ ^]^

Super‐enhancers (SEs) are clusters of enhancers where the levels of TFs, cofactors, and epigenetic modifications are significantly higher than in typical enhancers. The landscape of SEs varies greatly across different cell types.^[^ ^14^ ^]^ A set of master TFs form an interconnected core transcriptional regulatory circuit (CRC) by directly co‐occupying both their own super‐enhancers and each other's, driving gene expression that determines cell identity and cell type‐specific functions.^[^ ^15^, ^16^ ^]^ In tumors, SEs create a “locked” regulatory state, leading to uncontrolled proliferation of cancer cells.^[^ ^17^ ^]^ Histone modifications such as histone H3 lysine 27 acety (H3K27ac) and monomethylation of histone H3 at lysine 4 (H3K4me1) are commonly used to identify SEs, aiding in the identification of key oncogenes in tumors and providing significant value in understanding their pathogenic mechanisms.^[^ ^14^ ^]^ RUNX1, as one of the key members of the CRC of T‐ALL, has been validated for its crucial function in previous studies.^[^ ^13^ ^]^ The Cyclin dependent kinase 7 (CDK7) inhibitor THZ1 can eliminate T‐ALL malignancy by inhibiting the SE‐mediated regulation of RUNX1 expression.^[^ ^18^ ^]^ Subsequent research identified that a set of master TFs, including RUNX1, ERG, and ETS1, are involved in the construction of the SE‐mediated CRC in T‐ALL cells.^[^ ^13^ ^]^

Our previous research in esophageal adenocarcinoma identified E74 like ETS transcription factor 3 (ELF3), KLF transcription factor 5 (KLF5), GATA binding protein 6 (GATA6), and ETS homologous factor (EHF) as master TFs regulated by SEs, forming CRC that promotes tumor cell survival and proliferation.^[^ ^19^ ^]^ In neuroblastoma, we identified several key oncogenes regulated by SEs driving tumor progression. In leukemia, our prior research found that GNE‐987, a von Hippel‐Lindau‐based Proteolysis Targeting Chimera (PROTAC) targeting the critical SE reader Bromodomain containing 4 (BRD4), can inhibit the expression of a range of SE‐driven genes and hinder the survival of T‐ALL and acute myeloid leukemia (AML) cells.^[^ ^20^, ^21^, ^22^ ^]^ In this study, to identify new key oncogenes in T‐ALL, we built profiles of SEs by analyzing ChIP‐seq data from clinical samples and cell lines. We identified IRF2BP2 as an SE‐driven gene in T‐ALL, playing a vital role in maintaining T‐ALL cell survival and proliferation. IRF2BP2 cooperates with several master TFs of T‐ALL cells to stimulate the expression of the T‐ALL susceptibility gene RAG1. Our data provide new insights into the regulatory network within T‐ALL cells, offering potential new targets for therapeutic intervention.

## 2 Results

### 2.1 IRF2BP2 is a Super Enhancer‐Associated Gene in T‐ALL Cells

Seven bone marrow samples from our newly diagnosed pediatric T‐ALL patients (Tables S1 and S2, Supporting Information) and the T‐ALL cell line J.gamma1 were collected for the H3K27ac ChIP assay and super‐enhancer identification. A reanalysis of publicly available ChIP‐seq data from five T‐ALL cell lines was also performed (Table S3, Supporting Information).

Our analysis revealed the landscape of super‐enhancers (SEs) across these 13 samples, identifying regions where SEs ranked in the top 60% in each sample and were present in at least 70% of the samples analyzed (**Figure** **1**A; Figure S1, Supporting Information). Among the nine SEs shared by all samples, we identified eight candidate genes of interest that were either overlapped with or flanked by these SEs: IRF2BP2, SPTBN1, ELOVL5, CDK6, PALM2AKAP2, ELF1, ELMSAN1 and MSI2 (Figure 1B; Figures S1–S4 and S5A, Supporting Information). Among these genes, CDK6, ELF1, SPTBN1, and MSI2 have been confirmed to be crucial in regulating T‐ALL progression.^[^ ^23^, ^24^, ^25^, ^26^ ^]^ Visualization of the ChIP‐seq data indicated significant enrichment of H3K27ac downstream of the IRF2BP2 gene in T‐ALL patients and cell lines, whereas these H3K27ac peaks were notably weaker or absent in CD3^+^T, CD4^+^T, and CD8^+^T cells (Figure 1B). However, the roles of IRF2BP2 in T‐ALL are not fully understood. We then analyzed gene expression profiles of T‐ALL patients from the GEO dataset (GSE146901), which revealed a significant increase in IRF2BP2 mRNA expression in T‐ALL patient samples compared to normal T cells (Figure 1C; Figure S5B, Supporting Information), and significant increase in IRF2BP2 protein levels in T‐ALL cell lines compared to normal T cells (Figure S6A, Supporting Information). BRD4, a crucial SE reader that collaborates with SEs to exert transcriptional regulation, was found to be essential for IRF2BP2 expression. Knockdown of BRD4 in T‐ALL cell lines Jurkat and J.gamma1 resulted in a significant decrease in IRF2BP2 expression at both the protein and mRNA levels (Figure 1D,E). Similarly, treatment of Jurkat and J.gamma1 cell lines with the BRD4 inhibitor GNE‐987 led to comparable reductions in IRF2BP2 expression. Collectively, IRF2BP2 is a newly identified SE‐associated gene that is highly expressed in T‐ALL cells (Figure 1F,G).

**Figure 1:**
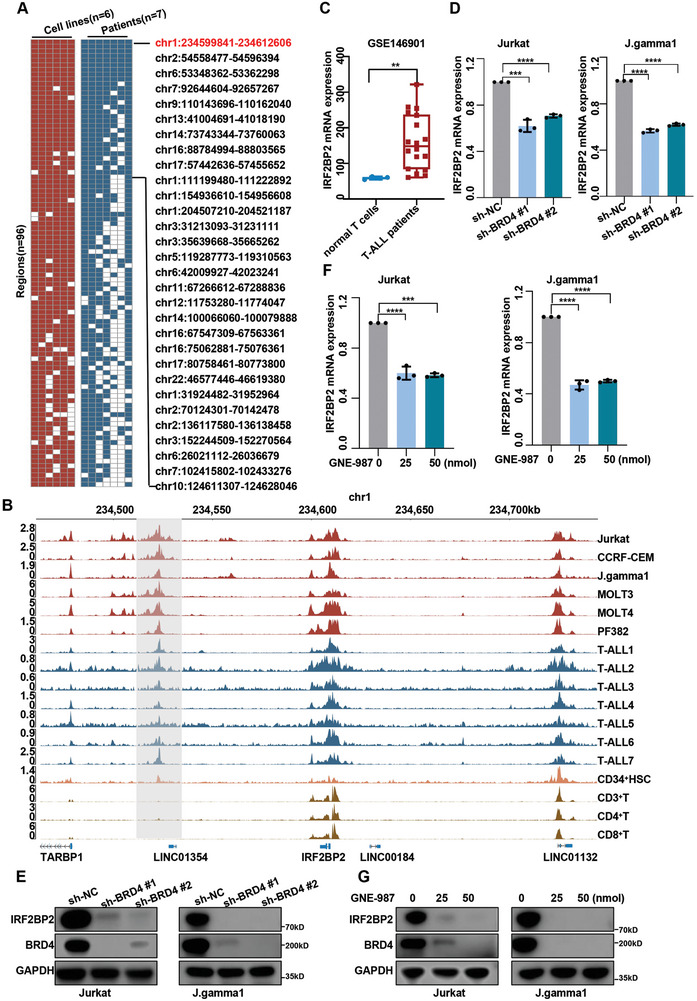
IRF2BP2 is a super enhancer‐associated gene in T‐ALL cells. A) the landscape of super‐enhancers (SEs) across these 13 samples, highlighting regions where SEs ranked in the top 60% in each sample and were present in at least 70% of the samples analyzed. B) Visualization of the ChIP‐seq data at the IRF2BP2 gene locus. C) Significant increase (*p* < 0.01) in IRF2BP2 mRNA expression in T‐ALL patient samples (*N* = 18) compared to normal T cells (*N* = 4). D,E) Knockdown of BRD4 in T‐ALL cell lines Jurkat and J.gamma1 (*N* = 3) resulted in a significant decrease in IRF2BP2 expression at both the protein and mRNA levels(*p *< 0.001). F,G) Treatment of Jurkat and J.gamma1 cell lines with the BRD4 inhibitor GNE‐987 (*N* = 3) led to comparable reductions in IRF2BP2 expression at both the protein and mRNA levels. two‐tailed unpaired *t* test in panel C, D, and F; Data are shown as mean ± s.e.m.

### 2.2 Master TFs Cooperatively Regulate the Super Enhancer of IRF2BP2

To further investigate the role of SE in regulating IRF2BP2 expression, we analyzed public H3K27ac HiChIP data from T‐ALL patient sample (GSE165207). The results revealed significant interactions between the SE region and the IRF2BP2 promoter. By cross‐referencing H3K27ac ChIP‐seq data and CUT&Tag of multiple master TFs (GSE267451); (Figure S7 and Tables S10–S13, Supporting Information), we identified five candidate enhancer constituents within the SE region (**Figure** **2**A). We subsequently cloned these five enhancer elements and a control region into the luciferase reporter vector. When transfected into J.gamma1 cells, enhancer E3 demonstrated the highest reporter activity (Figure 2B). To further confirm the transcriptional activation role of the enhancer element, we utilized the CRISPR interference (CRISPRi) system, where sgRNA guides the dCas9/KRAB complex to suppress enhancer E3 (Figure 2C). In J.gamma1 cells, targeting E3 significantly reduced H3K27ac enrichment at this element and markedly suppressed IRF2BP2 expression at both mRNA and protein levels (Figure 2D–F). Consistently, a reduction in cell survival and proliferation was observed following the inhibition of enhancer E3 activity (Figure 2G,H). Additionally, interference with ELF1, RUNX1, ERG, and ETS1 significantly decreased both the reporter activity of enhancer E3 and the expression level of IRF2BP2 (Figure 2I). Taken together, we validated that this key SE region, co‐occupied by master TFs, interacts with the IRF2BP2 promoter and regulates its expression in T‐ALL cells.

**Figure 2:**
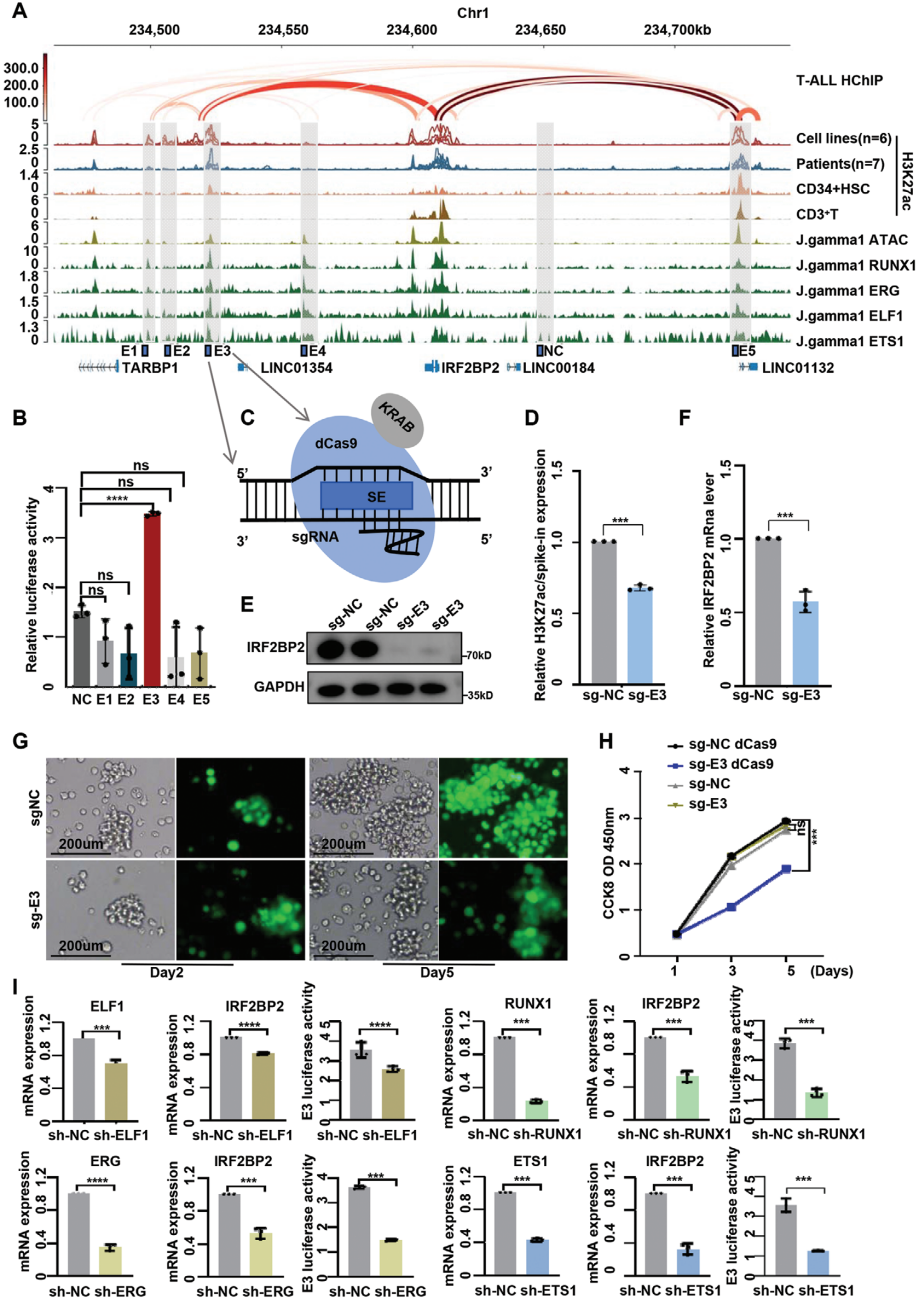
Master TFs cooperatively regulates the super enhancer of IRF2BP2. A) ChIP‐Seq profiles for H3K27Ac and CUT&Tag profiles for master TFs at IRF2BP2 super‐enhancer loci. Five candidate enhancer constituents within the SE region and one negative control were cloned into luciferase reporter vector.B) Enhancer E3 demonstrated the highest reporter activity (*N* = 3). C) Using CRISPR interference (CRISPRi) system, where sgRNA guides the dCas9/KRAB complex to suppress enhancer E3. D,E,F) Targeting E3 significantly reduced H3K27ac enrichment at this element and markedly suppressed IRF2BP2 expression at both mRNA (*N* = 3) and protein levels. G,H) Reduction in cell survival and proliferation was observed following the inhibition of enhancer E3 activity (*N* = 3). I) Interference with ELF1, RUNX1, ERG, and ETS1 significantly decreased both the reporter activity of enhancer E3 and the expression level of IRF2BP2. two‐tailed unpaired *t* test in panel B, D, Fand I; two‐way ANOVA test for analysis in H; Data are shown as mean ± s.e.m.

### 2.3 IRF2BP2 Sustains the Growth and Survival of T‐ALL Cell

To investigate the role of IRF2BP2 in T‐ALL cells, we designed shRNAs targeting two regions of IRF2BP2 and validated their knockdown efficiency using qPCR (**Figure** **3**A). Western blot analysis indicated that IRF2BP2 knockdown resulted in decreased expression of Cyclin D1 as well as enhanced caspase‐8 activation and PARP cleavage (Figure 3B). CCK‐8 proliferation assays demonstrated that IRF2BP2 knockdown inhibited cell proliferation in T‐ALL cell lines Jurkat and J.gamma1 (Figure 3C). Microscopically, IRF2BP2‐knockdown cells exhibited membrane shrinkage, morphological changes, and an increased presence of debris in the culture medium (Figure 3D). Cell cycle analysis showed that IRF2BP2 knockdown led to an extension of the G2 phase, consistent with the changes in Cyclin D1 protein levels (Figure 3E; Figure S8A, Supporting Information). Flow cytometry analysis revealed a significant increase in apoptosis (Figure 3F,G), and soft agar colony formation assays showed a reduced number of colonies in IRF2BP2‐knockdown cells compared to the control group(Figure S8B,C, Supporting Information). These functional impacts were similarly observed in Jurkat and J.gamma1 cell lines using the CRISPR/Cas9 system to knock out IRF2BP2 (Figure S9A–F, Supporting Information).

**Figure 3:**
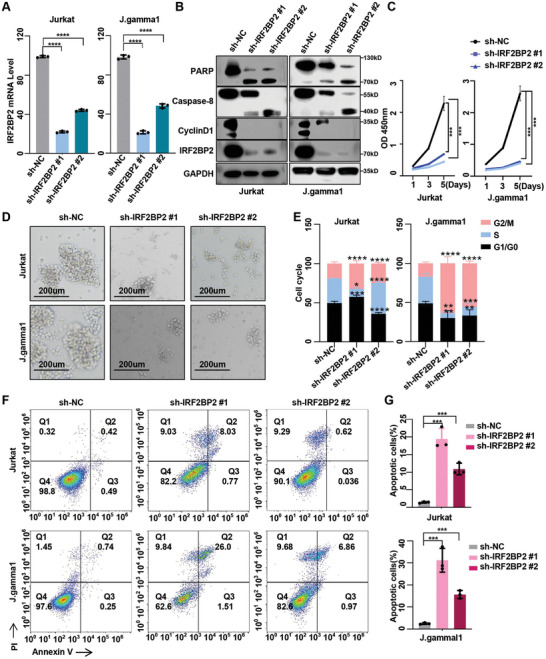
IRF2BP2 sustains the growth and survival of T‐ALL cell. A) mRNA expression of IRF2BP2 knockdown in Jurkat and J.gamma1 (*N* = 3). B) Western blot analysis indicated that IRF2BP2 knockdown decreased Cyclin D1 expression and enhanced caspase‐8 activation and PARP cleavage. C) CCK‐8 proliferation assays demonstrated that IRF2BP2 knockdown inhibited cell proliferation in T‐ALL cell lines Jurkat and J.gamma1 (*N* = 3). D) IRF2BP2‐knockdown cells exhibited membrane shrinkage, morphological changes, and an increased presence of debris in the culture medium. E) Cell cycle analysis showed that IRF2BP2 knockdown led to an extension of the G2 phase, consistent with the changes in Cyclin D1 protein levels (*N* = 3). F,G) Flow cytometry analysis revealed a significant increase in apoptosis (*N* = 3). two‐tailed unpaired *t* test in panel A, E, and G; two‐way ANOVA test for analysis in C; Data are shown as mean ± s.e.m.

To further examine the impact of IRF2BP2 interference in vivo, IRF2BP2‐knockdown T‐ALL cells and control group were injected into NSG mice via tail vein. Mice injected with IRF2BP2‐knockdown cells exhibited prolonged survival compared to the control group (**Figure** **4**B). In vivo imaging indicated significantly lower tumor cell signals in the IRF2BP2‐knockdown group (Figure 4C,D). Analysis of fluorescence signals in the liver, spleen, and bone marrow of sacrificed mice showed reduced tumor cell infiltration in these organs (Figure 4E,F). Flow cytometry confirmed that the proportion of CD45^+^ cells in the liver, spleen, and bone marrow was lower in the IRF2BP2‐knockdown group compared to the control group (Figure 4G,H). Consistently, H.E. staining and immunohistochemical analysis for Ki67 and c‐Myc demonstrated reduced tumor infiltration in the liver, spleen, and bone marrow following IRF2BP2 knockdown (Figure 4I,J; Figure S10A–E, Supporting Information). These results collectively indicate that the growth and survival of T‐ALL cells in vitro and in vivo are dependent on IRF2BP2.

**Figure 4:**
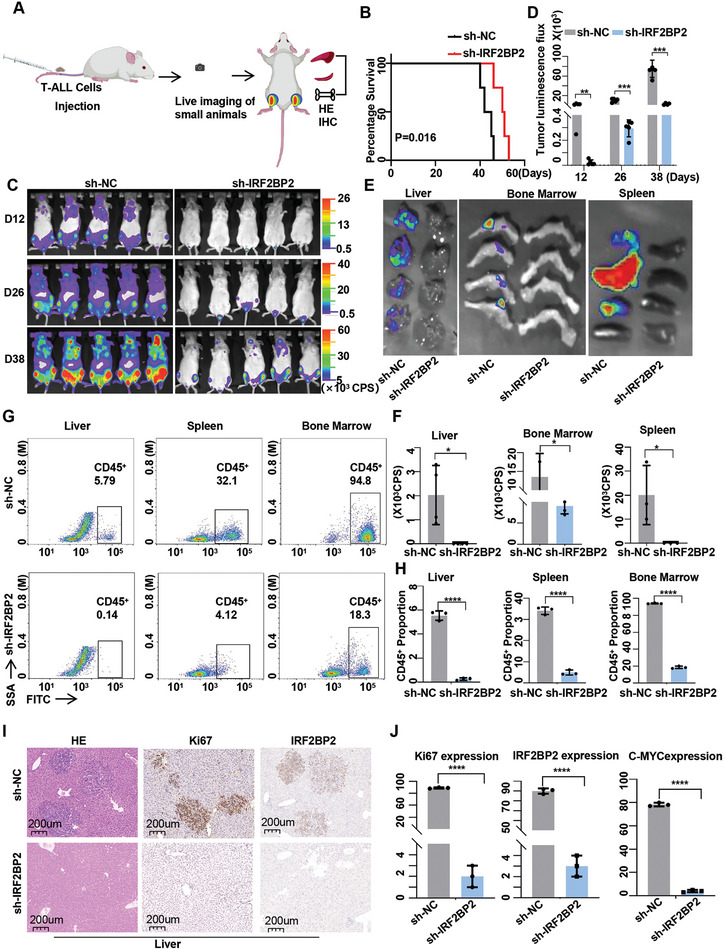
Impact of IRF2BP2 interference in vivo. A) In vivo experimental mode diagram. B) Mice injected with IRF2BP2‐knockdown cells exhibited prolonged survival compared to the control group (*N* = 8). C,D) In vivo imaging indicated significantly lower tumor cell signals in the IRF2BP2‐knockdown group (*N* = 5). E,F) Analysis of fluorescence signals (*N* = 3) in the liver, spleen, and bone marrow of sacrificed mice showed reduced tumor cell infiltration in these organs. G,H) Flow cytometry confirmed that the proportion of CD45+ cells in the liver, spleen, and bone marrow was lower in the IRF2BP2‐knockdown group compared to the control group (*N* = 3). I,J) H.E. staining and immunohistochemical analysis for Ki67 and c‐Myc demonstrated reduced tumor infiltration in the liver, spleen, and bone marrow following IRF2BP2 knockdown. long‐rank tests were conducted for overall survival analysis in panel B; two‐tailed unpaired *t* test in panel F, H, and J; Data are shown as mean ± s.e.m.

### 2.4 Normal T Cell Proportion in Mice is Unaffected by IRF2BP2

To investigate whether IRF2BP2 affects normal T cell development, a conditional knockout of IRF2BP2 was created using a Vav‐iCre transgene to selectively delete IRF2BP2 in the hematopoietic lineage (*Vav‐iCre^+/−^;Irf2bp2^fl/fl^* mice) (Figure S11A–D, Supporting Information). Western blot analysis confirmed the efficient deletion of IRF2BP2 in the bone marrow of *Vav‐iCre^+/−^;Irf2bp2^fl/fl^* mice, validating the construction of the knockout model (Figure S11E, Supporting Information).

Mice were sacrificed at 6 weeks of age. Flow cytometry analysis revealed that the percentages of CD3^+^T, CD4^+^T, CD8^+^T and CD25^+^Foxp3^+^Treg cells in the spleen, bone marrow, and peripheral blood of *Vav‐iCre^+/−^;Irf2bp2^fl/fl^* mice were similar to those observed in *Vav‐iCre^−/−^;Irf2bp2^fl/fl^* controls (**Figure** **5**B–G; Figure S12, Supporting Information). These results indicate that the proportion of CD3^+^T, CD4^+^T, CD8^+^T and CD25^+^Foxp3^+^Treg cells in the normal mouse hematopoietic system does not depend on IRF2BP2.

**Figure 5:**
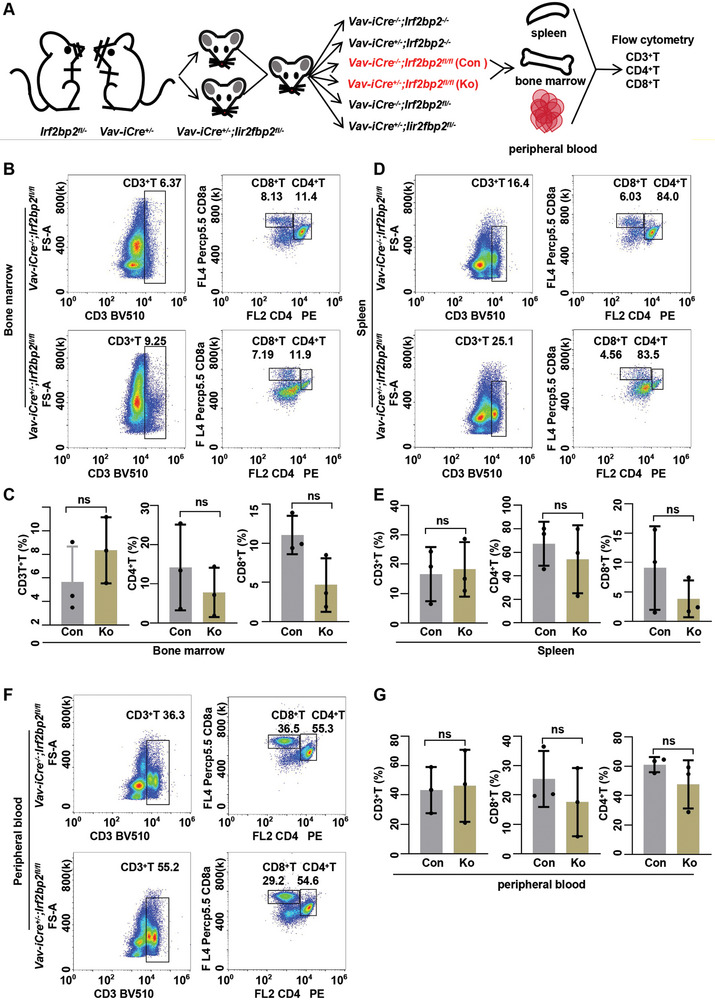
Normal T cell development in mice is unaffected by IRF2BP2. A) Pattern diagram of gene knockout mouse construction. B–G) Flow cytometry analysis revealed that the percentages of CD3^+^T, CD4^+^T, and CD8^+^T cells in the spleen, bone marrow, and peripheral blood of IRF2BP2fl/fl/Vav‐iCre± mice were similar to those observed in wild type controls two‐tailed unpaired *t* test in panel C, E, and G; Data are shown as mean ± s.e.m.

To further investigate the effect of IRF2BP2 on normal T cells, we magnetically sorted CD3^+^ T cells from the spleens of *Vav‐iCre^+/−^;Irf2bp2^fl/fl^* mice and *Vav‐iCre^−/−^;Irf2bp2^fl/fl^* controls for RNA‐seq analysis (Figures S13A,B and S14A and Table S5 Supporting Information). 

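The RNA-seq data of the sorted splenic CD3+ T cells comprised 2 libraries from knockout mice (Vav-iCre+/-;Irf2bp2fl/fl) and 3 from controls. Vav-iCre is a Cre recombinase expressed in blood cells, which removes the floxed part of Irf2bp2 from the hematopoietic lineage. The authors deposited whole-number counts per Ensembl gene, without normalization, made with HISAT2 and StringTie; the mouse genome build is not stated in the paper's text. The total counts were 37130371, 36515206 and 16668577 in the control libraries and 37177523 and 35032688 in the knockout libraries, so that control replicate 3 was the shallowest. Of the 43432 rows, 42462 carried the identifier of an annotated gene, and these held 99.8% of the counts. After the filter of edgeR on low counts, 15350 genes were compared between the groups with edgeR's quasi-likelihood test on counts scaled by TMM, and the p-values were adjusted by the Benjamini-Hochberg method. Irf2bp2 (ENSMUSG00000051495) had 4145, 4594 and 1915 counts in the control libraries and 0 and 0 in the knockout libraries. With the limit that a count of 0 allows, it was at least 1469-fold lower in the knockout. The biological coefficient of variation between replicates was 0.271, and 2 libraries against 3 left 3 residual degrees of freedom.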

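The Hallmark sets were not used here, and lists of cell cycle genes and of genes that respond to IL2 and STAT5 took their place. The cell cycle lists are those of the Seurat package with the human symbols in mouse case, and the other lists were written by hand. Over the 43 S phase genes, many of which are E2F targets, the median log2 fold change in knockout T cells was 0.95, and 41 of the genes were higher. The adjusted p was 9.2e-19 from limma's camera test, with a preset correlation between genes. Of these genes, 16 were significantly higher by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, and 30 when adjusted over the list alone. With a broader Reactome set of DNA replication (99 genes) in place of this list, the median was 0.10 (adjusted p = 0.002 from camera). The list of 40 IL2 and STAT5 response genes had a median of 0.24 (adjusted p = 0.017 from camera), with 27 genes higher and 13 lower. Over all genes tested, 5 of them were significantly higher and 0 lower. Adjusted over the list alone, 8 were significantly higher and 2 lower. Under the fry test the S phase call was kept (adjusted p = 0.021), whereas that of the IL2 and STAT5 list was lost (adjusted p = 0.055). With a correlation estimated from the 5 libraries, both were lost, each with an adjusted p of 0.22. The IL2 receptor alpha chain Il2ra did not differ, with 50.9 ± 9.44 CPM (SD, n = 3) in controls and 53.1 ± 12.3 CPM (SD, n = 2) in the knockout (adjusted p = 0.93 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the sign of its change reversed without control replicate 2 (-0.069) and without knockout replicate 1 (-0.18, with no test). The 18 T cell markers fell by 0.35 in the median on the log2 scale (adjusted p = 1.5e-05 from camera, 0.021 from fry). The erythroid markers rose in the same libraries (median 2.79), and the list of 36 ribosome biogenesis genes did not change significantly (median -0.01, adjusted p = 0.45 from camera).

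**Figure D1:**
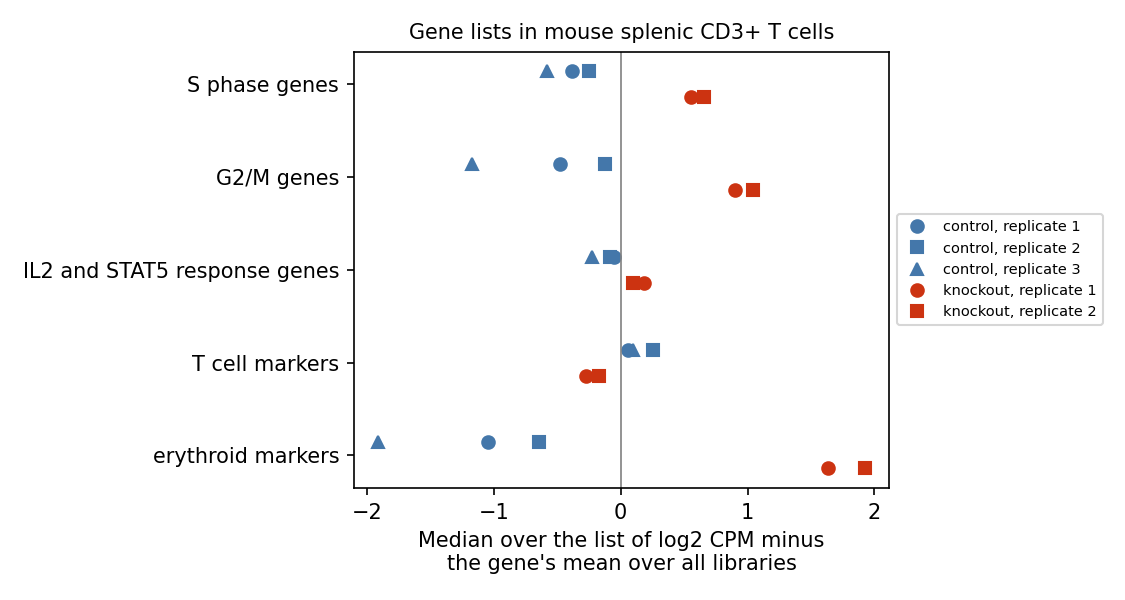
Level of 5 gene lists in each library of splenic CD3+ T cells. The x axis gives the median over the list of log2 CPM minus the gene's mean over all libraries; points are single libraries of control (blue) and knockout (red) mice. The knockout libraries lie above every control library for the S phase, G2/M, IL2 and STAT5 and erythroid lists and below them for the T cell markers.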

GSEA analysis revealed that compared to *Vav‐iCre^−/−^;Irf2bp2^fl/fl^* controls, T cells from *Vav‐iCre^+/−^;Irf2bp2^fl/fl^* mice exhibited enhanced E2F and IL2/STAT5 signaling (Figure S14B—D and Table S6, Supporting Information).

### 2.5 IRF2BP2 Significantly Affects MYC and E2F Pathways in T‐ALL Cells

To investigate the downstream genes influenced by IRF2BP2 in T‐ALL, we performed RNA‐seq analysis on IRF2BP2‐knockdown and control J.gamma1 cells. 

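J.gamma1 is a derivative of the Jurkat T-ALL line. RNA was sequenced from cells with a control short hairpin RNA (sh-NC) and from cells with a hairpin against IRF2BP2 (sh-IRF2BP2), with 2 libraries in each group. The paper's text does not name which of its hairpins the sequenced cells carried. The authors aligned the paired-end reads to hg38 with HISAT2, estimated abundance with StringTie and deposited whole-number counts per Ensembl gene, without normalization. The total counts were 26648204 and 31120236 in the sh-NC libraries and 30203745 and 29937407 in the sh-IRF2BP2 libraries. A count of 0 allows up to 3 counts, which is 0.116 CPM in the shallowest of these libraries, and this limit covers counting error only. Rows with the identifier of an annotated gene numbered 56105 of 64252 and held 98.0% of the counts. Between the groups, 15819 genes were tested, with a biological coefficient of variation of 0.165 and 2 residual degrees of freedom. IRF2BP2 (ENSG00000168264) lies on chromosome 1 of hg38 from 234604269 to 234610178. It measured 202 ± 4.04 CPM (SD, n = 2) with sh-NC and 86.4 ± 10.5 CPM (SD, n = 2) with sh-IRF2BP2. Its log2 fold change was -1.22 (standard error 0.131, adjusted p = 0.0023 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it ranged from -1.35 to -1.10 across the 4 fits that each left out 1 library, which leave no test.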

In the IRF2BP2‐knockdown group, 412 genes were downregulated, and 377 genes were upregulated (log2FoldChange≥0.5, FDR<0.05) (**Figure** **6**A; Table S7, Supporting Information). 

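By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 793 genes were lower and 864 were higher after knockdown at an adjusted p under 0.05 and a log2 fold change of at least 0.5 in size. Without the fold threshold the counts were 841 and 923. The filter on low counts moved both directions: with every gene that had at least 1 count in any library, 396 genes were lower and 319 higher. The fold threshold moved the counts further, and at 1 in place of 0.5 there were 318 and 262. Among genes of at least 10 CPM whose libraries did not overlap between the groups, EOMES, which encodes a T-box transcription factor, rose from 11.5 ± 0.38 to 115 ± 4.96 CPM (SD, n = 2 each), a log2 fold change of 3.32 (adjusted p = 0.0001 from the same test). It was followed by AHNAK (2.65), IL26 (2.48) and FLT3LG (2.23), with adjusted p-values of 0.0011, 0.00051 and 0.00097. The largest falls were in the T cell receptor segment TRBV28 (-3.53, adjusted p = 0.00041), whose reads the counting could have split with related segments, in CD1A and RAG1, and in IGLL1 (-2.69, adjusted p = 0.0007). The read-through genes BIVM-ERCC5 and BLOC1S5-TXNDC5 also met the rule. BIVM-ERCC5 rose from 0 counts in both sh-NC libraries to 685 and 2140, and BLOC1S5-TXNDC5 fell from 657 and 2379 to 0. They share exons with neighboring genes, so their counts are uncertain.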

Gene Set Enrichment Analysis (GSEA) using Hallmark gene sets revealed significant enrichment for E2F‐target genes and MYC‐target genes in the IRF2BP2‐knockdown group compared to controls (Figure 6B–D; Figure S15 and Table S8, Supporting Information). 

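The genes that Figure 6D draws were taken as lists, together with independent lists of cell cycle, ribosome biogenesis and oxidative phosphorylation genes. All 16 E2F-target genes of Figure 6D were lower after knockdown, with a median log2 fold change of -0.62 (adjusted p = 3.9e-09 from limma's camera test). All 16 MYC-target genes of the figure were lower too, with a median of -0.46 (adjusted p = 6.3e-08 from camera). Of the E2F-target genes 11, and of the MYC-target genes 9, had an adjusted p under 0.05 over all genes tested; adjusted over the list alone, all 16 of each did, which is not independent evidence, since the study chose both lists on these libraries. Of the lists that did not come from these libraries, the 43 S phase genes had a median of -0.31 (adjusted p = 8.3e-07 from camera), with 39 genes lower, 8 significantly over all genes tested and 11 adjusted over the list alone. The 53 G2/M genes had a median of -0.18 (adjusted p = 0.01 from camera). The 36 ribosome biogenesis genes, many of them MYC targets, had a median of -0.22 (adjusted p = 0.0025 from camera), and the 96 oxidative phosphorylation genes -0.21 (adjusted p = 5.3e-06 from camera). Under the fry test, the ribosome biogenesis call was lost (adjusted p = 0.46) and the others were kept. The adjusted p-values from fry were 0.01 for the E2F-target and 0.026 for the MYC-target genes. For the S phase, G2/M and oxidative phosphorylation lists, not chosen on these libraries, they were just under the threshold, at 0.0487 each. With a correlation estimated from the 4 libraries none was kept, and the lowest adjusted p was 0.23. With each library left out in turn, which leaves no test, the median of the E2F-target genes ranged from -0.66 (without sh-NC replicate 1) to -0.60 (without sh-IRF2BP2 replicate 2) and that of the ribosome biogenesis genes from -0.36 (without sh-NC replicate 2) to -0.064 (without sh-IRF2BP2 replicate 2). The paper draws its statement on both pathways from the enrichment of Hallmark gene sets, and adds western blots and qPCR of single genes.

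**Figure D2:**
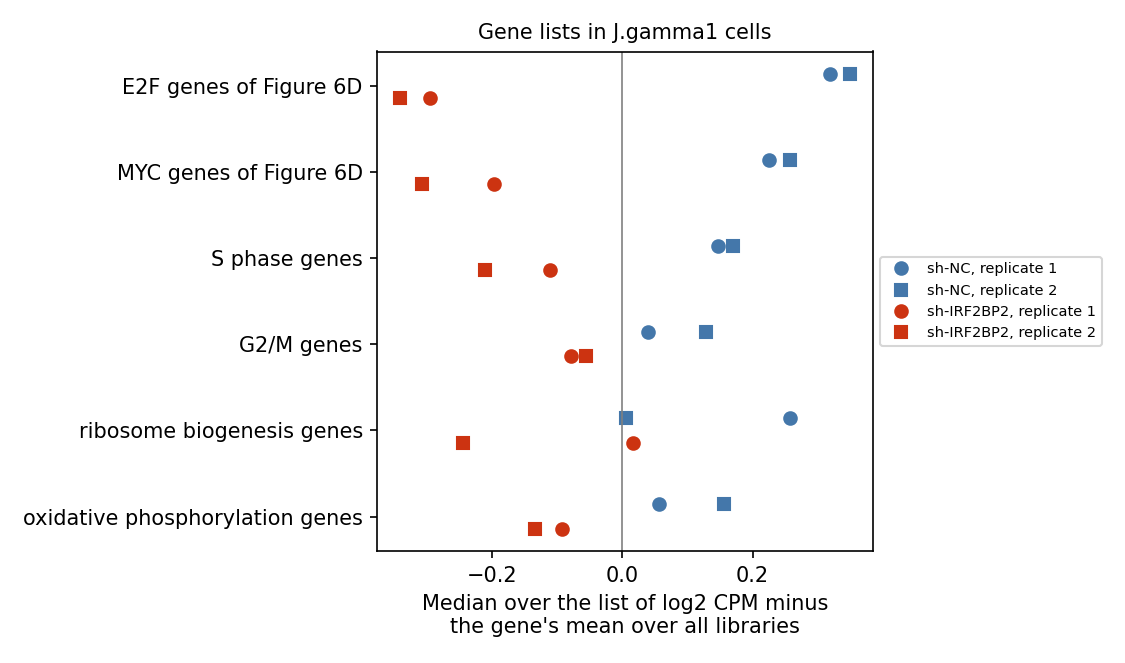
Level of 6 gene lists in each library of J.gamma1 cells. The x axis gives the median over the list of log2 CPM minus the gene's mean over all libraries; points are single libraries with sh-NC (blue) and sh-IRF2BP2 (red). Both sh-IRF2BP2 libraries lie below both sh-NC libraries in every list drawn except the ribosome biogenesis genes, where sh-IRF2BP2 replicate 1 lies above sh-NC replicate 2.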

E2F‐target genes and Myc‐target genes are crucial for the survival and proliferation of T‐ALL cells. Consistently, western blot analysis further confirmed the reduction in levels of CDK1, CDK2, and c‐Myc (Figure 6E). Additionally, qPCR analysis revealed downregulation of several other MYC and E2F target genes, including EIF3D, HNRNPA, PCNA, HSP90AB1, BARD1, SMC1A, HMMR, and CDK1 in IRF2BP2‐knockdown cells (Figure 6F).

**Figure 6:**
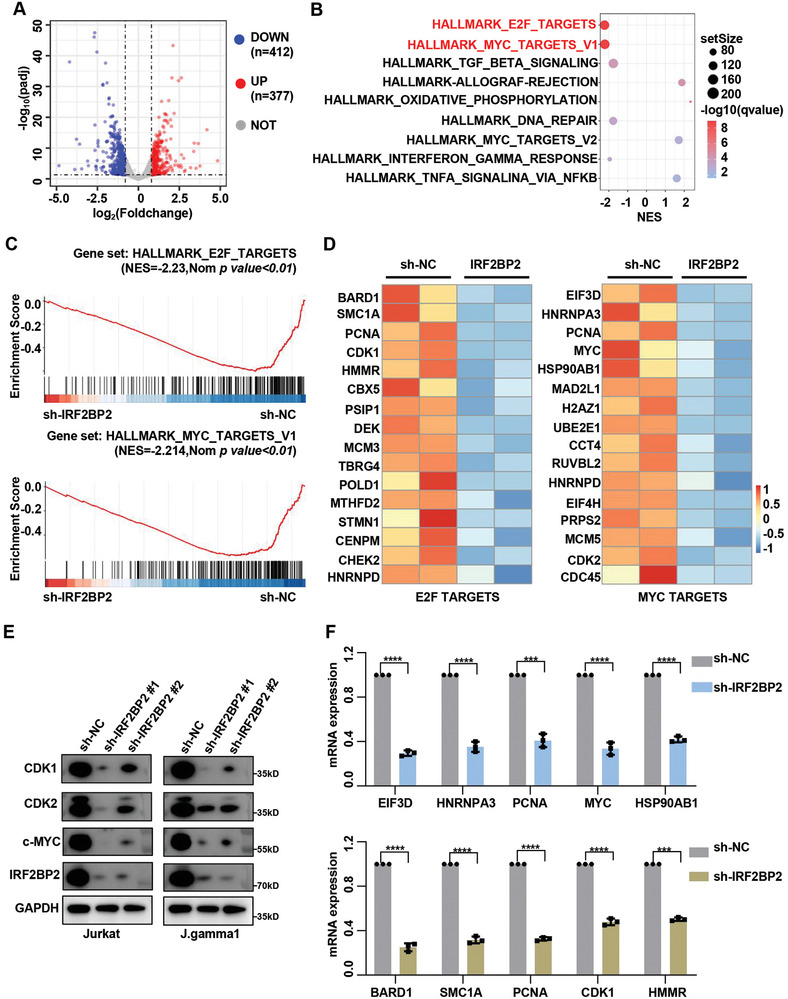
Knockdown of IRF2BP2 affects MYC and E2F pathways. A) The RNA‐seq analysis on IRF2BP2‐knockdown and control J.gamma1 cells. log2FoldChange≥0.5, FDR<0.05. B–D) Gene Set Enrichment Analysis (GSEA) using Hallmark gene sets revealed significant enrichment for E2F‐target genes and MYC‐target genes in the IRF2BP2‐knockdown group compared to controls. E) Western blot analysis further confirmed the reduction in levels of CDK1, CDK2, and c‐Myc. F) qPCR analysis revealed downregulation of several other MYC and E2F target genes, including EIF3D, HNRNPA, PCNA, HSP90AB1, BARD1, SMC1A, HMMR, and CDK1 in IRF2BP2‐knockdown cells (*N* = 3). two‐tailed unpaired *t* test in panel F; Data are shown as mean ± s.e.m.

### 2.6 IRF2BP2 Regulates T‐ALL Cell Growth and Survival Through RAG1 Enhancer Modulation

Given IRF2BP2 as an important co‐transcription factor, we conducted CUT&Tag analysis to determine the targets of IRF2BP2 in J.gamma1 cells, revealing ≈63% peaks found at promoters (**Figure** **7**A; Figure S15 and Table S10, Supporting Information). Motif analysis of IRF2BP2 binding sites using Homer indicated that these peaks were enriched for the master TFs RUNX1, ERG, and ELF1 (Figure 7B). RUNX1, ERG, and ELF1 are SE‐driven genes that are highly expressed in T‐ALL cells (Figures S1 and S17, Supporting Information). Previous studies have reported that RUNX1, ERG, and ELF1 function as master transcription factors, directly co‐occupying their own super‐enhancers as well as each other's, forming an interconnected auto‐regulatory loop and driving gene expression critical for determining cell identity and cell type‐specific functions.^[^ ^16^ ^]^ A combined analysis of CUT&Tag data for IRF2BP2, RUNX1, ERG, and ELF1 demonstrated a high correlation between IRF2BP2 occupancy and these master TFs in terms of both localization and signal intensity (Figure 7C,D). Further, co‐immunoprecipitation experiments revealed that IRF2BP2 cooperates with RUNX1, ERG, and ELF1, with previously reported IRF2BP2 partners NFAT1 and IRF2^[^ ^27^, ^28^ ^]^ serving as positive controls, and SREBP1 and GAPDH included as negative controls (Figure 7E), suggesting that IRF2BP2 functions collaboratively with these master TFs in J.gamma1 cells to regulate gene expression. The CUT&Tag analysis of IRF2BP2 identified 14506 potential target genes. Among these, 294 genes were downregulated in IRF2BP2‐knockdown cells (Figure 7F). Notably, these 294 genes were significantly enriched in the RAG1 coexpression dataset, as assessed by EnrichR (Figure 7G,H; Tables S14 and S15, Supporting Information). 

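The CUT&Tag peaks and the set of 294 genes were not analysed here; 294 is the paper's number. All 12 genes that Figure 7H names from the RAG1 coexpression dataset were lower in the sh-IRF2BP2 libraries, with a median log2 fold change of -1.11 (adjusted p = 1.5e-09 from limma's camera test, 0.026 from fry and 0.3 with an estimated correlation). Each of the 12 was significant over all genes tested, and the study picked them among its downregulated genes, so neither this count nor the same one adjusted over the list alone is independent evidence. CD1A (ENSG00000158477, chromosome 1 of hg38 from 158254424 to 158258269) fell from 53.6 ± 1.57 to 8.11 ± 0.0949 CPM (SD, n = 2 each), a log2 fold change of -2.72 (standard error 0.139, adjusted p = 0.00041 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DNTT, the terminal transferase of V(D)J joining, had a log2 fold change of -2.04, and -2.38 to -1.59 across the fits that each left out 1 library. CBFB had 233 ± 12.4 CPM with sh-NC and 115 ± 4.79 with sh-IRF2BP2, a log2 fold change of -1.02, and SEPTIN9 had 531 ± 73.4 and 249 ± 37.4 CPM, a log2 fold change of -1.09. The 3' UTR of SEPTIN9 holds the word AGGTCTAA, and genes with this word were lower as a class. That of CBFB holds GGTCTA alone, a class with a median log2 fold change of -0.01 and 9.81% of its genes called lower against 4.85% with none of these words. CBFA2T3 (-0.92) and MZB1 (-1.18) have none of them in the 3' UTR, though both hold GGTCTA in the coding sequence. ERG was low, at 3.25 ± 0.215 CPM with sh-NC and 1.04 ± 0.45 with sh-IRF2BP2. Its log2 fold change was -1.64 (adjusted p = 0.041 from the same test), and -1.01 without sh-IRF2BP2 replicate 1. The latter is a difference of mean log2 CPM with a constant added, which by itself shrinks the changes of low genes. CD1B (-0.93), CD1C (-1.60) and CD1E (-1.13) are paralogs of CD1A, so the counting could have split reads among them. From the enrichment of the bound and downregulated genes in the RAG1 coexpression dataset, the paper goes on to RAG1 as a target of IRF2BP2.

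**Figure D3:**
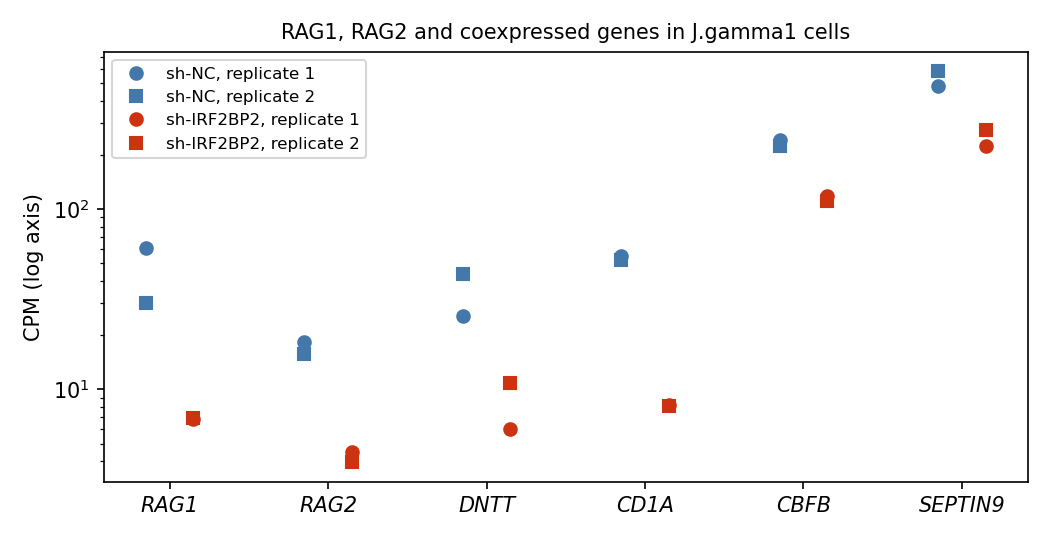
CPM of RAG1, RAG2 and 4 of the coexpressed genes in each library of J.gamma1 cells, on a log axis. Points are single libraries with sh-NC (blue) and sh-IRF2BP2 (red); for each gene drawn, both sh-IRF2BP2 libraries lie below both sh-NC libraries.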

Within this dataset, genes such as CBFB, SEPTIN9, CBFA2T3, CD1A, and ERG have been previously reported to be closely associated with leukemia development and progression.^[^ ^29^, ^30^, ^31^, ^32^, ^33^ ^]^ qPCR analysis further confirmed the reduced expression levels of these genes in IRF2BP2‐knockdown cells (Figure 7I).

**Figure 7:**
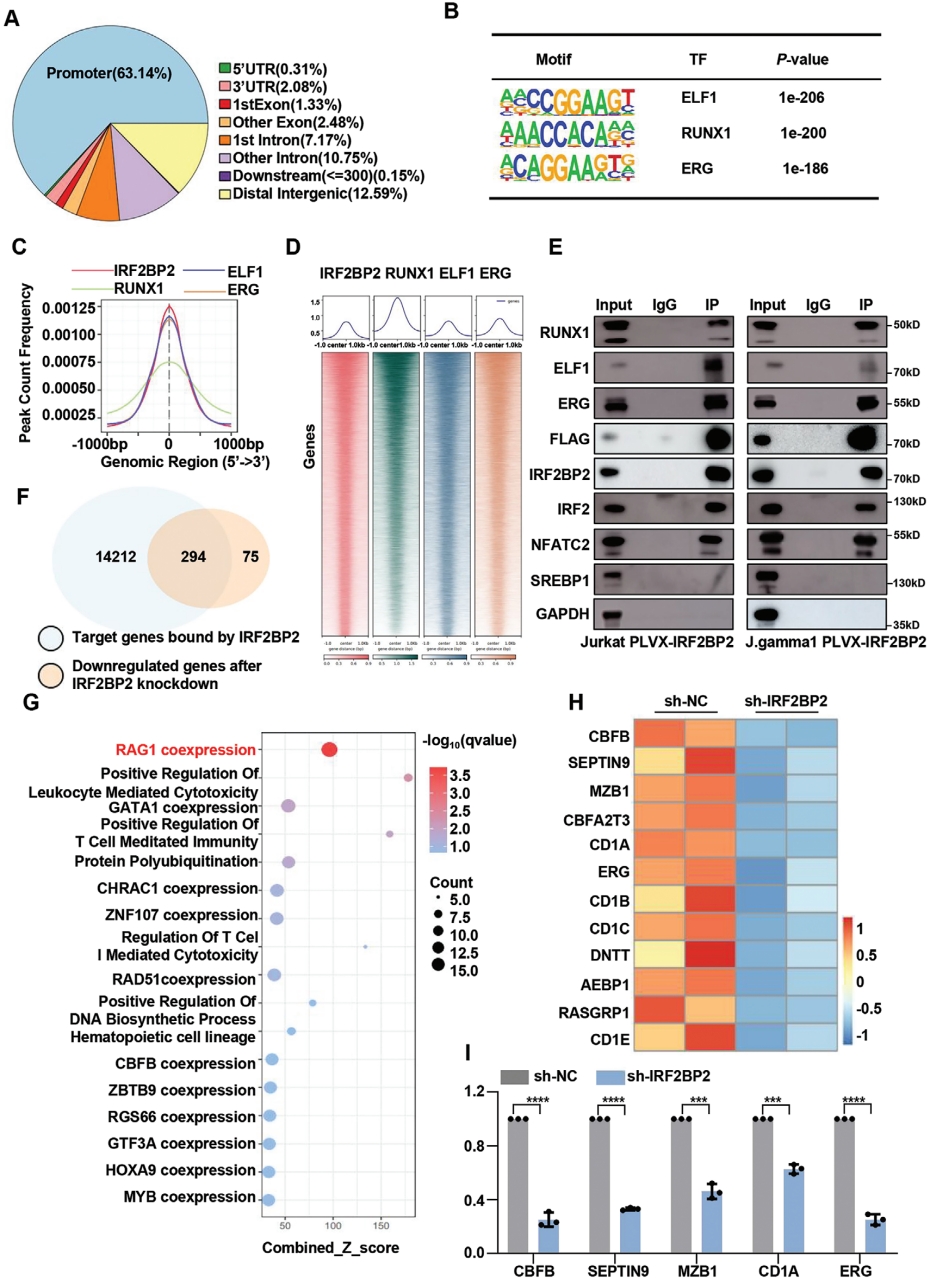
IRF2BP2 regulates T‐ALL cell growth and survival through RAG1 enhancer modulation. A) CUT&Tag analysis to determine the targets of IRF2BP2 in J.gamma1 cells, revealing ≈63% peaks found at promoters. B) Motif analysis of IRF2BP2 binding sites using Homer indicated that these peaks were enriched for the master TFs RUNX1, ERG, and ELF1. C,D) Combined analysis of CUT&Tag data for IRF2BP2, RUNX1, ERG, and ELF1 demonstrated a high correlation between IRF2BP2 occupancy and these master TFs in terms of both localization and signal intensity. E) Co‐immunoprecipitation experiments revealed the cooperation between IRF2BP2 and RUNX1, ERG, and ELF1. F) CUT&Tag analysis of IRF2BP2 identified 14506 potential target genes. Among these, 294 genes were downregulated in IRF2BP2‐knockdown cells. G,H) These 294 genes were significantly enriched in the RAG1 coexpression dataset, as assessed by EnrichR. I) qPCR analysis further confirmed the reduced expression levels of these genes such as CBFB, SEPTIN9, CBFA2T3, CD1A, and ERG in IRF2BP2‐knockdown cells (*N* = 3). Two‐tailed unpaired *t* test in panel I; Data are shown as mean ± s.e.m.

To investigate the relationship between IRF2BP2 protein and the RAG1 gene, we analyzed IRF2BP2 CUT&Tag data alongside public H3K27ac HiChIP data from T‐ALL patient sample (GSE165207). The binding sites of IRF2BP2 on an enhancer element, co‐occupied by master transcription factors, showed significant interaction with the promoter of RAG1 gene (**Figure** **8**A). CUT&RUN‐qPCR verified the presence of IRF2BP2 at the RAG1 enhancer (Figure 8B). To determine the regulatory role of IRF2BP2 on RAG1, we cloned the RAG1 enhancer and control region into a luciferase reporter plasmid. Compared to the control, decreased luciferase signal of the RAG1 enhancer was observed in J.gamma1 cells with IRF2BP2 knockdown (Figure 8C). When co‐transfected the luciferase reporter plasmids into J.gamma1 cells with increasing doses of IRF2BP2, we observed a dose‐dependent increase in the luciferase signal from the RAG1 enhancer, indicating that IRF2BP2 functions as an activator of this enhancer (Figure 8D). Consistently, western blotting showed that IRF2BP2 knockdown resulted in decreased RAG1 expression in Jurkat and J.gamma1 cells, (Figure 8E,F; Figure S18A,B, Supporting Information). For further validation, we designed shRNAs targeting two regions of RAG1 and confirmed their knockdown efficiency using qPCR and western blot (Figure 8H,I; Figure S18D,E, Supporting Information). Knockdown of RAG1 led to inhibited growth (Figure 8G; Figure S18C, Supporting Information) and increased apoptosis in T‐ALL cells (Figure 8J,K; Figure S18F,G, Supporting Information). Due to the adjacent genomic locations of RAG1 and RAG2, and HiChIP results indicating interactions between the IRF2BP2‐bound enhancer and RAG2 in addition to RAG1, we conducted experiments related to RAG2. These experiments revealed that RAG2 expression is impacted by IRF2BP2 knockdown. Furthermore, following RAG2 knockdown, the proliferation of J.gamma1 cells was significantly inhibited (Figure S19, Supporting Information). These findings suggest that IRF2BP2 influences T‐ALL cell growth and survival by modulating the enhancer activity of RAG1 .

**Figure 8:**
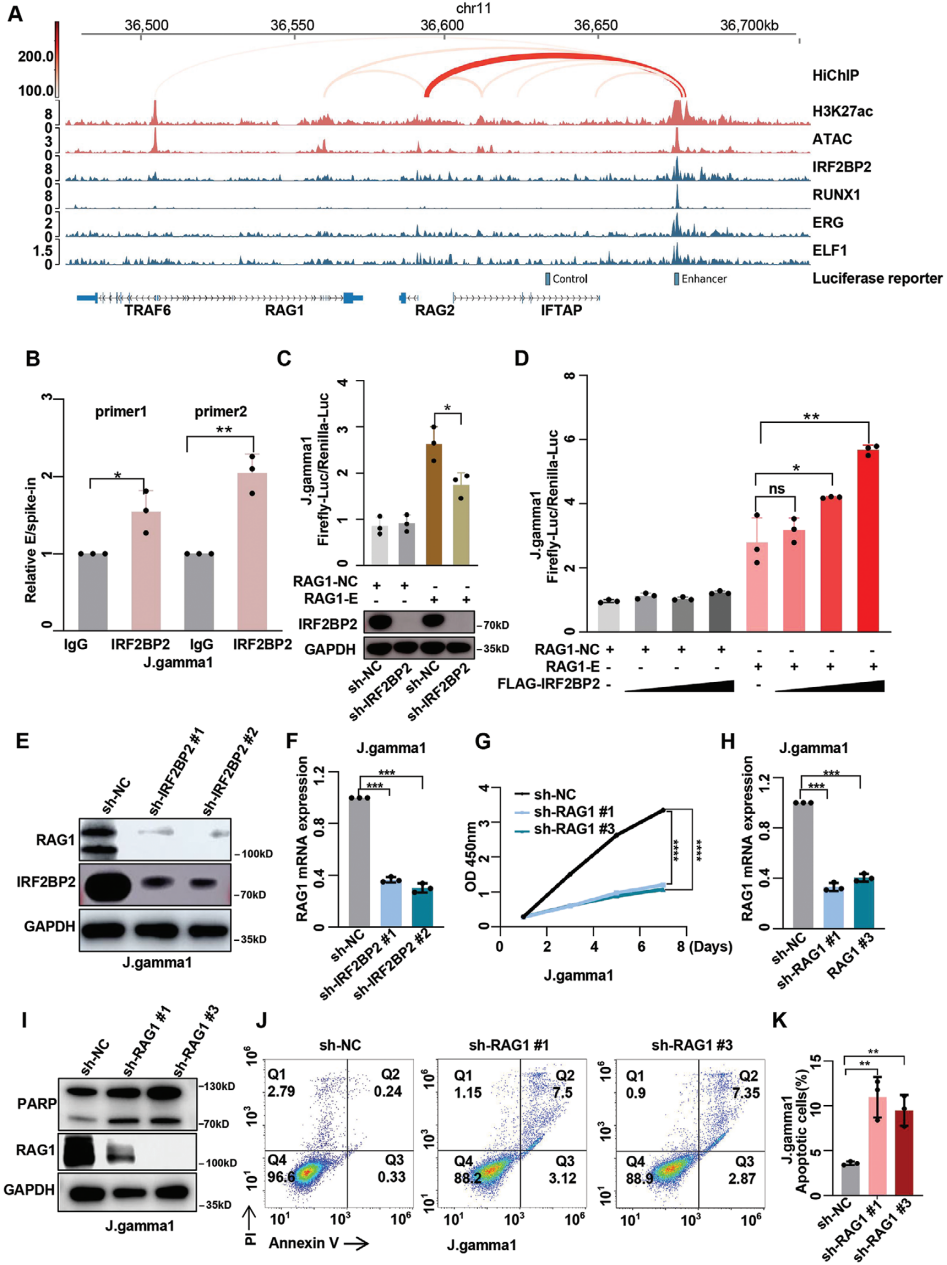
IRF2BP2 protein regulate the RAG1 gene promote T‐ALL occurrence. A). Analysis of IRF2BP2 CUT&Tag data alongside public H3K27ac HiChIP data from T‐ALL patient sample. The binding sites of IRF2BP2 on an enhancer element, co‐occupied by master transcription factors, showed significant interaction with the promoter of RAG1 gene. B) CUT&RUN qPCR (*N* = 3) using RAG1 antibody, indicating an increase in transcriptional activity of the RAG1 enhancer C) In J.gamma1 cells, IRF2BP2 knockdown resulted in the luciferase signal from RAG1 enhancer decreased (*N* = 3), D) Increased the dose of Flag‐IRF2BP2, the the luciferase signal from the RAG1 enhancer increased, indicating that RAG1 expression is dependent on IRF2BP2 (*N* = 3). E,F) Knockdown of IRF2BP2 led to decreased mRNA and protein expression of RAG1 in J.gamma1 cells (*N* = 3). G) CCK8 of knockdown RAG1 in J.gamma1 cells (N = 3), H‐I) Expression of mRNA and protein of RAG1 when knockdown RAG1 in J.gamma1 cells (*N* = 3), J‐K) Apoptosis of Knockdown of RAG1 in J.gamma1 cells (*N* = 3). two‐tailed unpaired *t* test in panel B, C, D, F, H and K; two‐way ANOVA test for analysis in G; Data are shown as mean ± s.e.m.

## 3 Discussion

The development of tumors is closely linked to the dysregulation of growth‐associated gene expression. Gene expression is controlled by DNA elements, which can be altered by changes in enhancer activity or by direct mutations in target genes. These processes can create tumor‐specific super enhancers (SEs), which drive the expression of key oncogenes and lead to tumorigenesis.^[^ ^17^ ^]^ Identifying SE‐driven oncogenes in tumors and studying their functional mechanisms is of significant value. In this study, we identified an SE region with high frequency of occurrence in samples from 7 pediatric T‐ALL patients and 6 T‐ALL cell lines, and this SE can activate interferon regulatory factor 2 binding protein 2 (IRF2BP2).

Previous research indicates that IRF2BP2 consists of two splice variants, IRF2BP2a and IRF2BP2b, and functions as a transcriptional cofactor that interacts with the C‐terminal transcription domain of IRF2.^[^ ^34^ ^]^ IRF2BP2 plays a role in maintaining cellular homeostasis and is involved in various biological functions, including cell cycle regulation, apoptosis, angiogenesis, and immune response.^[^ ^35^, ^36^, ^37^, ^38^ ^]^ Additionally, abnormal IRF2BP2 expression has been implicated in tumors, with various fusion genes such as IRF2BP2‐RARA, IRF2BP2‐CDX2, and IRF2BP2‐NTRK identified in acute promyelocytic leukemia and solid tumors.^[^ ^39^, ^40^ ^]^ The expression of IRF2BP2 is disrupted in B‐cell lymphomas^[^ ^41^ ^]^ and hepatocellular carcinoma. Overexpression of IRF2BP2 in the liver inhibits liver cancer induced by Hippo pathway inactivation.^[^ ^42^ ^]^ IRF2BP2 was marked by an SE in AML samples, consistent with its high level of expression in AML.^[^ ^43^ ^]^ Large‐scale CRISPR library screenings have shown that AML leukemia cells depend on IRF2BP2, and its disruption leads to an imbalance in inflammatory cytokine homeostasis, ultimately causing AML cell death. Further research revealed that the anti‐inflammatory effect mediated by IRF2BP2 in AML depends on the AP‐1 heterodimer composed of ATF7 and JDP2.^[^ ^44^ ^]^ Our previous studies in neuroblastoma have shown that IRF2BP2 is driven by SE, leading to significantly elevated expression levels. IRF2BP2 regulates the expression of the key gene ALK through AP‐1, thereby influencing the growth and survival of tumor cells.^[^ ^45^ ^]^ The variation in expression and functions mentioned above may be attributed to differences in the cell types studied. The role and mechanisms of IRF2BP2 in T‐ALL remain unclear.

Our research demonstrated that knockdown of IRF2BP2 inhibited the proliferation of T‐ALL cells, induced significant apoptosis, and caused cell cycle arrest at the G1/S phase. IRF2BP2‐deficient tumor cells showed suppressed growth in NSG mice. Furthermore, to investigate whether IRF2BP2 affects normal T cell development, we generated hematopoietic system‐specific IRF2BP2 conditional knockout mice and magnetically sorted T cells from the spleens of *Vav‐iCre^+/−^;Irf2bp2^fl/fl^* mice and *Vav‐iCre^−/−^;Irf2bp2^fl/fl^* controls for RNA‐seq analysis. GSEA analysis revealed that compared to controls, T cells from *Vav‐iCre^+/−^;Irf2bp2^fl/fl^* mice exhibited enhanced E2F signaling, which may explain the previously reported inhibitory role of IRF2BP2 in T cell proliferation.^[^ ^46^ ^]^ Enhanced E2F signaling may reflect increased proliferation of T cells; however, no significant changes were observed in the proportions of CD3^+^ T, CD4^+^ T, or CD8^+^ T cells in the spleen, bone marrow, or peripheral blood, possibly due to the similar influence of IRF2BP2 on other types of hematopoietic cells. Although IL2/STAT5 signaling is involved in the generation of Treg cells, the proportion of Treg cells in *Vav‐iCre^+/−^;Irf2bp2^fl/fl^* mice showed no notable differences compared to controls. This is consistent with a previous study that reported impaired expression of the high‐affinity α‐chain of IL‐2R in IRF2BP2‐overexpressing T cells; however, under in vitro induction conditions, the percentages of induced Treg cells generated in IRF2BP2‐overexpressing cells were similar to those in control vector‐transduced cells.^[^ ^46^, ^47^ ^]^ Our study suggests that IRF2BP2 may restrict the proliferation of normal T cells but has minimal impact on their subset distribution. In contrast, IRF2BP2 expression is significantly elevated in T‐ALL cells compared to normal T cells, where it plays a critical role in supporting the growth and survival of tumor cells. CUT&Tag data analysis revealed significant enrichment of a group of master transcription factors (ERG, ELF1, ETS1, RUNX1) in IRF2BP2‐SE region. ERG and ELF1 are members of the ETS transcription factor family, with studies showing that high ERG expression correlates with poor prognosis.^[^ ^48^ ^]^ Transgenic expression of Erg induces T‐ALL in mice, and its knockdown reduces the proliferation of human MOLT4 T‐ALL cells.^[^ ^33^ ^]^ ELF1 is reported to be recruited by RNA polymerase to form the transcription elongation complex (TEC), enhancing promoter strength and transcription.^[^ ^49^, ^50^ ^]^ The activity of MYB and MYC enhancers in T‐ALL is dependent on RUNX1, with its inhibition suppressing the growth of human T‐ALL cell lines and primary samples from patients.^[^ ^51^ ^]^ Our analysis indicates that these T‐ALL master TFs binding to the SE region leads to abnormal upregulation of IRF2BP2.

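In J.gamma1 cells, MYC (ENSG00000136997) measured 281 and 214 CPM in the sh-NC libraries and 168 and 128 CPM in the sh-IRF2BP2 libraries, a log2 fold change of -0.74 (standard error 0.182, adjusted p = 0.04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among genes listed as MYC targets, EIF3D had a log2 fold change of -1.19, HNRNPA3 of -1.12 and HSP90AB1 of -0.64, with adjusted p-values of 0.0022, 0.0047 and 0.046. MYC and HNRNPA3 hold the words GGTCTAA and AGGTCTA in their 3' UTRs, which marked classes of lower genes. HSP90AB1 holds AGGTCTA in the coding sequence, where genes with this word were also lower. EIF3D holds GGTCTA neither in the 3' UTR nor in the coding sequence. For inflammation, the 29 NF-kB response genes tested had a median log2 fold change of 0.21 (adjusted p = 0.032 from camera), with 18 genes higher and 11 lower. That median was 0.12 without sh-NC replicate 1 and 0.41 without sh-NC replicate 2. The 35 interferon response genes had a median of 0.29 (adjusted p = 0.045 from camera), which was -0.011 without sh-NC replicate 1. Neither call was kept under the fry test, with adjusted p-values of 0.21 and 0.12. The 24 TGF-beta response genes rose by a median of 0.79 (adjusted p = 2.4e-05 from camera and 0.049 from fry), with 18 genes higher and 6 lower. Over all genes tested, 13 of them were significantly higher and 1 lower. With an estimated correlation between genes, none of these lists was significant.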

Studies have reported that IRF2BP2 inhibits IL‐1ß/TNFα signaling through NF‐κB, and disruption of IRF2BP2 leads to an acute inflammatory state, resulting in AML cell death.^[^ ^43^ ^]^ Similarly, our RNA‐seq analysis showed that MYC and immune‐inflammatory pathways are significantly affected in T‐ALL cell lines with IRF2BP2 knockdown. Previous studies suggested that in macrophages, IRF2BP2 has been shown to act as a transcriptional coactivator of MEF2, exerting anti‐inflammatory effects,^[^ ^47^ ^]^ while in cardiomyocytes, IRF2BP2 has been found to interact with NFAT1, functioning as a corepressor.^[^ ^27^ ^]^ In our study, joint analysis of CUT&Tag and RNA‐seq data revealed that RAG1 and its co‐expressed gene set were significantly impacted by IRF2BP2 knockdown, which was confirmed by western blot. 

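RAG1 (ENSG00000166349), on chromosome 11 of hg38 from 36510372 to 36593156, measured 60.9 and 30.2 CPM in the sh-NC libraries and 6.87 and 6.95 CPM in the sh-IRF2BP2 libraries of J.gamma1 cells. Its log2 fold change was -2.72 (standard error 0.312, adjusted p = 0.0029 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference between the groups exceeded the spread of the sh-NC replicates, 45.5 ± 21.7 CPM (mean ± SD, n = 2), and the log2 fold change ranged from -3.05 to -2.05 with each library left out in turn. RAG2, which overlaps RAG1 on chromosome 11 from 36575574 to 36598279, fell from 16.9 ± 1.86 to 4.20 ± 0.375 CPM (SD, n = 2 each; log2 fold change -2.01, adjusted p = 0.002 from the same test). The counting could have split reads where the annotated genes overlap.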

To verify the regulatory role of IRF2BP2 on RAG1, we cloned the RAG1 enhancer into a luciferase reporter plasmid and co‐transfected it into J.gamma1 cells with increasing doses of IRF2BP2. We observed a dose‐dependent increase in the luciferase signal from the RAG1 enhancer, indicating that IRF2BP2 functions as an activator of this enhancer. RAG1 and RAG2 proteins form a DNA recombinase initiating V(D)J recombination, generating numerous Igh variable region exons essential for immune responses against various pathogens.^[^ ^52^, ^53^ ^]^ In B‐ALL, the ETV6‐RUNX1 fusion gene induces excessive RAG recombinase activity, leading to tumor progression. Reports have indicated that RAG1/2‐mediated oncogenic splicing plays a critical role in leukemia cells, affecting genomic stability.^[^ ^54^ ^]^ The E2F pathway, which is closely associated with genomic stability, is significantly impacted in T‐ALL cells upon disruption of IRF2BP2 expression, according to our RNA‐seq data. 

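Among the E2F-target genes of Figure 6D, those with the largest falls in the J.gamma1 libraries act in DNA repair, replication and chromosome segregation. BARD1 (ENSG00000138376) had 78.0 ± 9.58 CPM (SD, n = 2) with sh-NC and 34.2 ± 2.08 CPM (SD, n = 2) with sh-IRF2BP2, a log2 fold change of -1.19 (standard error 0.136, adjusted p = 0.0028 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of SMC1A, CDK1, PCNA and HMMR were -1.12, -1.02, -1.02 and -0.99, with adjusted p-values of 0.004, 0.003, 0.0038 and 0.0056. The 3' UTRs of BARD1 and SMC1A hold the words GGTCTAA and AGGTCTAA, which marked classes of lower genes. That of PCNA holds GGTCTA alone, a class with a median of -0.01 and 9.81% of its genes called lower against 4.85% with none of these words. Those of CDK1 and HMMR hold none of them. CHEK2 (-0.46, adjusted p = 0.054) and CDK2 (-0.39, adjusted p = 0.073) were not significant by this test. Their adjusted p-values were 0.043 and 0.03 with DESeq2, and 0.017 and 0.025 from edgeR with the replicate number as a block. CDK4 fell by 0.29 on the log2 scale without passing the threshold (adjusted p = 0.19 from edgeR).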

Notably, motif analysis of our IRF2BP2 CUT&Tag results revealed a significant enrichment of master TFs RUNX1, ERG, and ELF1 at IRF2BP2 binding sites. Co‐IP further confirmed their cooperation at the protein level. This differs from the significant enrichment of AP‐1 at IRF2BP2 binding sites observed in AML and neuroblastoma.^[^ ^44^, ^45^ ^]^ We propose that in T‐ALL, IRF2BP2 collaborates with master TFs to regulate the expression of the critical susceptibility gene RAG1, reshaping the intracellular environment and driving its oncogenic potency. Our data provide new insights into the regulatory network within T‐ALL cells and suggest potential new targets for therapeutic intervention.

## 4 Experimental Section

### Cell Culture

Human cell lines (293FT, Jurkat, J.gamma1, MOLT4, CCRF‐CEM, PF382) were sourced from the National Collection of Authenticated Cell Cultures (Shanghai, China), and their identities were confirmed through short tandem repeat analysis. Cells were cultured in conditions as previously reported.^[^ ^21^ ^]^

### Human Tissue Samples, ChIP‐seq, and Super Enhancer Analysis

The human tissue study was approved by the Human Care Committee of Suzhou College (approval number: 2023CS106). All procedures followed the approved guidelines. Written informed consent was obtained from all patients' legal guardians. Bone marrow samples from newly diagnosed pediatric T‐ALL patients were collected for the ChIP assay, which was conducted following established protocols detailed in previous studies.^[^ ^22^ ^]^ In brief, cells were fixed with 1% formaldehyde and quenched with 0.125 m glycine. The cells were then lysed in an ice‐cold cell lysis buffer, and the lysates were ruptured using a 1 mL insulin needle. The precipitate obtained by centrifugation was resuspended in a shearing buffer containing a protease inhibitor cocktail and sonicated with an ultrasonic cell disruptor (M220, Covaris, Massachusetts, USA) to fragment the genomic DNA into 300—800 bp segments. The sheared chromatin was incubated overnight at 4 °C with H3K27ac antibody (ab4729, Abcam). The antibody‐chromatin complexes were then captured using Dynabeads Protein G beads (10004D, Thermo Fisher Scientific) and washed with lysis buffer and TE buffer. Subsequently, the complexes were treated with RNase (#7013, CST) and Proteinase K (AM2546, Invitrogen), and the remaining DNA fragments were purified using the QIAquick PCR Purification Kit (QIAGEN). Library preparation and sequencing were performed by BGI (Shenzhen, China). The 50 bp single‐end reads were aligned to the hg38 (Ensembl) genome using BWA‐MEM. Duplicate reads were removed using Picard tools, and peaks were called using MACS (version 3.0). Super enhancers were identified using the ROSE software.

### Knockdown, Knockout, or Overexpression of Genes

The sequences of shRNA listed in the Supporting Information were synthesized and constructed into pLKO.1 vector by IGE Biotechnology, Ltd. (Guangzhou, China). GeneChem Co., Ltd (Shanghai, China) designed and constructed sgRNA targeting the enhancer and IRF2BP2 using the CRISPR/Cas9 system, along with the vectors Lenti‐Cas9‐neo and Lenti‐sgRNA‐EGFP‐puro. The vector pLVX‐EF1α‐IRES‐puro vector (Clontech), Which carries FLAG‐tagged IRF2BP2 was constructed by General Biosystems (Anhui, China). Lentiviral packaging was performed as previously described.^[^ ^21^, ^22^ ^]^ Lentiviral medium, if necessary, was concentrated by PEG‐8000 (Beyotime, China) precipitation. Cells were transduced with lentiviral particles in the presence of polybrene (Sigma‐Aldrich). After screening with puromycin (Sigma–Aldrich), knockdown or overexpression cells were established.

### Soft Agar Colony Formation Assay

Mix 750 µL of 1.25% soft agar with 750 µL of 2 × 1640 complete medium, and layer it into a 6‐well plate. Set overnight to form the bottom layer. The next day, mix 750 µL of 0.75% soft agar with 750 µL of 2 × 1640 complete medium and 7 × 10^3^ cells. Layer this mixture on top of the solidified bottom layer. Periodically supplement with 1 × 1640 complete medium. On day 20, fix the colonies with 4% paraformaldehyde and stain them with 1×Giemsa solution. Colonies were imaged and counted.

### Animal Experiments

All animal studies were approved by the Animal Care Committee of Suzhou College (approval number: CAM‐SU‐AP#: JP‐2018‐1). Six‐week‐old female NSG mice (*n* = 6 per group) received tail vein injections of luciferase‐tagged J.gamma1 cells (4 × 10^6^ cells per mouse). For the IRF2BP2 knockdown study, J.gamma1 cells were stably transduced with shRNA targeting IRF2BP2 or a scramble control. Small animal in vivo imaging was performed regularly. Mice were sacrificed when signs of distress such as piloerection, hunching, or weight loss were observed. Liver, spleen, and bone marrow tissues were collected for H.E. staining and immunohistochemistry. Flow cytometry was conducted on isolated cells using anti‐CD45 antibodies (304008, Biolegend).

For the transgenic mouse experiments, *rf2bp2^fl/fl^* mice were generated by GemPharmatech Co., Ltd. (Nanjing, China), and Vav‐iCre mice were obtained from Cyagen Biosciences (Suzhou, China). Detailed information is provided in the Supporting Information. A conditional knockout of IRF2BP2 was created using a Vav‐iCre transgene to selectively delete IRF2BP2 in the hematopoietic lineage (*Vav‐iCre^+/−^;Irf2bp2^fl/fl^* mice). The efficiency of gene knockout in bone marrow cells was confirmed by western blotting. Flow cytometry was used to analyze T cell markers, including CD3 (100233, Biolegend), CD4 (100408, Biolegend), CD8a (100734, Biolegend), CD45 (103103, BioLegend), CD4 (552052, BD Biosciences), FOXP3 (562996, BD Biosciences), CD25T (552880, BD Biosciences) in liver, spleen, and bone marrow cells. To further investigate the effect of IRF2BP2 on normal T cells, we used Mouse CD3^+^T cell Isolution Kit (CS101‐01, Vazyme) to magnetically sorted CD3+ T cells from the spleens of *Vav‐iCre^+/−^;Irf2bp2^fl/fl^* mice and *Vav‐iCre^−/−^;Irf2bp2^fl/fl^* controls for RNA‐seq analysis. All animal experiments were approved by the Animal Care and Use Committee of Soochow University and performed in accordance with institutional guidelines.

### Dual Luciferase Reporter Assay

Two million J.gamma1 cells were mixed with plasmid DNA in 100µL of High‐Performance Electroporation Solution (BTX Press). The mixture was transferred to an Electroporation cuvette plus (BTX Press), and subjected to two 7ms pulses with an interval of 100ms and a voltage of 140V using the ECM 830 Electro Square Porator (BTX Press). After electroporation, the cells were incubated in the cuvette for 10 minutes. The cell suspension was then transferred to a 6‐well plate containing 3mL of complete 1640 medium and incubated at 37 °C in a 5% CO2 incubator for 48 h. Following incubation, cells were collected, and the Dual‐Luciferase Reporter Assay was performed using the Dual‐Luciferase Reporter Assay Kit (DL101‐01, Vazyme) according to the manufacturer's protocol.

### Co‐Immunoprecipitation

Co‐immunoprecipitation was performed as previously described.^[^ ^55^ ^]^ After eluting from Anti‐FLAG M2 Affinity Gel (A2220, Sigma–Aldrich)‐bound immunocomplexes, protein levels were determined by western blotting.

### Statistical Analysis

Statistical analysis was performed using GraphPad Prism version 8.0.2 (GraphPad Software, Inc., USA), including *t* tests, long‐rank tests that were conducted for overall survival analysis. Differences were considered statistically significant when *p* < 0.05 (^*^ *p* < 0.05; ^**^ *p* < 0.01; ^***^ *p* < 0.001; ^****^ *p* < 0.0001).

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

J.Y., Z.Z., Y.C., J.W., and G.L. contributed equally to this work. J.P., J.L., and S.W. designed and supervised the study. J.Y. conducted the majority of the experiments, analyzed the data, and drafted the paper. Z.Z. Helped with RNA‐seq analysis, CUT&TAG analysis and contributed to manuscript writing. Y.C. and G.L. helped with animal experiments. Y.T. and Y.Z. supervised the revision of the paper. Y.Y. and C.Z. engaged in statistical analysis of clinical sample data. T.L. and J.C. took part in animal experiments. T.J., Z.W., and W.W. offered guidance on experimental techniques. F.F., W.J., and P.C. participated in Co‐IP experiments. Z.L. and R.Z. helped with CUT&TAG experiments. H.Y., D.W., X.L., and J.‐J.F. helped with the establishment of settlement experiments. X.W., S.H., and Z.‐H.Z. supervised the revision of the paper. The final draft was read by all authors who approved it.

## Supporting information

Supporting Information

## Data Availability

The sequencing and processed data files from GSE267758 (T‐ALL1‐7 and J.Gamma1 ChIP‐seq), GSE267451 (ERG IRF2BP2 RUNX1 ETS1 ELF1 CUT&Tag), and GSE267261 (RNA‐seq of J.gamma1 shIRF2BP2 and CD3^+^ T cells from *Vav‐iCre^+/−^; Irf2bp2^fl/fl^* mice) are our newly generated datasets that have been submitted to the Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) repository. Public datasets available from the GEO database include GSE165207 (T‐ALL HiChIP), GSE59657 (Jurkat ChIP‐seq), GSE76783 (CCRF‐CEM ChIP‐seq), GSE59657 (MOLT3 ChIP‐seq), GSE79288 (MOLT4 ChIP‐seq), GSE243772 (PF382 ChIP‐seq), GSE18927 (CD3^+^T, CD4^+^T, CD8^+^T ChIP‐seq), GSE231486 (HSC ChIP‐seq). Other relevant data are available from the corresponding authors upon reasonable request.

# Supplementary material for: Super‐Enhancer‐Driven IRF2BP2 is Activated by Master Transcription Factors and Sustains T‐ALL Cell Growth and Survival
**Source:** Adv Sci (Weinh). 2024 Oct 25;12(1):2407113. doi: 10.1002/advs.202407113

**Super-enhancer-driven IRF2BP2 is Activated by Master Transcription Factors and Sustains T-ALL Cell Growth and Survival**

**Supporting Information**

**Detailed Experimental Section**

**Luciferase reporter assay:** Candidate enhancer constituents identified by HiChIP and ChIP-Seq data were cloned into luciferase reporter vector pGL3-Promoter (Promega). Primers were listed in the Supporting Information. The constructs underwent sequencing verification. The vectors were transfected into the J.gamma1 cell line using Lipofectamine 3000 (Invitrogen). A Renilla luciferase control vector was co-transfected to enable normalization. Luciferase activity was assessed 48 hours post-transfection using the Dual-Luciferase Reporter Assay System (Promega).

**RNA isolation and qRT-PCR:** Total RNA extraction was performed using the FastPure Cell/Tissue Total RNA Isolation Kit (Vazyme, China). Reverse transcription was conducted with the Reverse Transcription System (Promega). Gene expression levels were determined using the 2-△△Ct method with GAPDH serving as the internal reference. The qPCR primers used were synthesized by Tsingke Biological Technology (Beijing, China) and were listed in the Supporting Information (Table S4, Supporting Information).

**Cell viability assay：** Cells (5×10^3^ per well) were seeded in 96-well plates, and cell viability was detected using the cell counting kit-8 (CCK8) assay (Dojindo Molecular Technologies, Japan) following the manufacturer’s instructions.

**Soft agar colony formation assay：**Mix 750 μL of 1.25% soft agar with 750 μL of 2×1640 complete medium, and layer it into a 6-well plate. Set overnight to form the bottom layer. The next day, mix 750 μL of 0.75% soft agar with 750 μL of 2×1640 complete medium and 7 × 10^3^ cells. Layer this mixture on top of the solidified bottom layer. Periodically supplement with 1×1640 complete medium. On day 20, fix the colonies with 4% paraformaldehyde and stain them with 1×Giemsa solution. Colonies were imaged and counted.

**Cell apoptosis and cell cycle analysis：**To assess cell apoptosis, cells were collected and stained with the Annexin V-FITC kit (BD Biosciences, USA). For cell cycle evaluation, cells were collected and fixed in 70% ice-cold ethanol overnight at 4°C. The following day, cells were treated with a propidium iodide/RNase A staining solution (Sigma-Aldrich) for 20 minutes at room temperature. Flow cytometry (Beckman Gallios, Germany) was used to analyze the samples, and cell cycle distribution was determined by FlowJo v10 software (Tree Star, USA).

**Western blot analysis：**Cellular protein lysates were prepared using RIPA buffer supplemented with 1 mM PMSF and 1% phosphatase inhibitor cocktail. Proteins (20 μg) were resolved on SDS-PAGE and transferred to PVDF membranes. For western blotting, the membranes were examined with antibodies against GAPDH (MAB374, Millipore), IRF2BP2 (HPAO27815, Sigma-Aldrich), PARP (#9542, CST), c-Myc (A19032, Abclonal), BRD4 (#13440, CST), Caspase-8 (#9746, CST), CDK1 (19532-1-AP, Proteintech), CDK2 (AF1063, Beyotime), CDK4 (12790, Cell Signaling Technology), Cyclin D1 (60186-1-Ig, Proteintech), RUNX1 (ab272456, Abcam), ERG (14356-1-AP, proteintech), ETS1 (66598-1-Ig, Proteintech), ELF1 (ab64937, Abcam)，RAG1 (#3968S, CST). Detection of antibody-antigen interactions was achieved using a chemiluminescent HRP substrate (Millipore, USA). All antibodies were listed in the Supporting Information (Table S5, Supporting Information)

**RNA-seq, Cleavage Under Targets & Tagmentation (CUT&Tag), and data analysis:** RNA sequencing was conducted by Novogene Bioinformatics Technology Co., Ltd. (Beijing, China), encompassing RNA isolation, library preparation, transcriptome sequencing using Illumina NovaSeq 6000, and clean data filtering. The resulting 150 bp paired-end reads were aligned to the hg38 genome (Ensembl) employing HISAT2 software (version 2.2.0). StringTie software (version 2.1.2) was utilized for transcriptome assembly and abundance analysis. Differentially expressed genes were detected using the R/Bioconductor package DESeq2. Gene set enrichment analysis (GSEA) was performed using the R/Bioconductor package clusterProfiler, utilizing Hallmarks gene sets sourced from the Molecular Signatures Database (MSigDB).

CUT&Tag assays were conducted using the Hyperactive Universal CUT&Tag Assay Kit for Illumina (TD903, Vazyme) following the manufacturer's instructions. DNA was extracted and amplified with i5 and i7 primers in TruePrep Index Kit V2 for Illumina (#TD202, Vazyme). Libraries were purified with VAHTS DNA Clean Beads (#N411, Vazyme) and sequenced by Novogene Bioinformatics Technology Co., Ltd (Beijing, China). The 150 bp paired-end reads were aligned to the hg38 (Ensembl) genome using bowtie2 (version 2.4.4) with parameters --end-to-end --verysensitive --no-mixed --no-discordant. Duplicates were removed using Picard tools. Peaks were called using MACS (version 3.0).

**Supplementary data**

**Figure S1.** Hockey stick plots show super-enhancer genes(including IRF2BP2) in 6 T-ALL cell lines and 7 T-ALLpatients .

**Figure S2.** Visualization of the ChIP-seq data on chr1:234599841-234612606 identified candidate genes A) CDK6, B) ELF1.

**Figure S3.** Visualization of the ChIP-seq data on chr1:234599841-234612606 identified candidate genes A) ELMSAN1, B) ELOVL5.

**Figure S4.** Visualization of the ChIP-seq data on chr1:234599841-234612606 identified candidate genes A) MSI2, B) ALM2AKAP2P.

**Figure S5.** Visualization of the ChIP-seq data on chr1:234599841-234612606 identified candidate genes A) SPTBN1. B) CDK6, ELF1, ELMSAN, ELOVL5, MSI2, PALM2AKAP2 and SPTBN1 mRNA expression in T-ALL patient samples (N=18) compared to normal T cells (N=4). two-tailed unpaired *t* test in panel B; data were shown as mean±s.e.m.

**Figure S6.** IRF2BP2 protein levels in T-ALL cell lines compared to CD3T cells.

**Figure S7.** Genomic distribution of ELF1, ERG, ETS1 and RUNX1 in J.gamma1 cells.

**Figure S8.** Knockdown IRF2BP2 in Jurkat and J.gamma1 cells A) Cell cycle analysis showed that IRF2BP2 knockdown led to an extension of the G2 phase. B-C) Soft agar colony formation assays (N=3) showed a reduced number of colonies in IRF2BP2-knockdown cells compared to the control group. two-tailed unpaired *t* test in panel C; data were shown as mean±s.e.m.

**Figure S9.** Using the CRISPR/Cas9 system to knockout IRF2BP2 in Jurkat and J.gamma1 cell lines A) Knockout IRF2BP2 cells exhibited membrane shrinkage, morphological changes, and an increased presence of debris in the culture medium. B) IRF2BP2 mRNA expression after IRF2BP2 knockout (N=3). C) CCK8 of knockout IRF2BP2 led to inhibited cell proliferation (N=3). D,E) Flow cytometry analysis revealed a significant increase in apoptosis after IRF2BP2 knockout (N=3). F) Western blot analysis indicated that IRF2BP2 knock out resulted in decreased expression of IRF2BP2, CDK4 and BCL2. two-tailed unpaired *t* test in panel B and E; two-way ANOVA test for analysis in panel C; data were shown as mean±s.e.m.

**Figure S10.** H.E. staining and immunohistochemical analysis for IRF2BP2, Ki67 and c-Myc demonstrated reduced tumor infiltration in the liver, spleen, and bone marrow following IRF2BP2 knockdown (N=3). two-tailed unpaired *t* test in panel E; data were shown as mean±s.e.m.

**Figure S11.** Successfully constructed knockout Vav-iCRE^+/-^;IRF2BP2^fl/fl^ mice. A) Schematic diagram illustrating the primer design for the identification of gene knockout mice. B) Primer sequences for the identification of gene knockout mice. C)Primer sequences for the identification of Vav-icre mice. D)Analysis of electrophoresis results and PCR identification of gene knockout mice

**Figure S12.** CD25+ Treg cells in the peripheral blood, spleen, and bone marrow followingin Vav-iCRE^+/-^;IRF2BP2^fl/fl^ mice (N=3). two-tailed unpaired *t* test in Figure S12; data were shown as mean±s.e.m.

**Figure S13.** Magnetically sorted CD3^+^ T cells from the spleens, A) Mode diagram of CD3+ T cells from the spleens of Vav-iCre+/-;Irf2bp2fl/fl mice. B) Flow cytometry test CD3^+^T cells from the spleens of *Vav-iCre^+/-^;Irf2bp2^fl/fl^* mice and *Vav-iCre^-/-^;Irf2bp2^fl/fl^* controls.

**Figure S14.** T cells from Vav-iCRE^+/-^;IRF2BP2^fl/fl^ mice affectsnE2F and STAT5 pathway. The RNA-seq analysis on T cells from *Vav-iCre^+/-^;Irf2bp2^fl/fl^* mice versus control. B-C) Gene Set Enrichment Analysis (GSEA) using Hallmark gene sets revealed significant enrichment for E2F-target genes and STAT5-target genes in the *Vav-iCre^+/-^;Irf2bp2^fl/fl^* mice compared to controls.

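In knockout T cells, 379 genes were higher and 17 lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a log2 fold change of at least 1 in size. The counts, rather than the size of the changes, depended on control replicate 1. Without it, 6 genes were higher and 1 lower, while the medians were 1.06 for S phase, 1.47 for G2/M and 2.78 for erythroid genes. Without control replicate 2 there were 532 and 35 genes, and without control replicate 3 357 and 32. DESeq2, in place of edgeR, gave 755 higher and 72 lower. On simulated counts of this design it recovered 172 of 200 changed genes against 147 by edgeR, and made 61 false calls against 14. Those calls used the adjusted p without a fold threshold, so they do not give the false calls of the rule above. Apart from Irf2bp2 itself, the largest falls among genes of at least 10 CPM were in 5830411N06Rik (-2.09), Arhgap29 (-1.55), Myo10 (-1.46) and Atp1b1 (-1.23), and none of these 4 was significant without control replicate 1. Among the largest rises were those of Apol11b (6.12), Btnl10 (4.50), Sptb (4.40) and Sox6 (4.07). Without control replicate 1, Apol11b and Btnl10 both had an adjusted p of 0.056. Of the genes that define the sorted cells, Cd3e changed by -0.47 (adjusted p = 0.21), Cd4 by -0.07 (adjusted p = 0.87), Cd8a by -0.60 (adjusted p = 0.068) and Foxp3 by 0.36 (adjusted p = 0.37) on the log2 scale. Cd8a was significant without control replicate 2 (adjusted p = 0.043) and with DESeq2 (adjusted p = 0.0001), and Cd4 changed its sign without control replicate 3. Cd8b1, the other CD8 chain, was lower, with 484 ± 28.7 CPM (SD, n = 3) in controls and 252 ± 22.8 CPM (SD, n = 2) in the knockout (log2 fold change -0.94, adjusted p = 0.021 from edgeR), though not significantly without control replicate 1 (adjusted p = 0.089).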

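The G2/M list of 54 genes rose by a median log2 fold change of 1.51 in knockout T cells (adjusted p = 5e-19 from camera, 0.041 from fry and 0.22 with an estimated correlation), and 51 of its genes were higher. The size of the rise depended on the list. Reactome sets of DNA replication (99 genes) and of the whole mitotic cell cycle (392 genes) were put in place of the S phase and G2/M lists. Their medians were 0.10 (adjusted p = 0.002 from camera) and 0.19 (adjusted p = 3e-07 from camera). Both sets are broader than the lists they replaced, and which of their genes lower the median was not examined. The proliferation marker Mki67 measured 64.1 ± 16.5 CPM (SD, n = 3) in controls and 442 ± 46.6 CPM (SD, n = 2) in the knockout (adjusted p = 0.0072 from edgeR, and 0.056 without control replicate 1).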

**Figure S15.** Gene Set Enrichment Analysis (GSEA) using Hallmark gene sets revealed significant enrichment for E2F-target genes and MYC-target genes in the IRF2BP2-knockdown group compared to controls.

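The tested genes were ranked by log2 fold change here, and the paper's text does not name the ranking of its GSEA. Normalized enrichment scores from fgsea were -2.22 for the E2F-target and -2.17 for the MYC-target genes of Figure 6D (adjusted p = 0.00026 and 0.00047). A negative score marks genes lower after knockdown. For lists not chosen on these libraries, the scores were -1.89 for S phase genes (adjusted p = 0.0038) and -1.40 for G2/M genes, which fgsea did not call (adjusted p = 0.058). Genes permuted within a ranking are not replicates, so these p-values do not carry the spread between libraries.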

**Figure S16.** CUT&Tag analysis to determine the targets of IRF2BP2 in J.gamma1 cells.

**Figure S17** RUNX1, ERG, and ELF1 are SE-driven genes that are highly expressed in T-ALL cells.

**Figure S18.** Western blot of RUNX1, ELF1, ERG, MYCN, MEIS2 and HAND2 in T-ALL cell lines compared to neuroblastoma cells.

**Figure S19** Knockdown RAG1 in Jurkat cells. A-B) Knockdown IRF2BP2 resulted in decreased RAG1 expression in Jurkat cells (N=3). C) Knockdown RAG1 led to inhibited growth (N=3), D-E) The mRNA and protein expression of Knockdown RAG1 in Jurkat cells (N=3), F-G) Apoptosis of knockdown RAG1 in Jurkat cells (N=3). two-tailed unpaired *t* test in panel B, D and G; two-way ANOVA test for analysis in C; data were shown as mean±s.e.m.

**Figure S20. RAG2 sustains the growth and survival of T-ALL cells.** A-B) Knockdown IRF2BP2 result in decreased RAG2 expression in Jurkat and J.gamma1 cells (N=3). C-D) Knockdown RAG2 led to inhibited growth (N=3), E) The protein expression of RAG2 of Knockdown RAG2 in Jurkat and J.gamma1 cells, two-tailed unpaired *t* test in panel B; two-way ANOVA test for analysis in D; data were shown as mean±s.e.m.

**Table S1.** Information of seven T-ALL patients.

**Table S2.** Landscape and annotation of super-enhancers in T-ALL patients.

**Table S3.** Landscape and annotation of super-enhancers in T-ALL cell lines.

**Table S4.** Primers and antibodies used in the manuscript.

**Table S5.** RNA-seq results of CD3+ T cells from the spleens of Vav-iCre+/-; Irf2bp2fl/fl mice versus control.

**Table S6.** GSEA analysis results with Hallmark signatures for Irf2bp2-knockout CD3+ T cells versus control.

**Table S7.** RNA-seq results of IRF2BP2-knockdown J.gamma1 cells vesus control.

**Table S8.** GSEA analysis results with Hallmark signatures for IRF2BP2-knockdown J.gamma1 cells versus control.

**Table S9.** Binding profiles of IRF2BP2 in J.gamma1 cells identified by CUT&Tag.

**Table S10.** Binding profiles of RUNX1 in J.gamma1 cells identified by CUT&Tag.

**Table S11.** Binding profiles of ELF1 in J.gamma1 cells identified by CUT&Tag.

**Table S12.** Binding profiles of ERG in J.gamma1 cells identified by CUT&Tag

**Table S13.** Binding profiles of ETS1 in J.gamma1 cells identified by CUT&Tag

**Table S14.** EnrichR analysis for overlap of IRF2BP2-binding genes and IRF2BP2-upregulated genes

**Table S15.** EnrichR analysis for overlap of IRF2BP2-binding genes and IRF2BP2-downregulated genes.

**Supplementary file 1.** STR analysis of cell lines.

**Supplementary file 2.** Full uncropped Western Blots image(s).

**Figure S1**

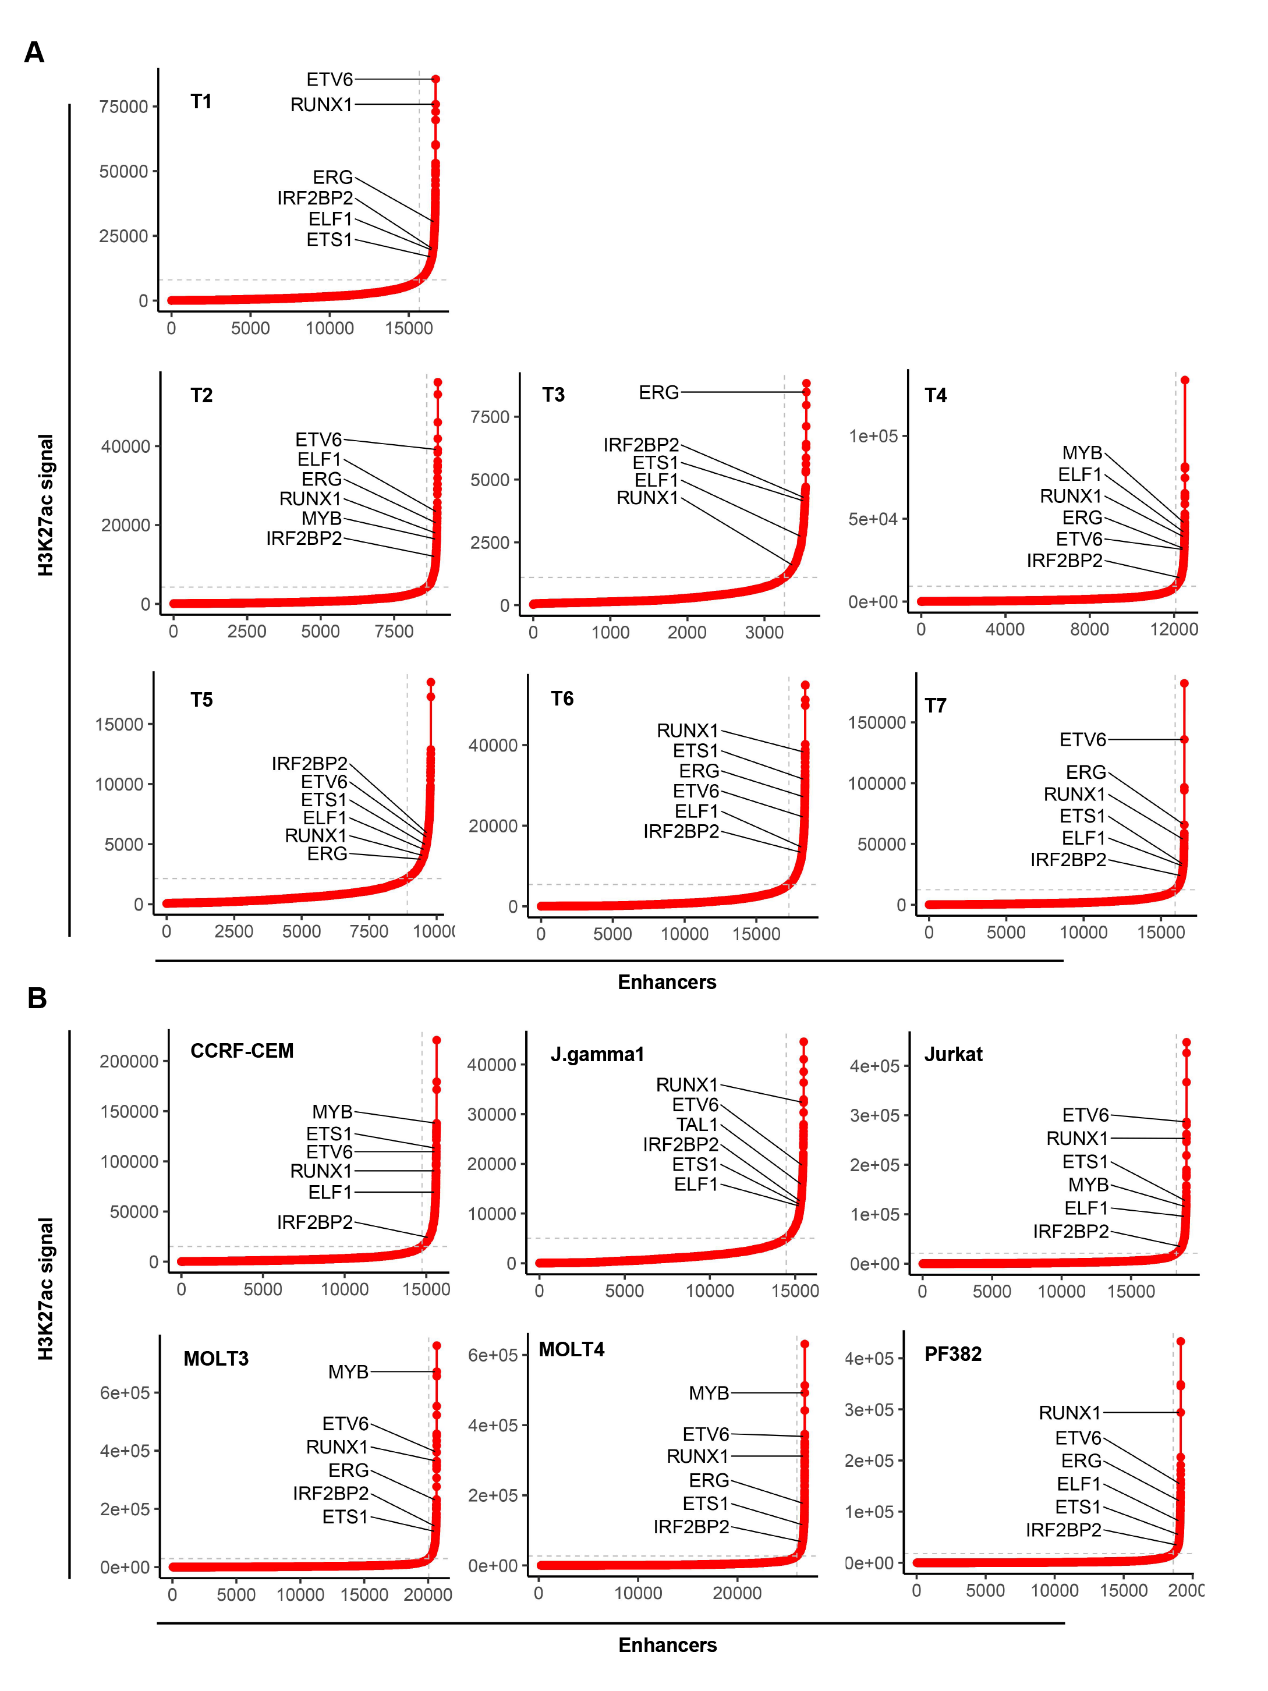

**Figure S2**

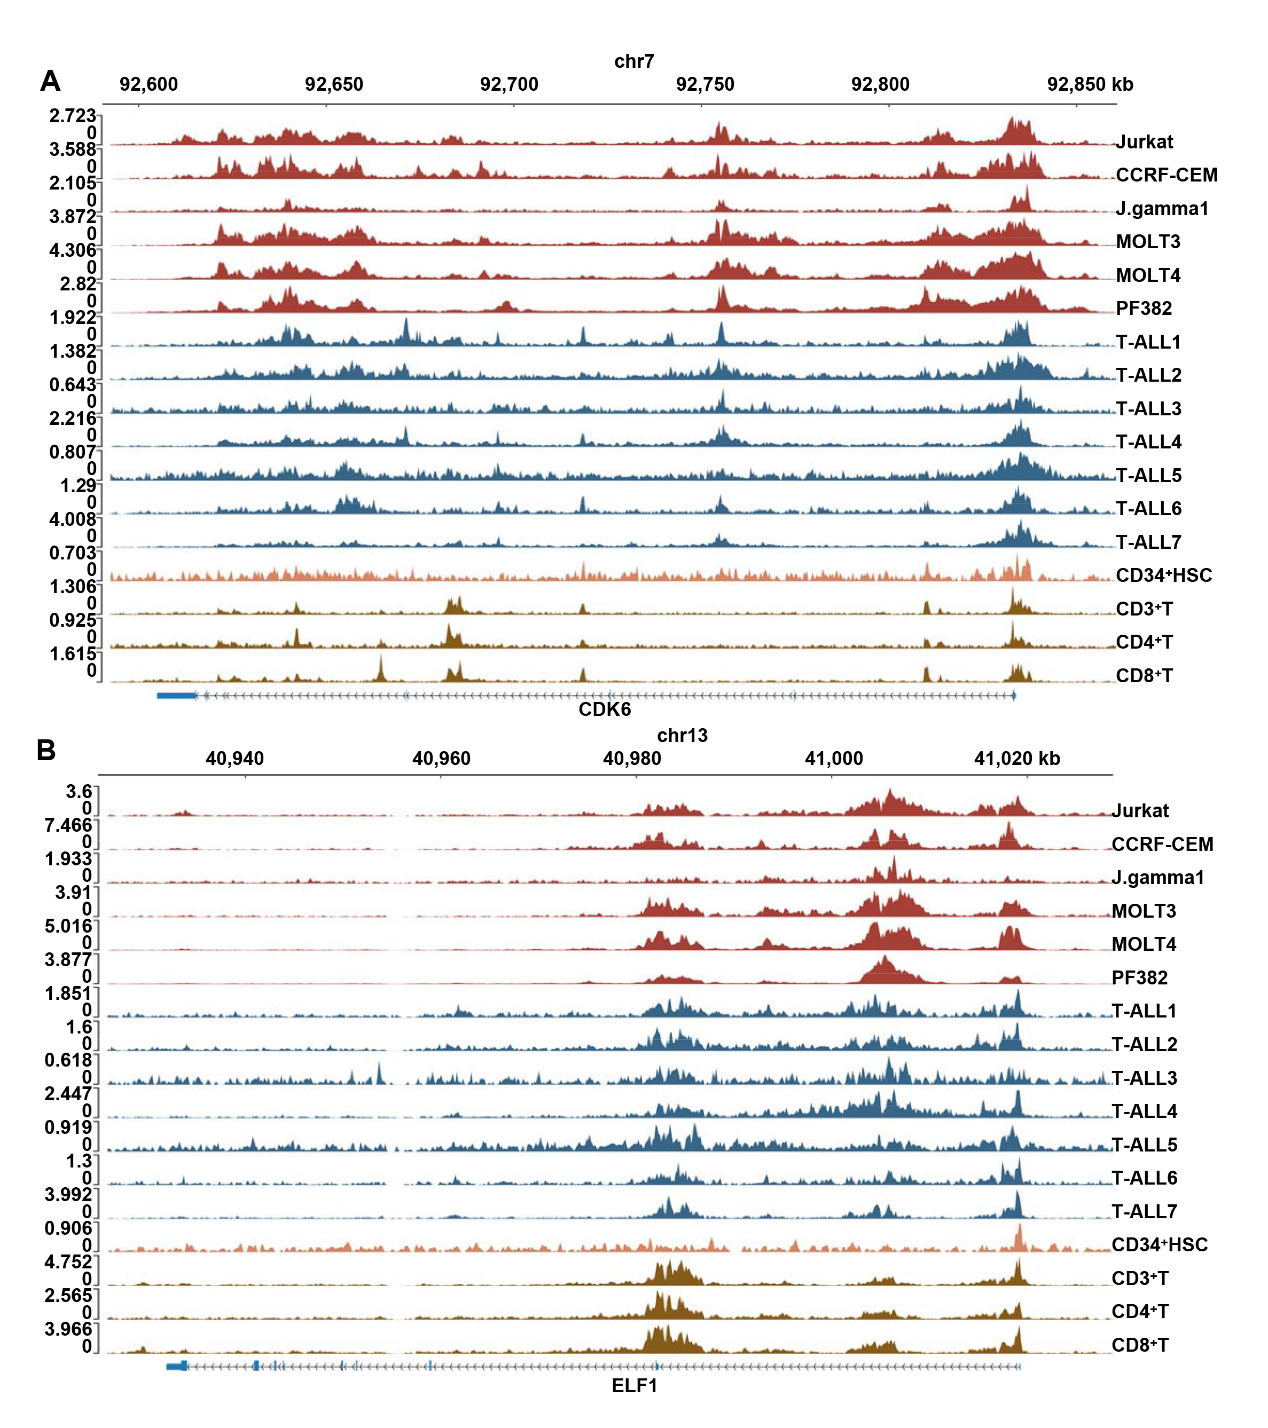

**Figure S3**

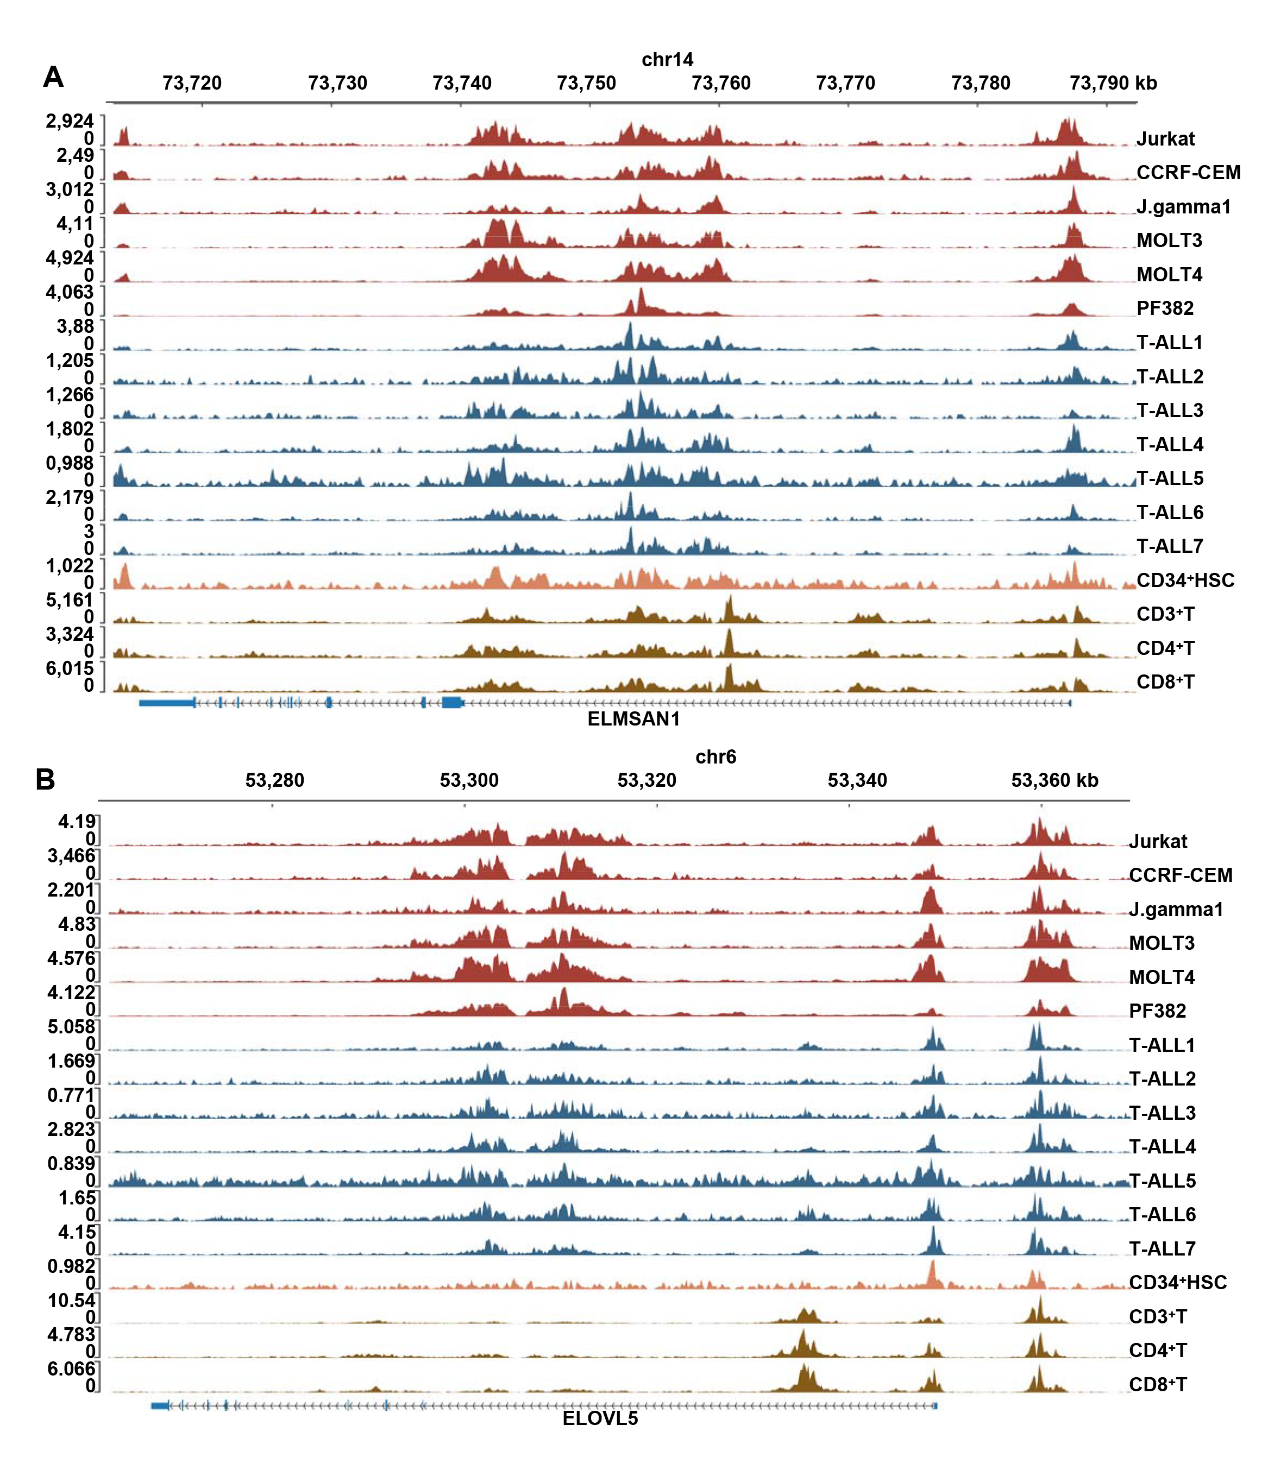

**Figure S4**

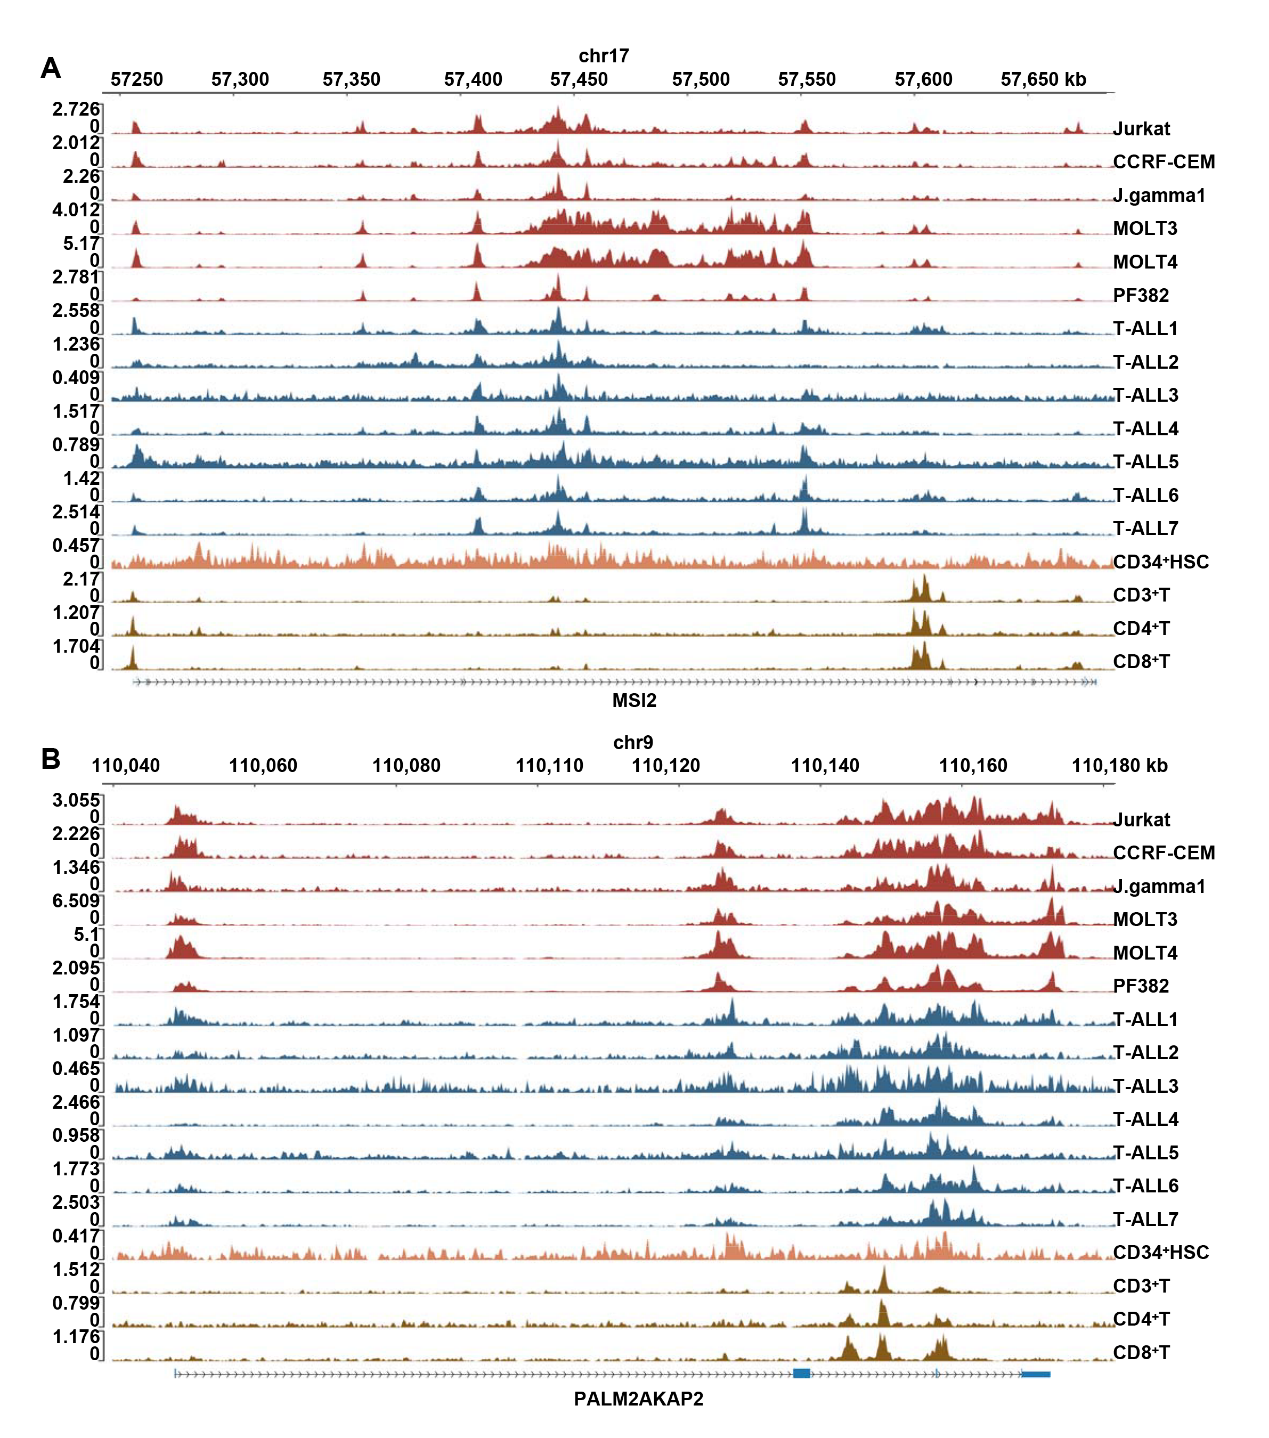

**Figure S5**

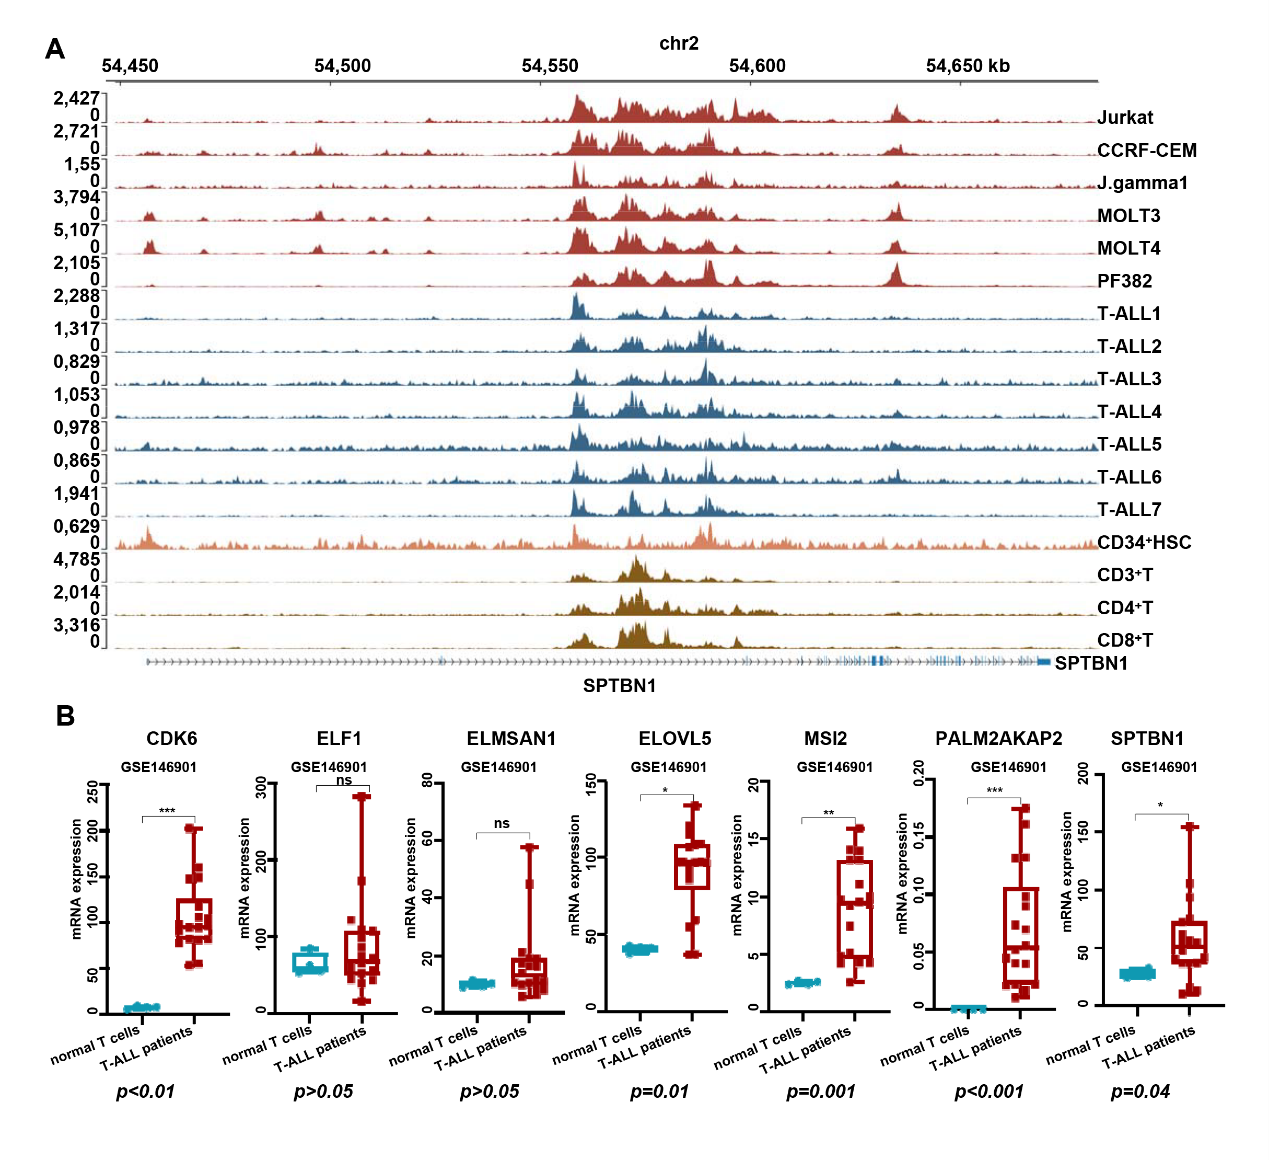

**Figure S6**

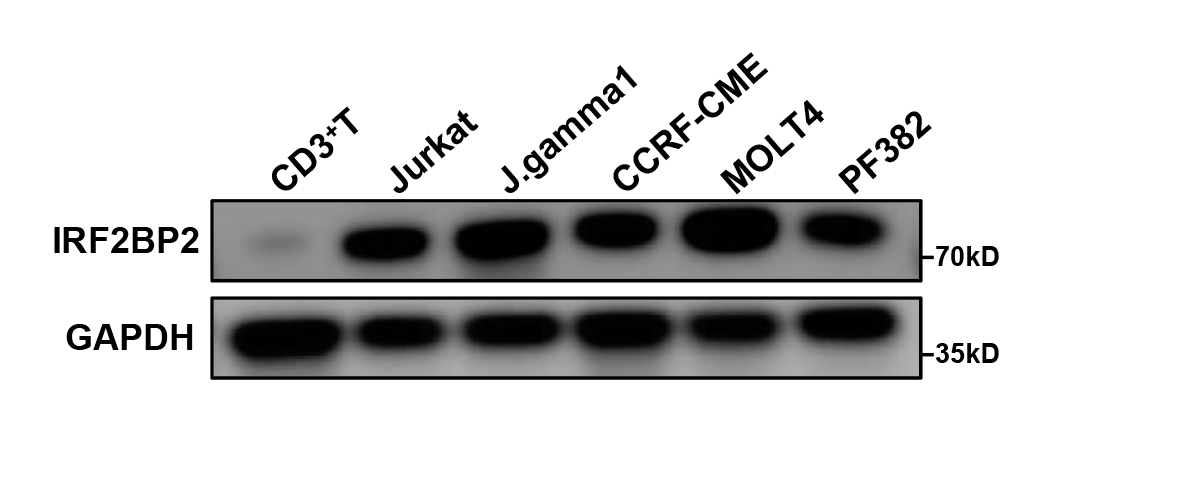

**Figure S7**

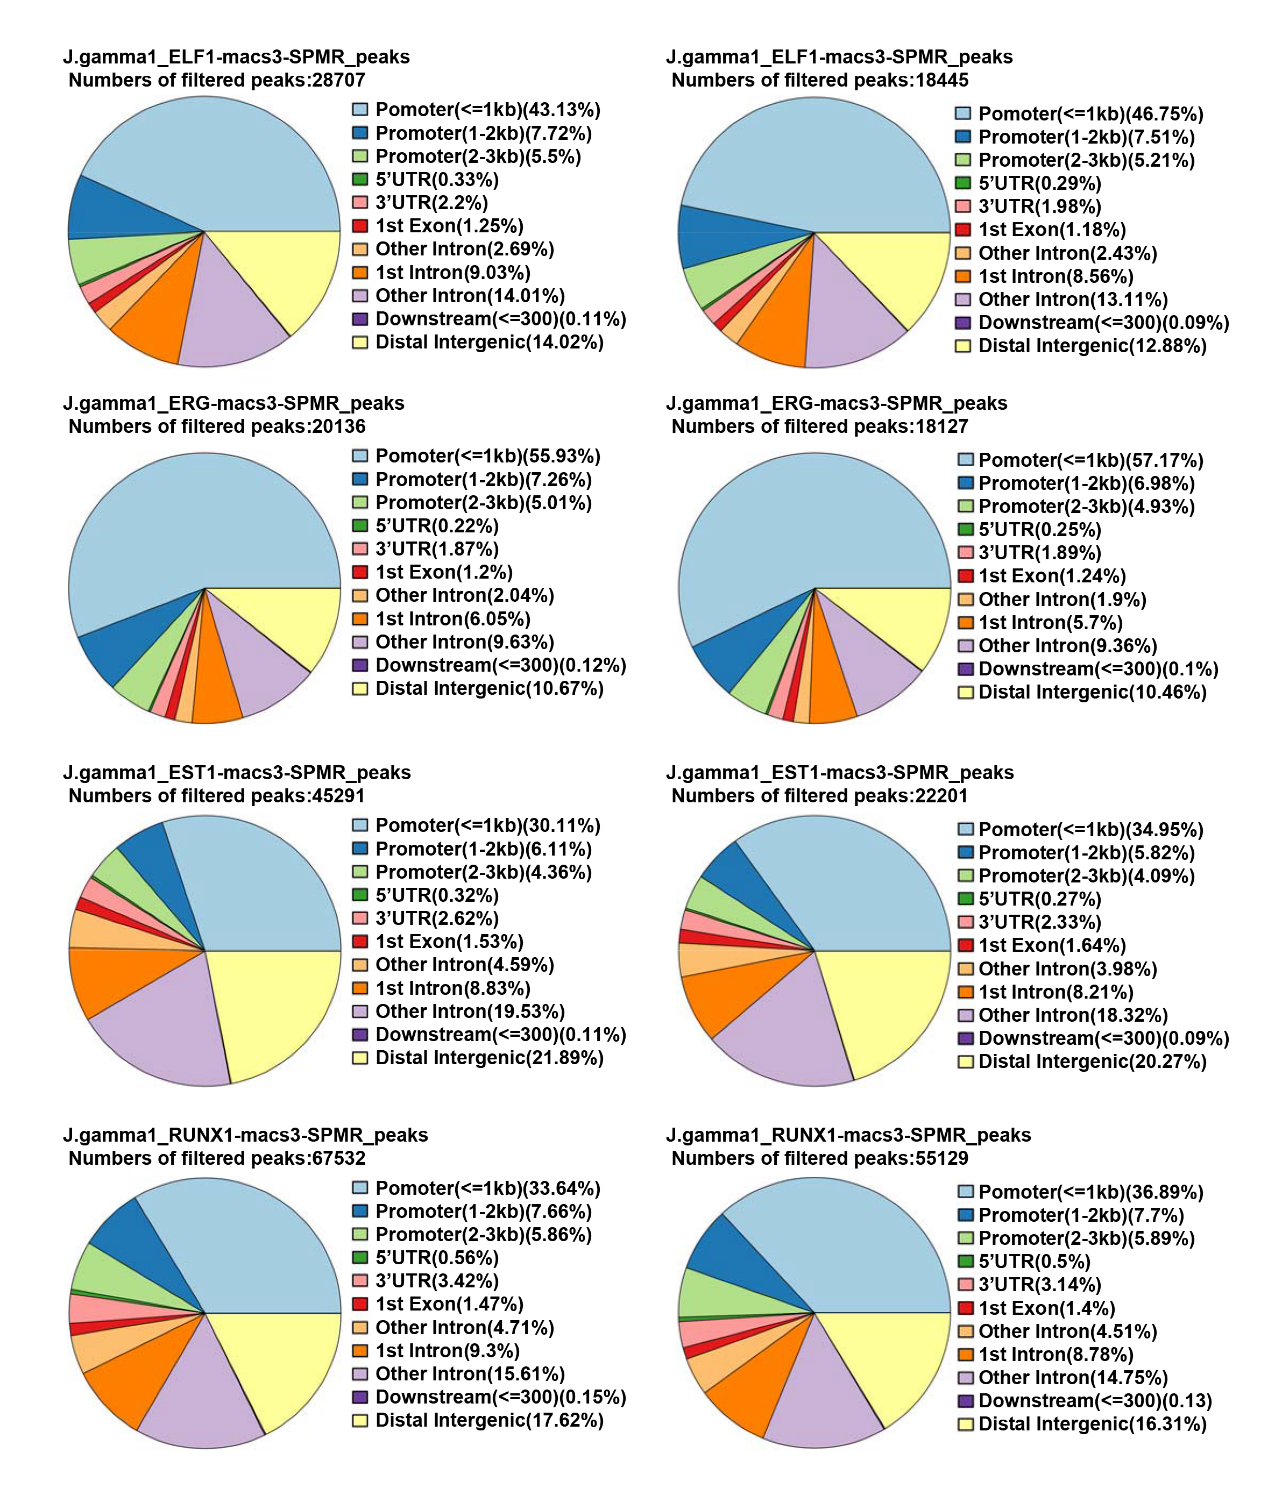

**Figure S8**

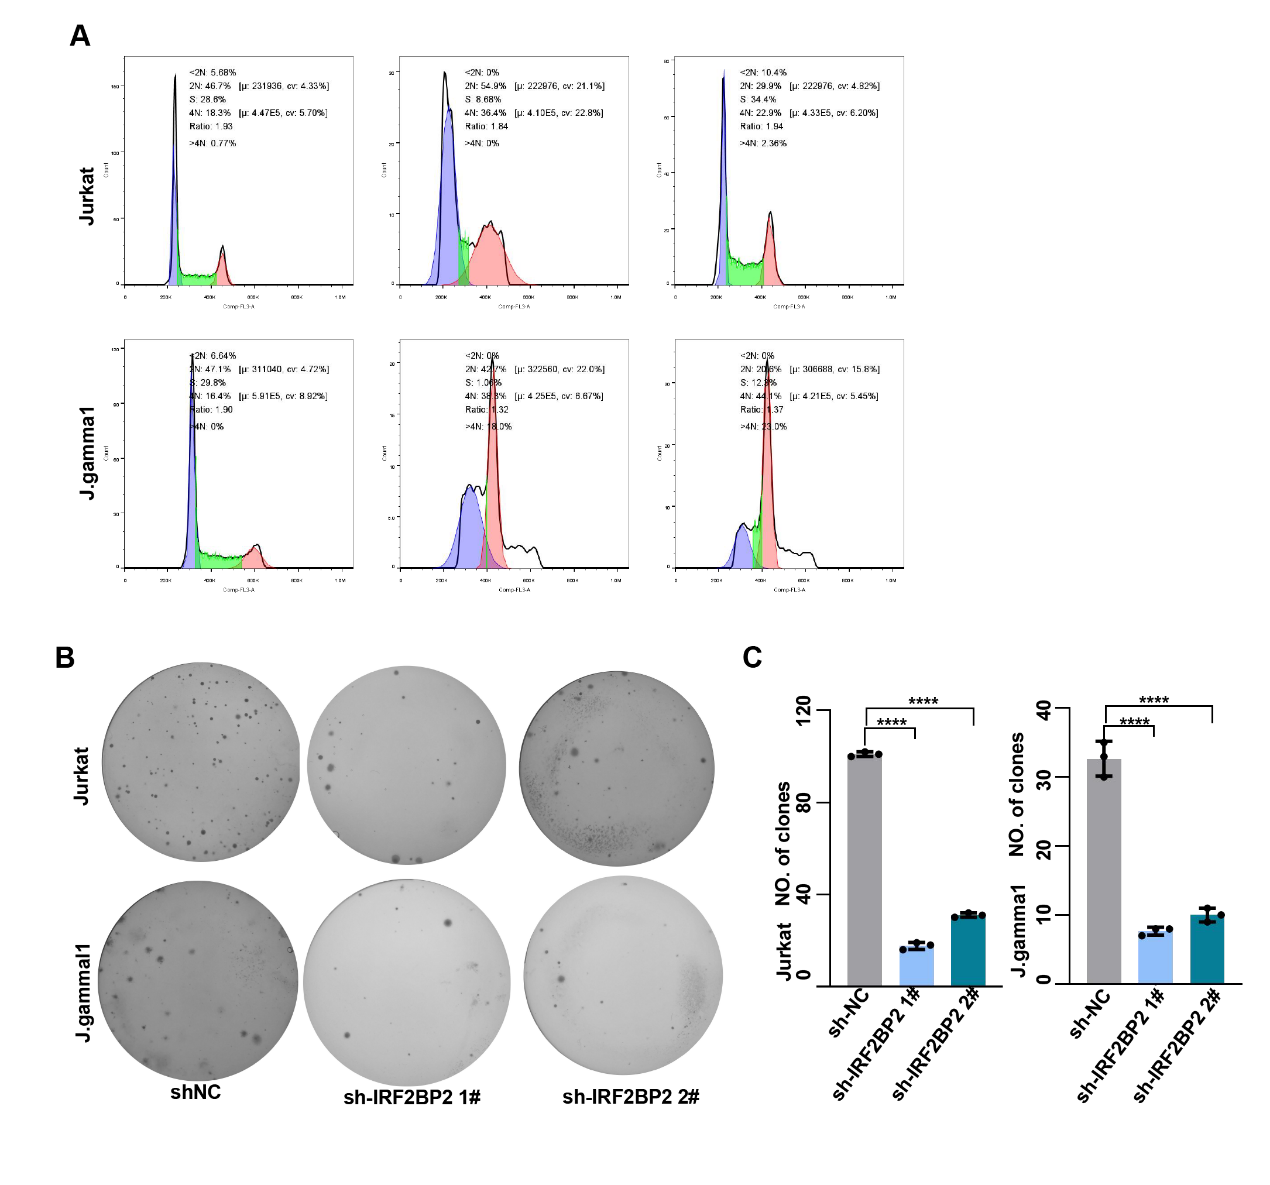

**Figure S9**

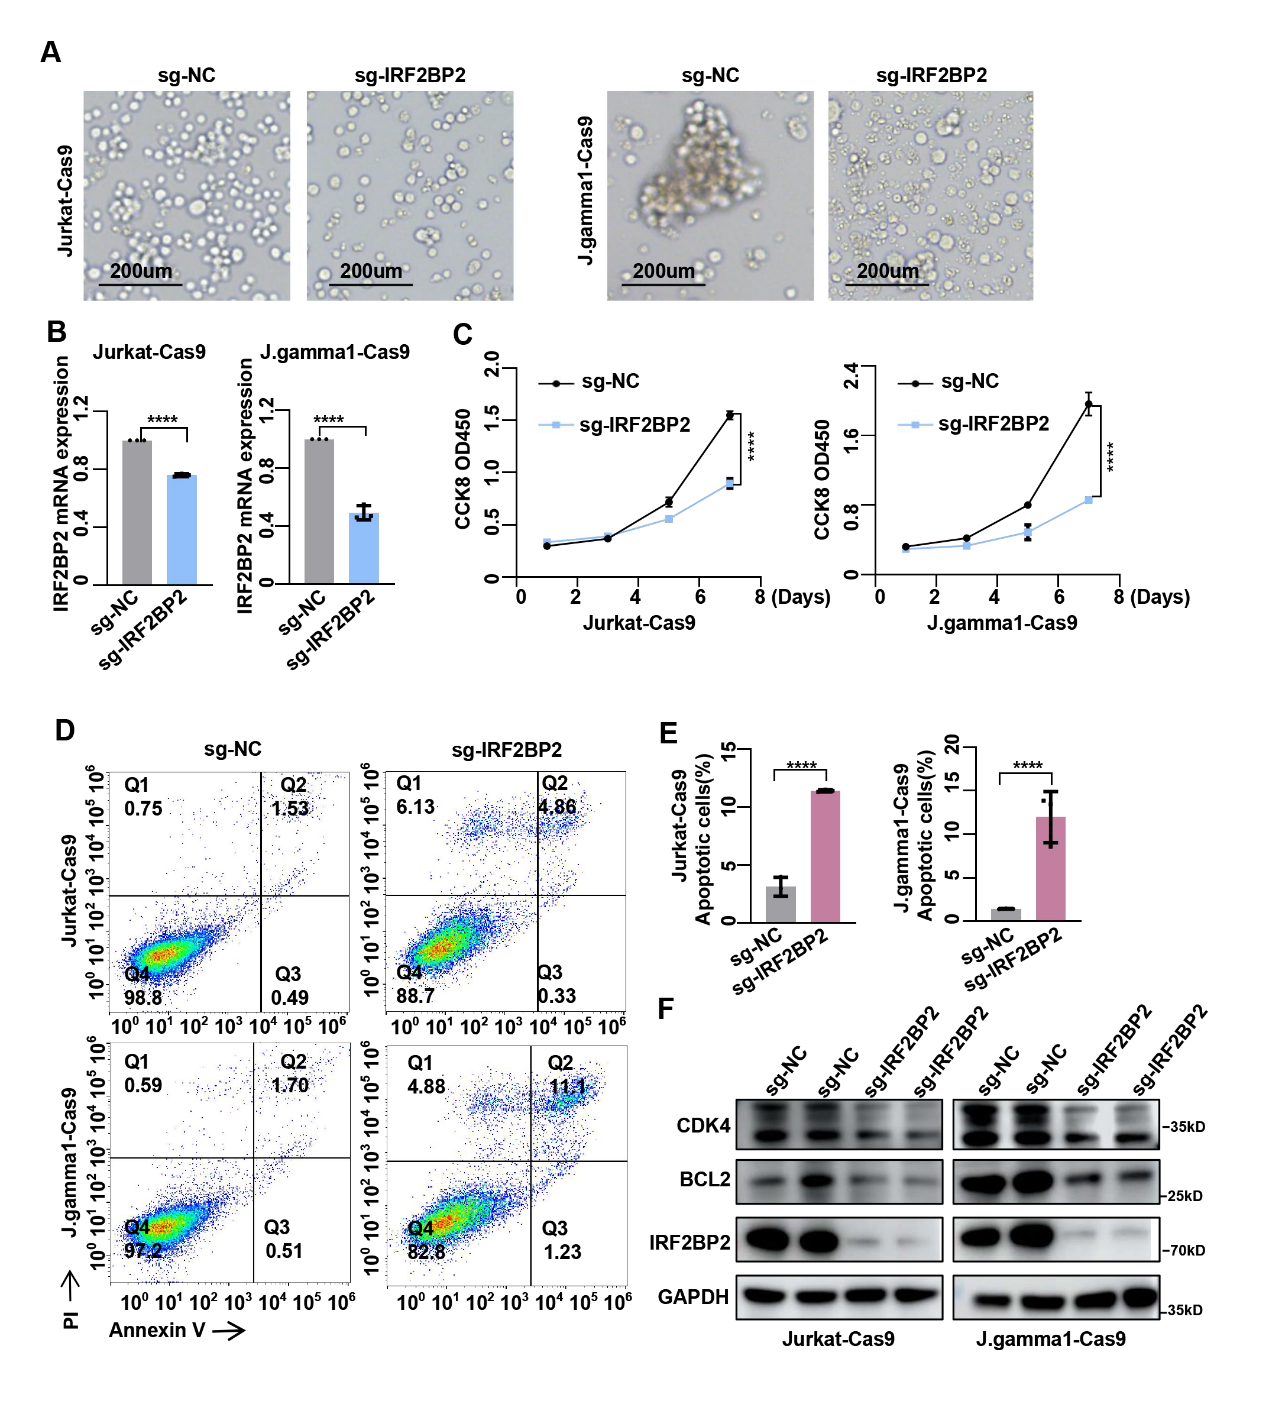

**Figure S10**

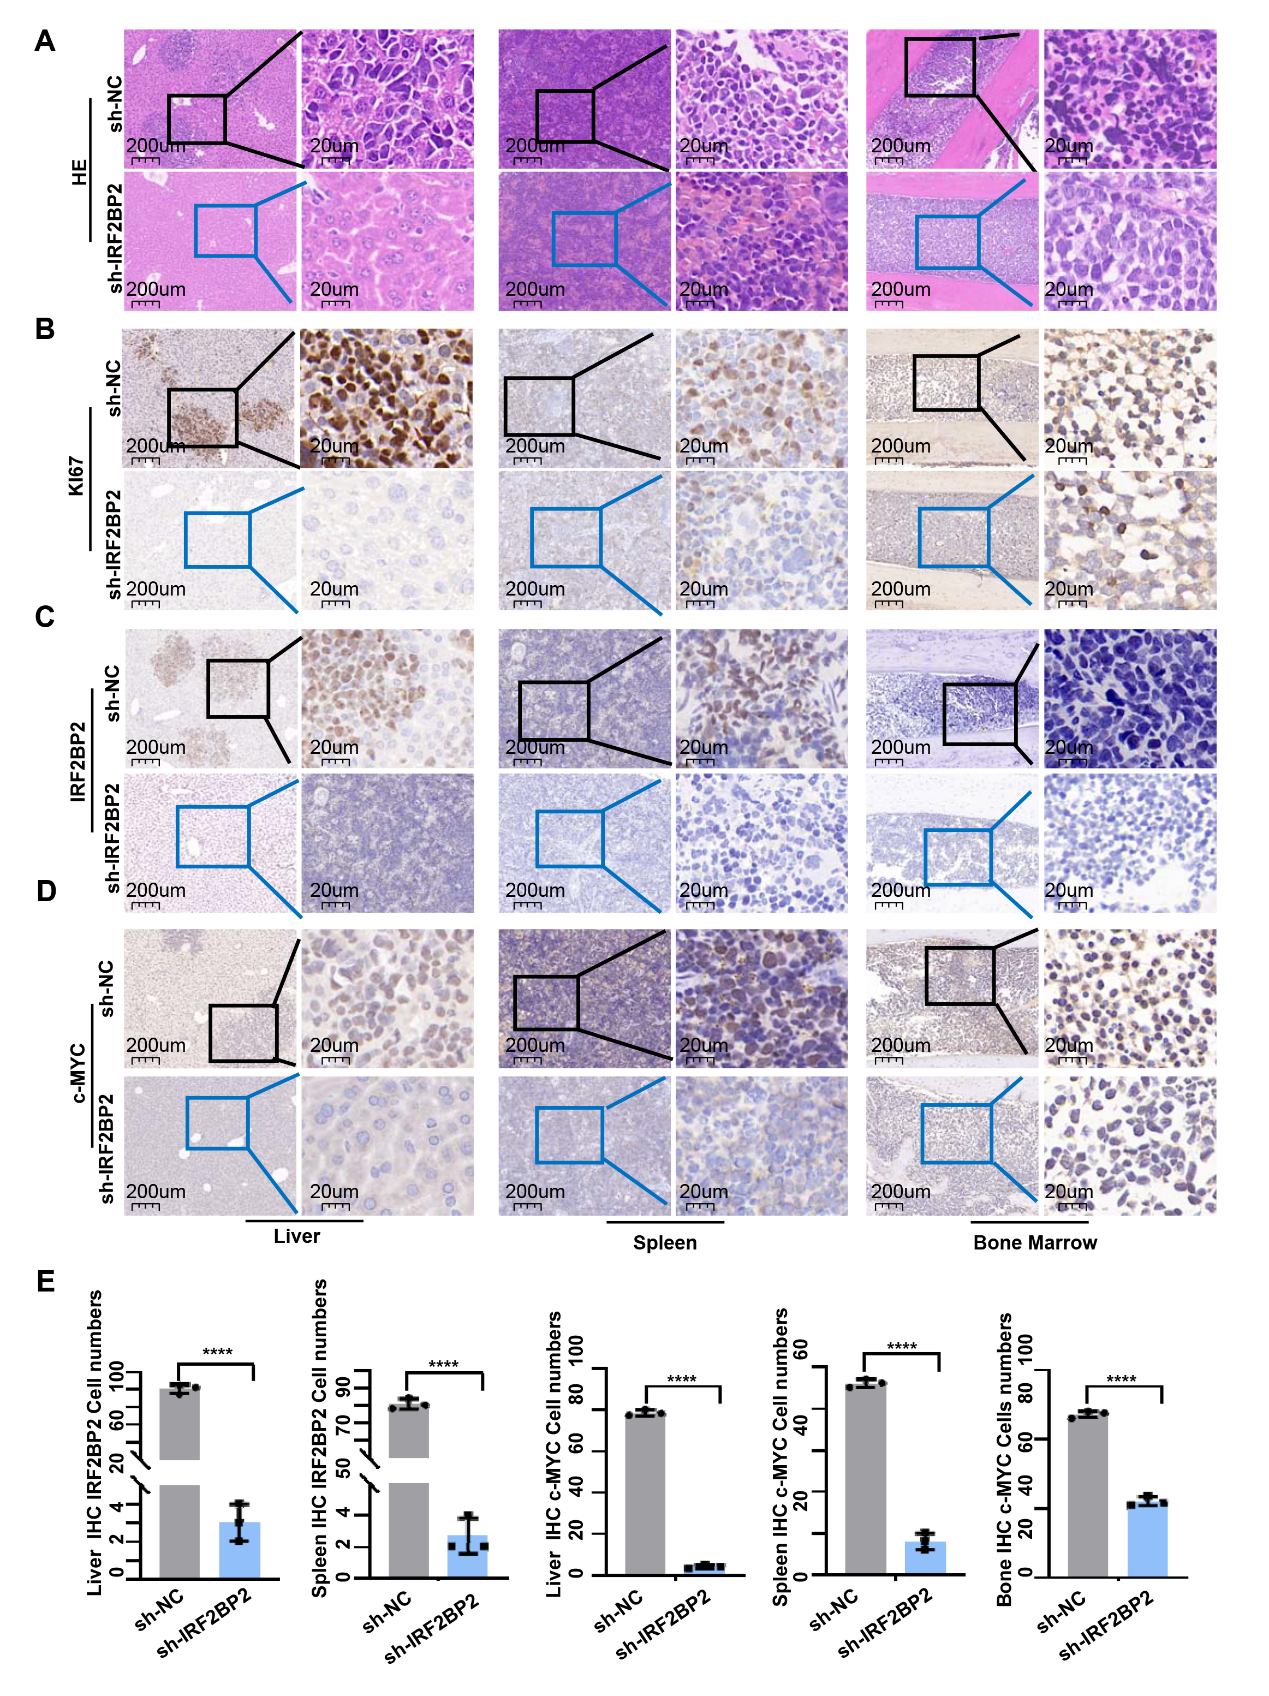

**Figure S11**

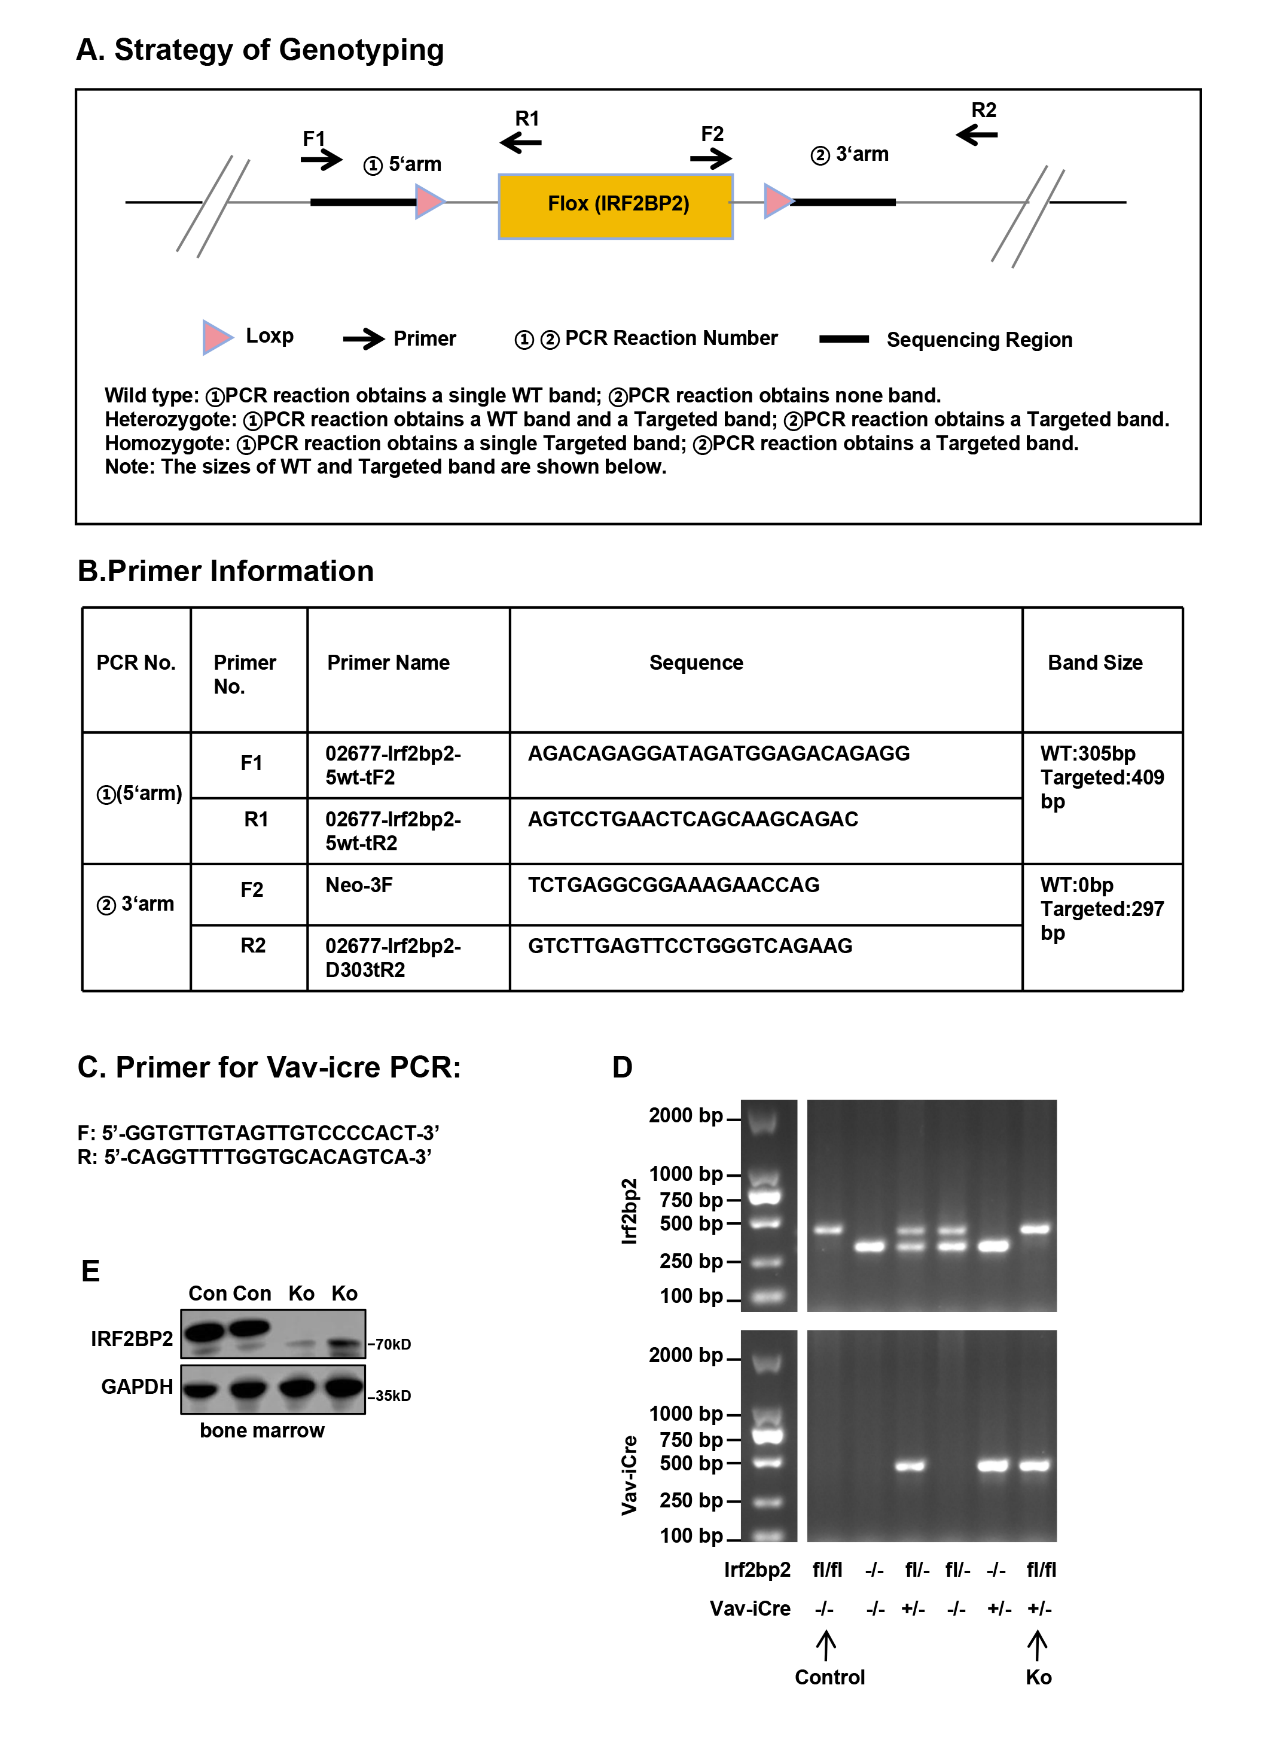

**Figure S12**

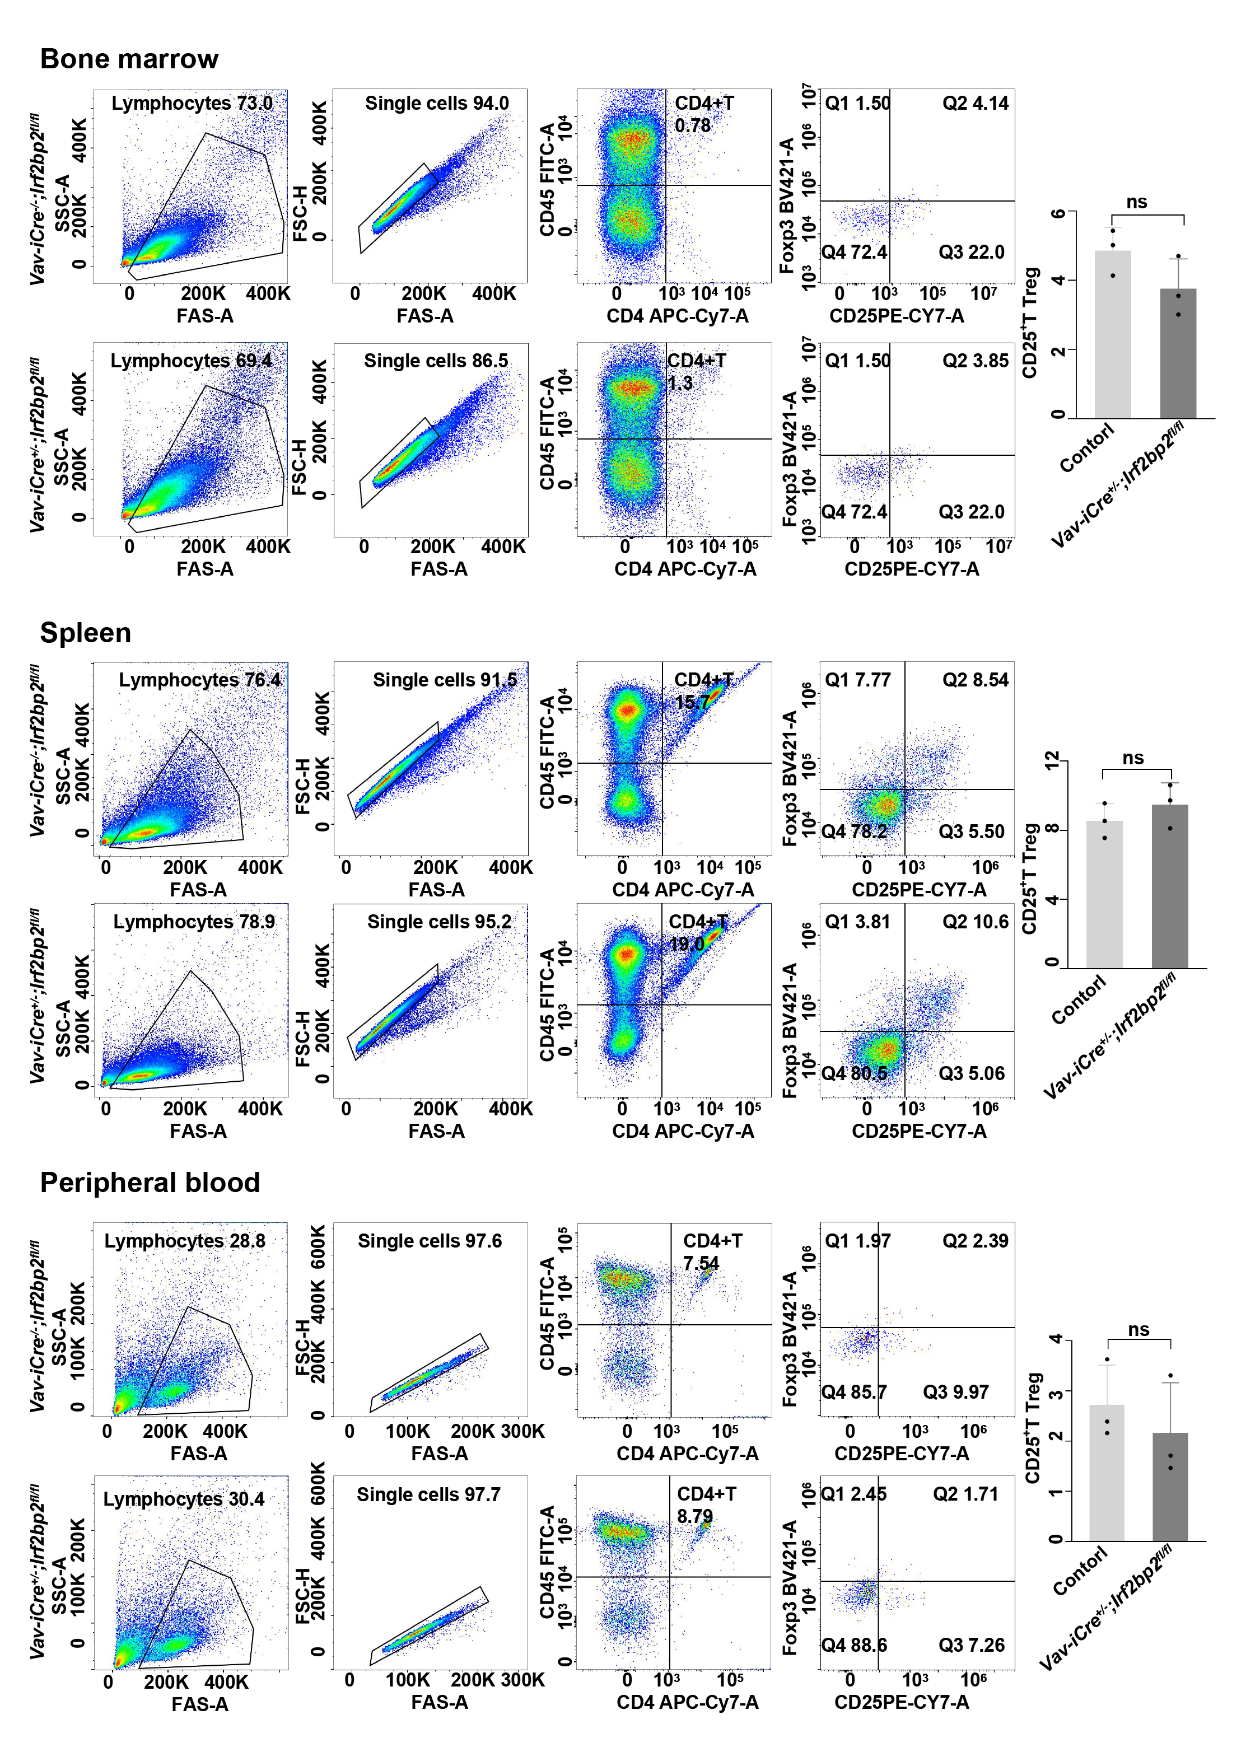

**Figure S13**

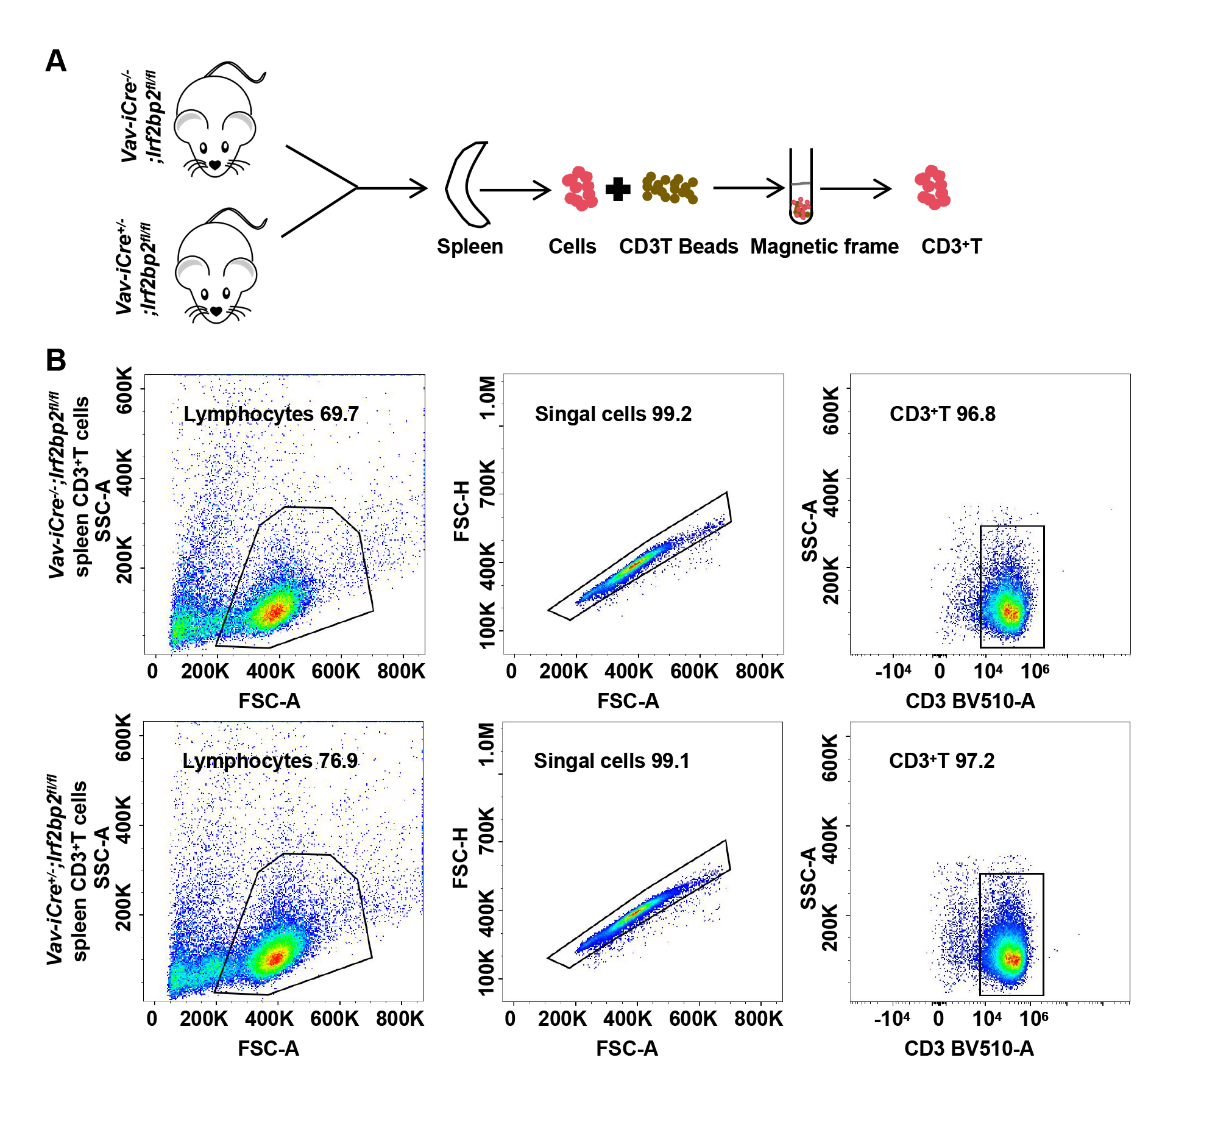

**Figure S14**

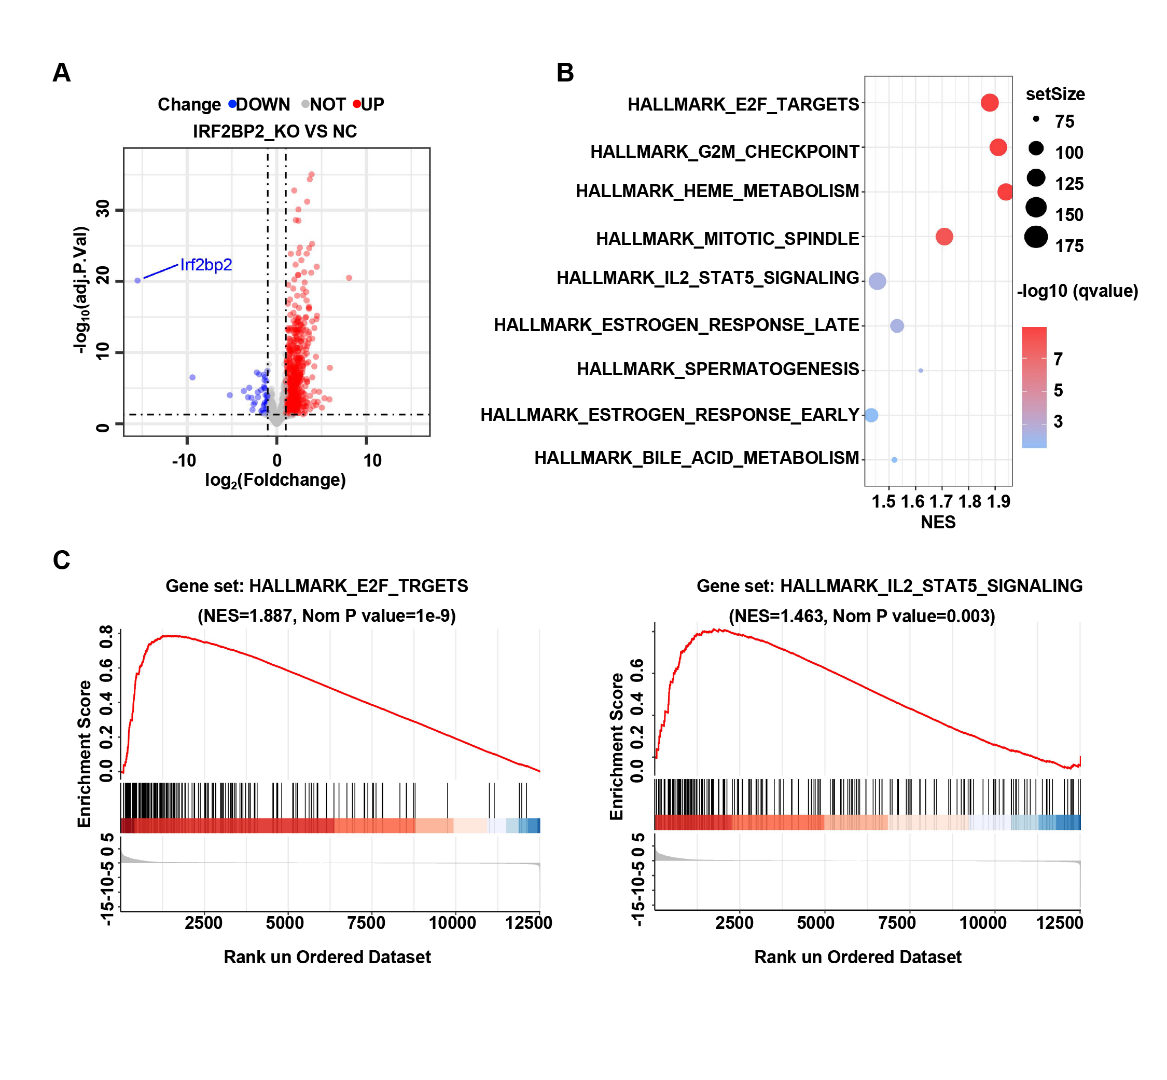

**Figure S15**

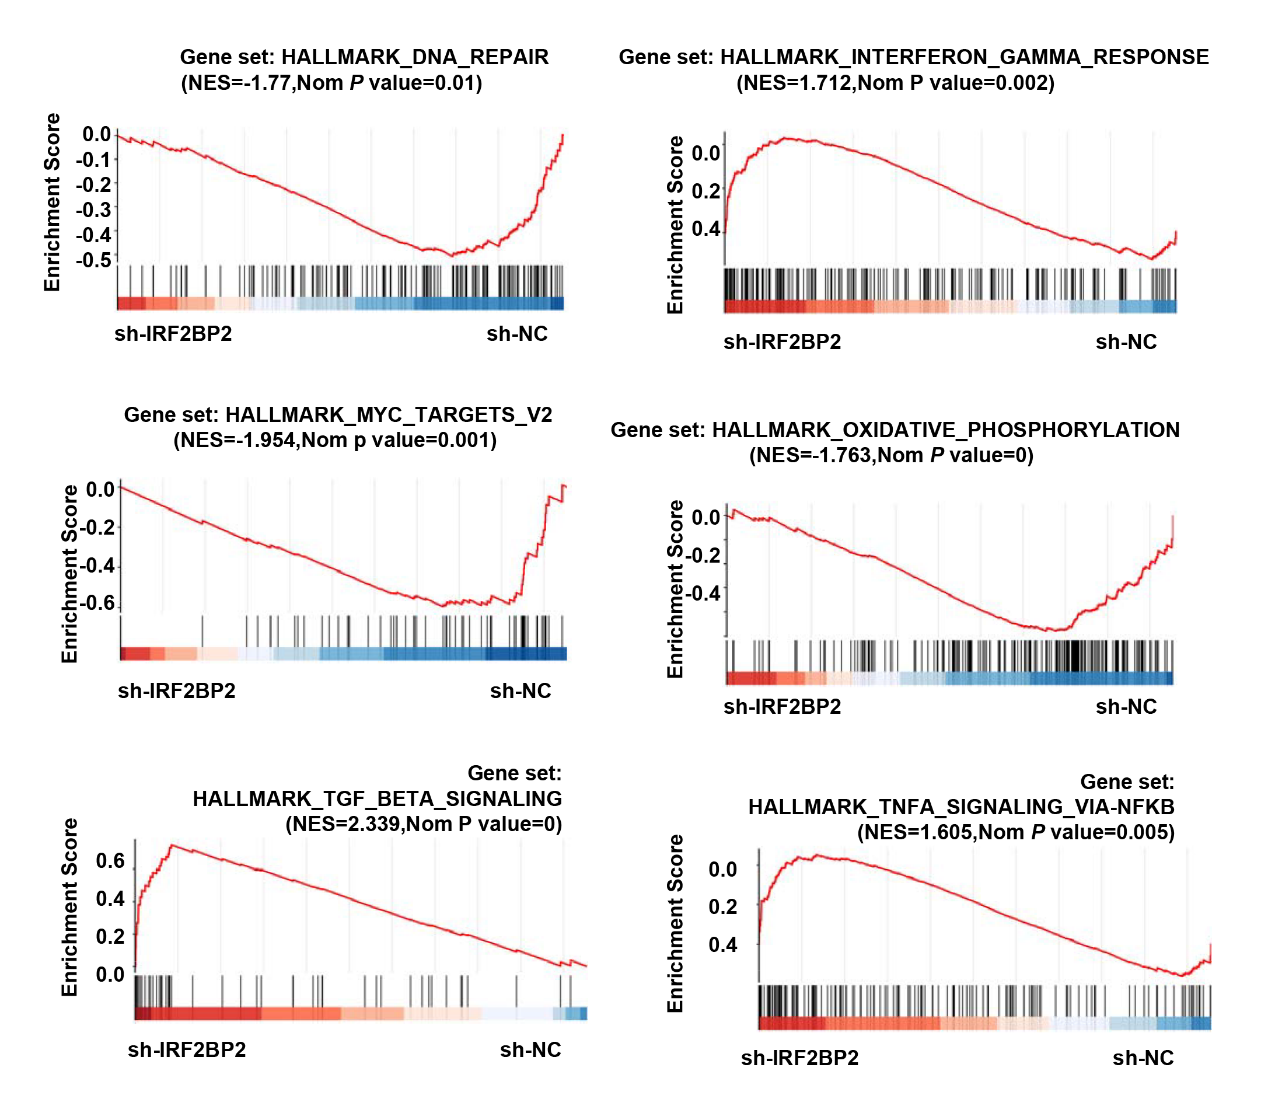

**Figure S16**

**
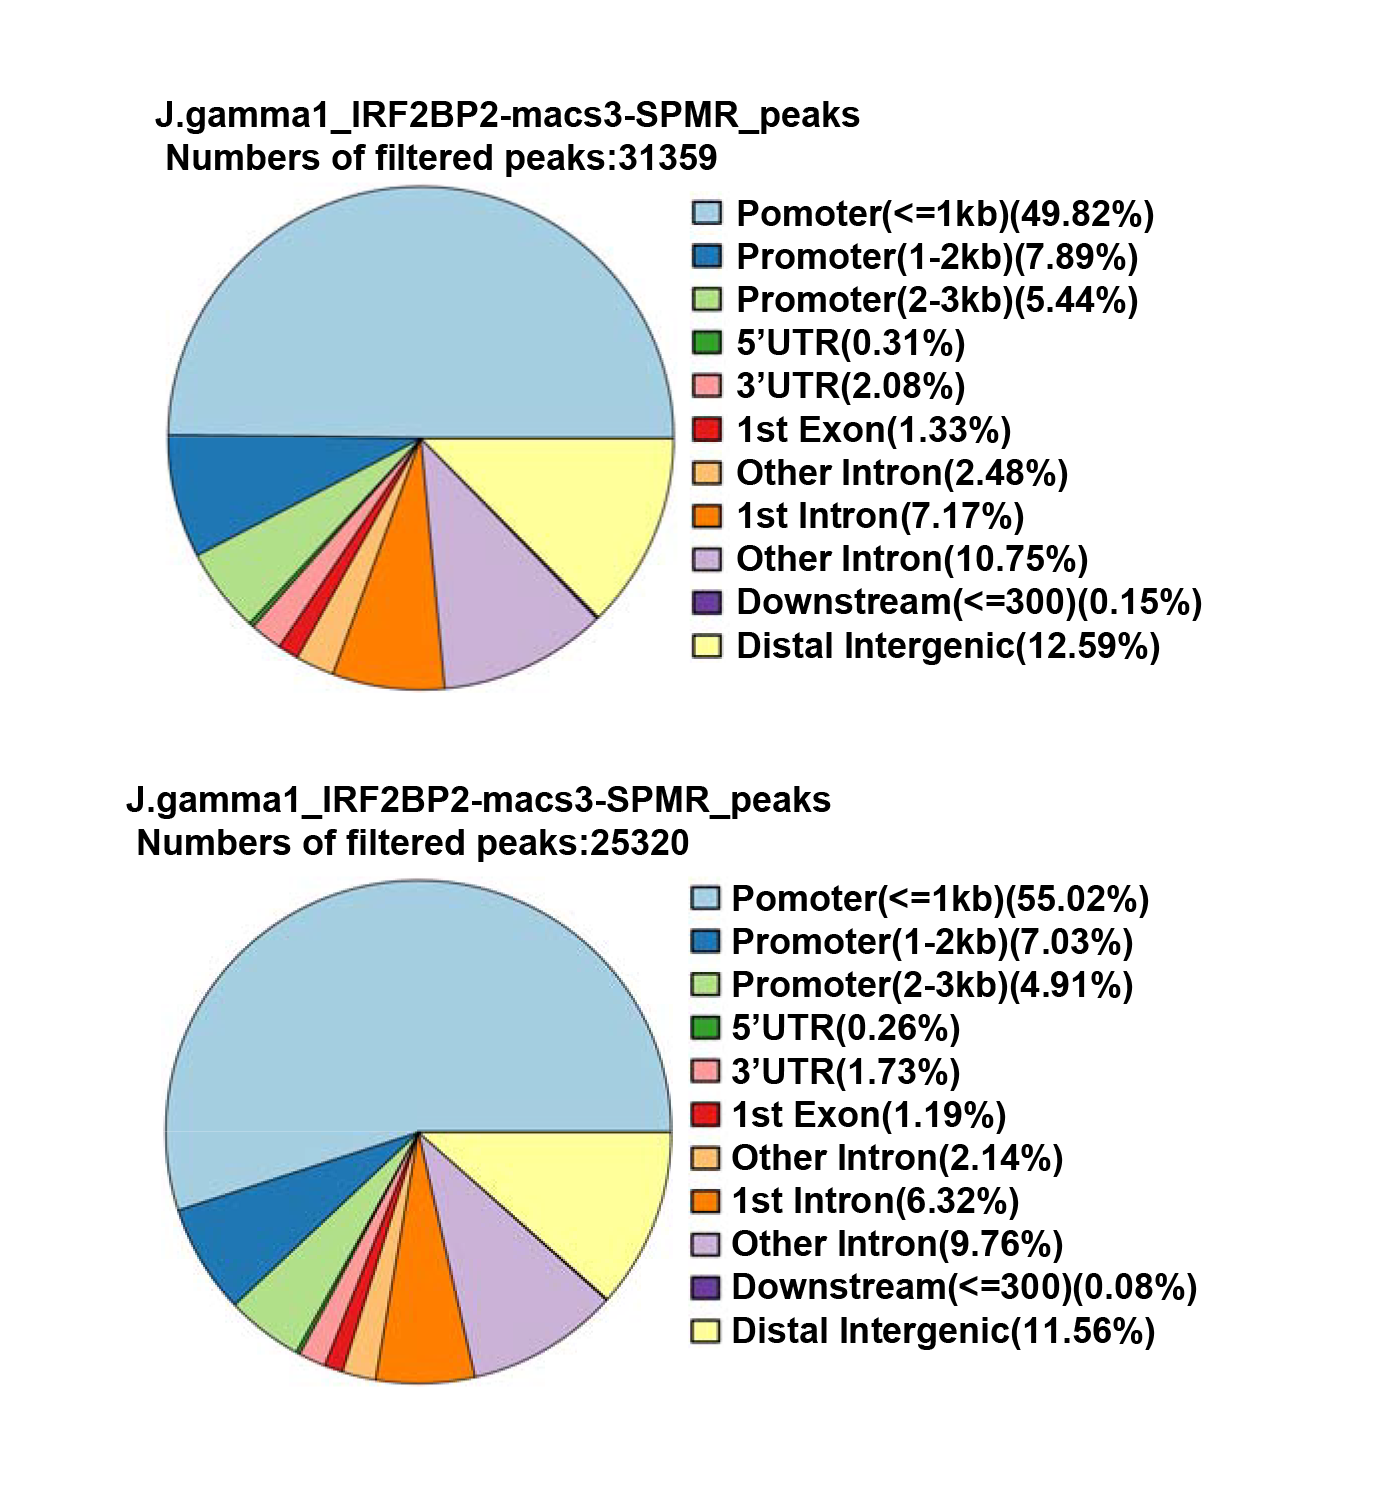
**

**Figure S17**

**
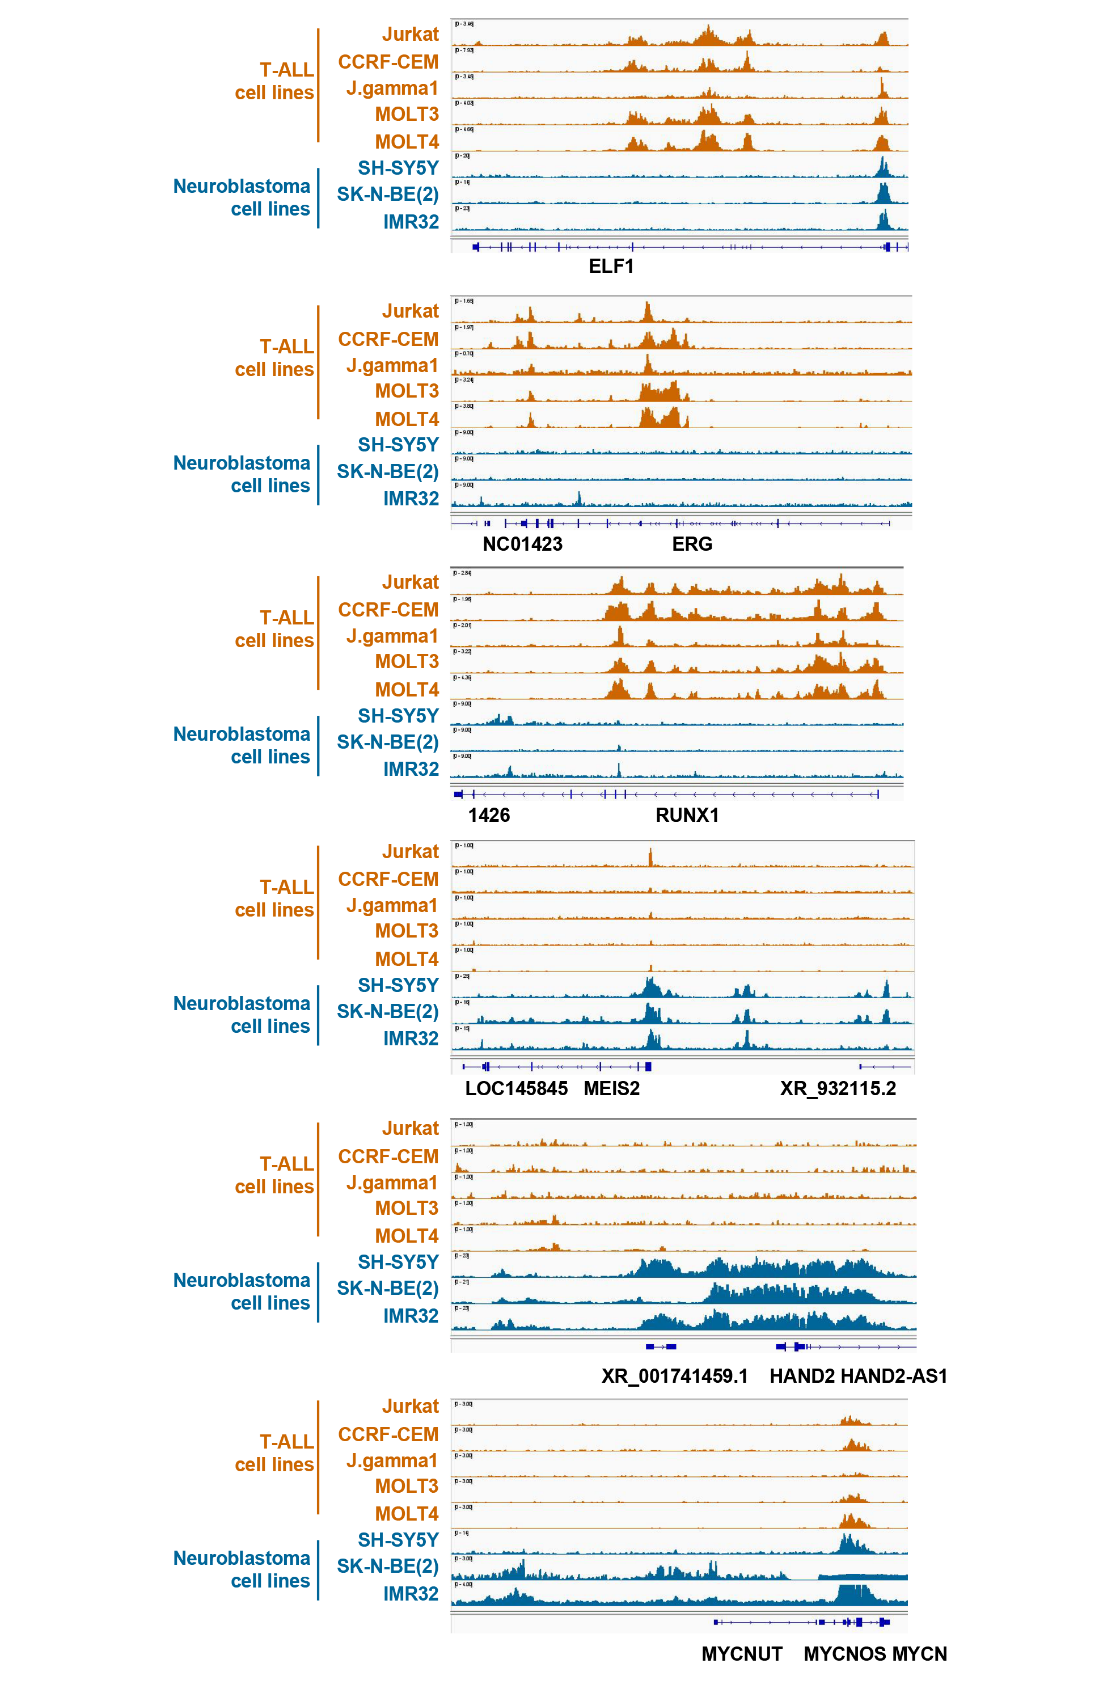
**

**Figure S18**

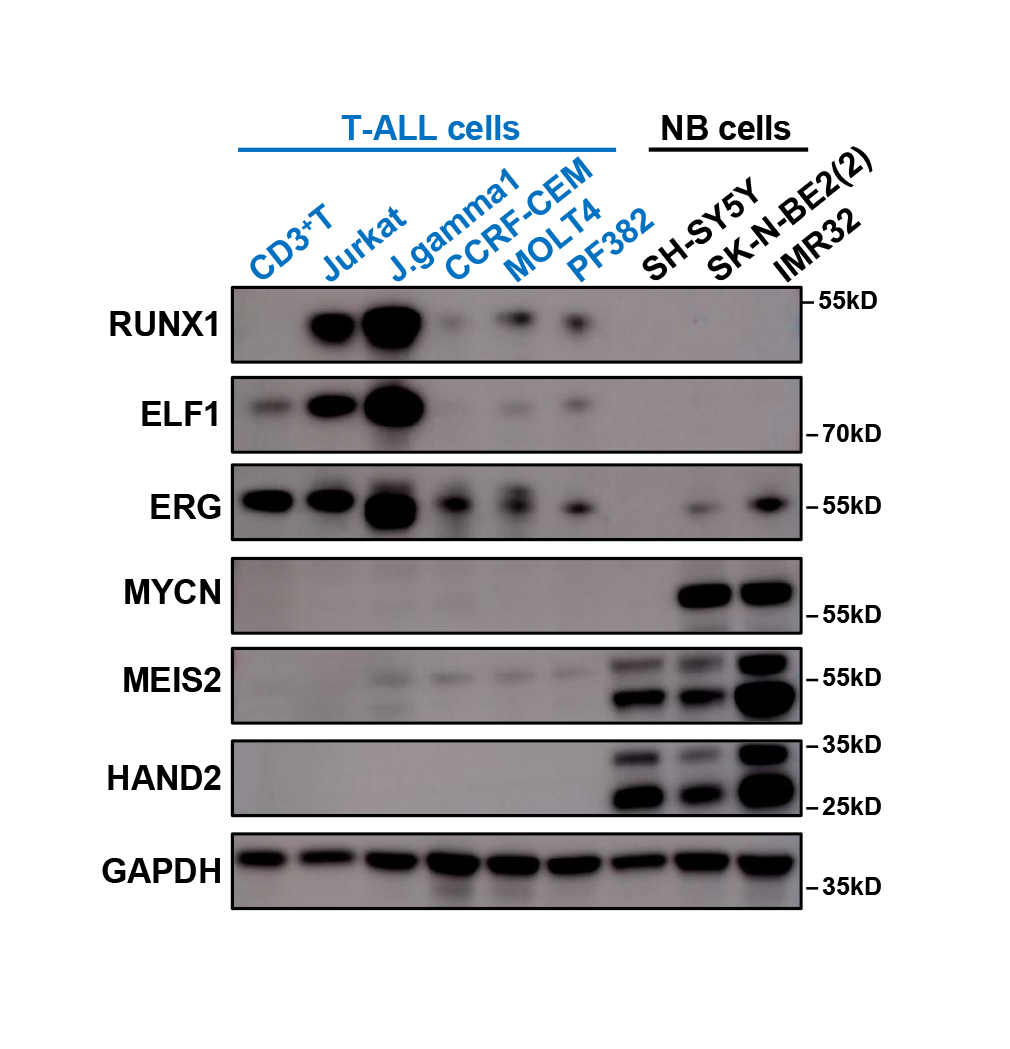

**Figure S19**

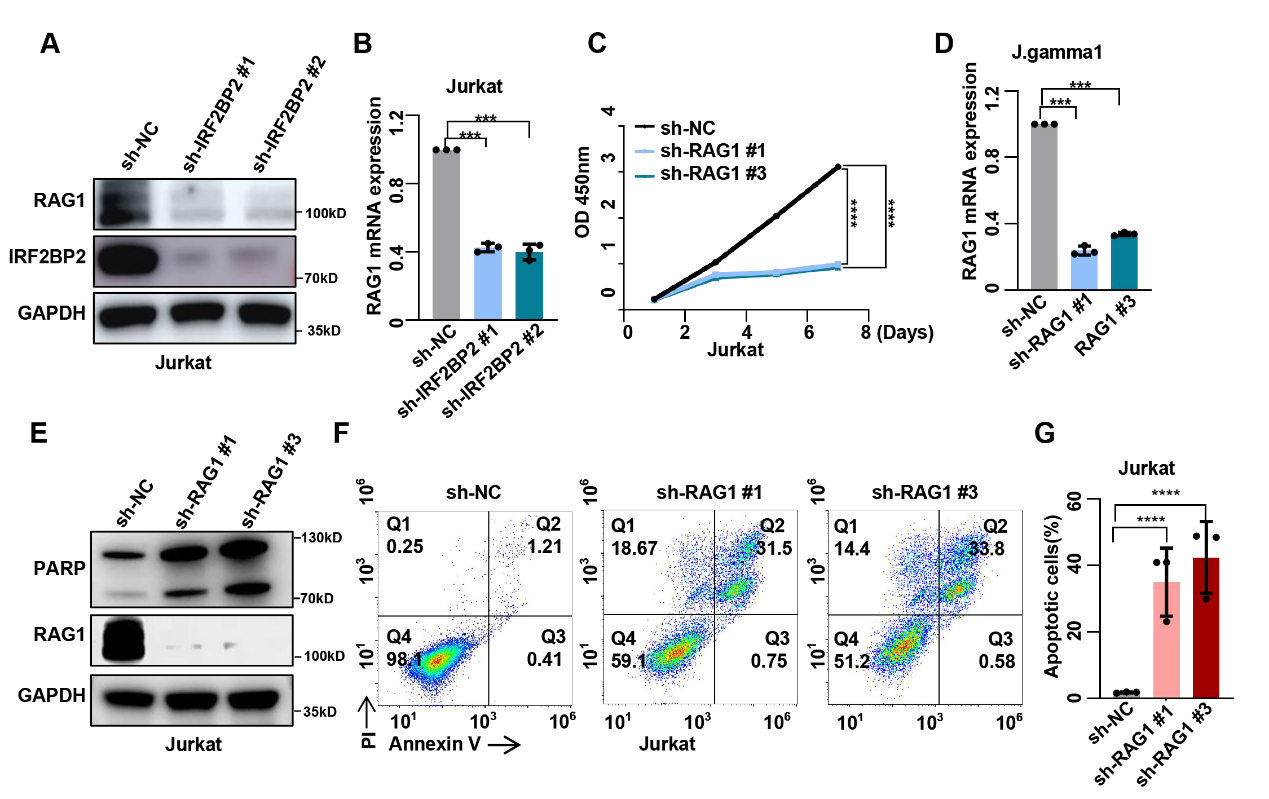

**Figure S20**

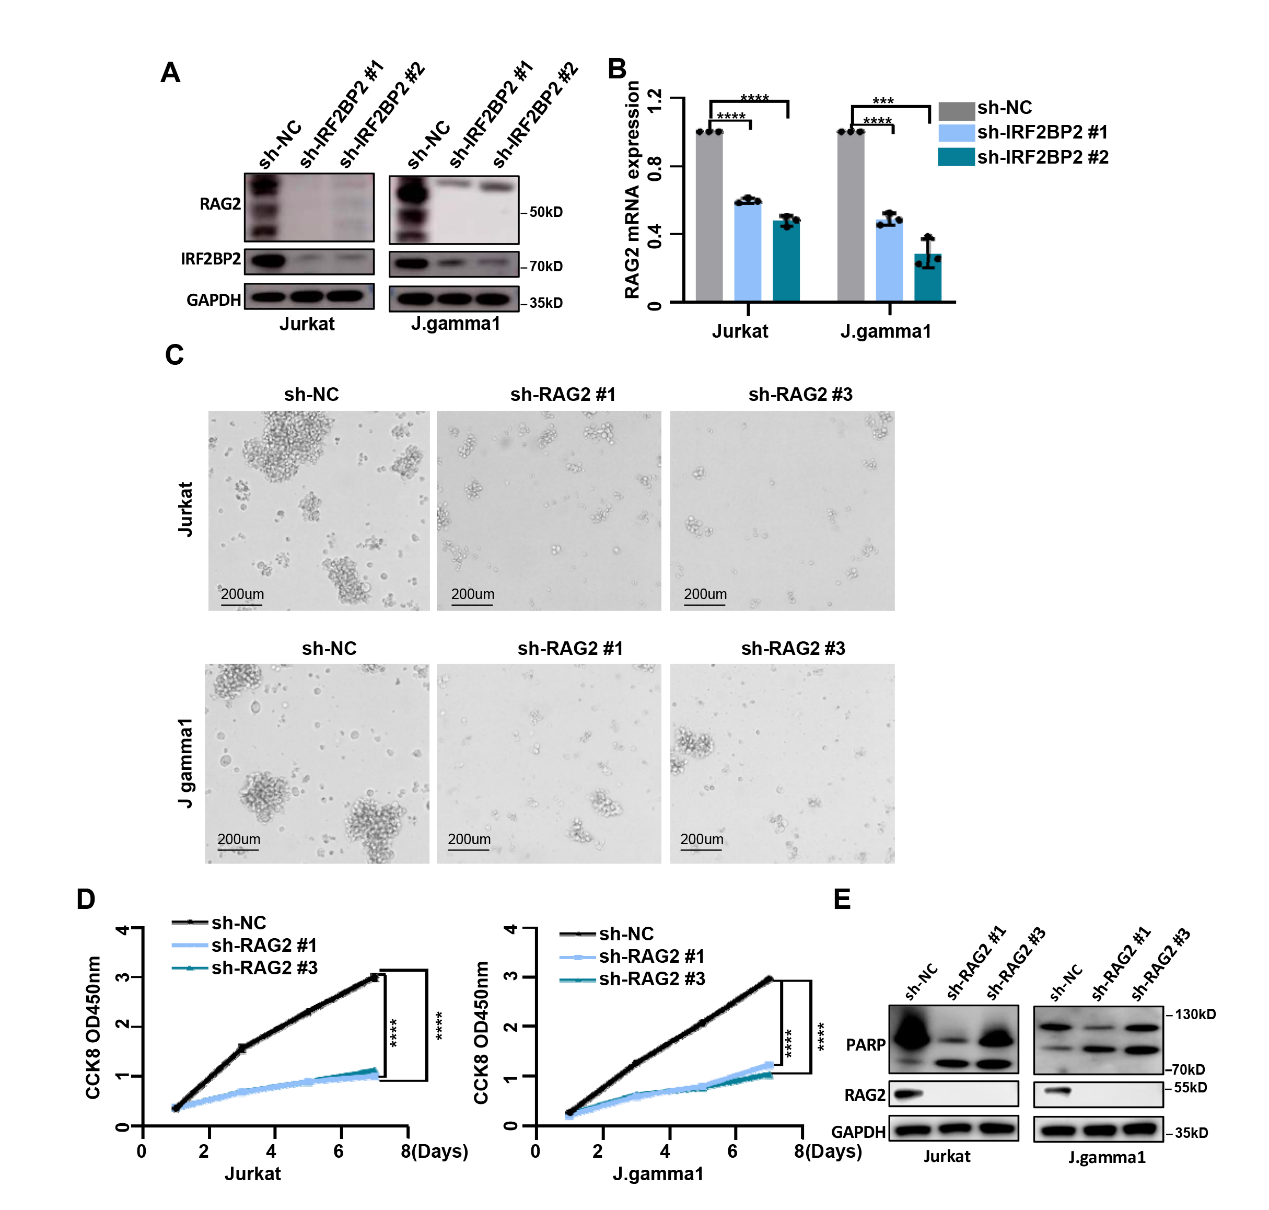

**Supplement:** Supplementary file 1 — Supporting Information

How the deposited data were processed for this re-analysis (not part of the article)

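RNA-seq libraries of J.gamma1 cells (2 with sh-NC and 2 with sh-IRF2BP2) and of sorted mouse splenic CD3+ T cells (2 Irf2bp2 knockout and 3 control) were analysed, and the condition of each library was taken from its label and the paper. The labels call the mouse controls wild type, whereas the paper calls them Vav-iCre-/-;Irf2bp2fl/fl. The ChIP-seq and CUT&Tag data, the qPCR and the western blots were not analysed here. The reads were aligned by the authors with HISAT2, to hg38 for the human libraries, and abundance was estimated with StringTie. The authors deposited counts, as whole numbers per Ensembl gene and library, without normalization or pooling. How StringTie's coverage was turned into counts is not named in the paper's text, and a read length set too short there would raise all counts by 1 factor, so counts divided by 2 were an alternative. Whether the counting used the strand is not named either.

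The deposited counts were read as they are. Rows were restricted to identifiers in the gene annotation (GENCODE 44 for human and M21 for mouse), with all rows as an alternative. The mouse annotation was used only for names, gene types, GC content and transcript lengths, since the build of the mouse counts is not stated, and no mouse coordinates are given. Total counts per library lay between 16668577 and 37177523. Replicates of each group differed by more than the sampling noise, with a chi-square per gene of at least 20.0, so each library counted as 1 replicate.

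Genes were filtered with edgeR's filterByExpr, scaled by TMM and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, separately for the human and the mouse table and with the condition as the sole term. A call required an adjusted p (Benjamini-Hochberg) under 0.05 and a log2 fold change of at least 0.5 in size for J.gamma1 cells, the threshold in the paper's text, and of at least 1 for mouse cells, where Figure S14A draws lines. CPM values use the TMM-scaled library sizes. A fold against a group at or under 3 counts is a lower bound. Lists were tested with limma 3.58.1 by camera at a preset correlation of 0.01 on log2 CPM with a prior count of 2, adjusted over the 10 J.gamma1 or the 12 mouse lists. The J.gamma1 lists were the E2F-target and MYC-target genes of Figure 6D and the genes of Figure 7H, S phase and G2/M genes (Seurat), and ribosome biogenesis, oxidative phosphorylation, NF-kB, interferon and TGF-beta response genes. The mouse lists were S phase, G2/M, IL2 and STAT5 response and ribosome biogenesis genes, sex genes, and markers of T cells, B cells, NK cells, neutrophils, monocytes and macrophages, megakaryocytes and erythroid cells. The genes named in the text are those the paper names, members of the lists, and in each comparison the 5 with the largest rise and the 5 with the largest fall among called genes of at least 10 CPM with no overlap between the groups; any other gene was chosen after its values were seen. Some items that met these rules are not reported here.

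The alternatives were DESeq2 1.42.0, RLE and upper-quartile scaling, a filter of at least 1 count in any library or 10 in every library, counts divided by 2, all rows, rows summed by symbol, other fold thresholds, the replicate number as a block, each library left out, other list tests (fry, an estimated correlation, fgsea 1.28.0) and, for the mouse, Reactome sets. Removal of trends on GC content and transcript length, and restriction to genes without the word GGTCTA in the 3' UTR, were added after the data were seen. Where 1 library was left in a group, values were differences of mean log2 CPM with a constant added, not edgeR's log2 fold changes.

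The scripts were tested on simulated counts with 200 changed genes, each by a log2 fold change of at least 1 in size. Calls there used an adjusted p under 0.05 without a fold threshold. edgeR recovered 172 of them among 15442 genes in the J.gamma1 design, with 13 false calls, and 147 among 14981 genes in the mouse design, with 14 false calls. DESeq2 recovered 172 and 172, with 19 and 61 false calls. Words in 3' UTRs were scanned in Python 3.11.15 over genes of at least 5 CPM with a 3' UTR of at least 50 bases. For each word of 7 bases found in at least 100 genes, the log2 fold changes, limited to 3 in size and adjusted for 3' UTR length and base composition, were compared between genes with and without the word. In simulated data, a planted word in 846 genes was ranked 1.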

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

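The tests on erythroid and immunoglobulin genes, on the mouse S phase genes and on the word AGGTCTA were chosen only after those results were seen.

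Erythroid markers, genes outside those the paper discusses in its text, were higher in the knockout T cells than in the controls. Over 21 markers the median log2 fold change was 2.79 (adjusted p = 1.4e-17 from camera, 0.021 from fry and 0.22 with an estimated correlation), with 20 markers higher and 13 significantly so over all genes. Their share of all counts was 0.258%, 0.164% and 0.0838% in the controls and 0.621% and 0.828% in the knockout. A lower share of T cells, which would raise the markers of every other cell type alike, is argued against: 52 markers of B cells, NK cells, neutrophils and macrophages had a median of -0.91, and the difference between erythroid and these markers shifted by 3.65 against a spread of 1.15 between libraries. RNA of erythroid cells in the sorted samples is a candidate explanation. The globin genes rose by a median of 1.79, and Hba-a1 measured 402 ± 241 CPM (SD, n = 3) in controls and 1313 ± 347 CPM (SD, n = 2) in the knockout, although none of the 4 alpha and beta globin genes was significant on its own by edgeR's quasi-likelihood test (adjusted p from 0.092 for Hbb-bt to 0.2 for Hba-a2). With DESeq2, Hbb-bt was (adjusted p = 0.039; from 0.039 to 0.15 over its alternatives). The 17 other markers rose by 3.16, more than globin. Whether erythroid cells became more frequent in the knockout spleen or were sorted with the T cells to a different extent was not tested. Without control replicate 1, 11 erythroid markers were no longer significant, while the median of the list was 2.51 to 3.42 with each library left out. None of the erythroid markers is in the S phase or G2/M list, and 12 of them had at least 10 CPM in the control T cells. Of the other marker lists, NK cells had a median of -1.09 (adjusted p = 0.0503 from camera), neutrophils -2.19 (adjusted p = 0.082), monocytes and macrophages -0.65 (adjusted p = 0.1), megakaryocytes 0.41 (adjusted p = 0.1), B cells -0.76 (adjusted p = 0.53) and the sex genes -0.054 (adjusted p = 0.53). Without control replicate 3, the shallowest library, falls were called for NK cell (-1.54), neutrophil (-2.72), monocyte and macrophage (-1.05) and B cell markers (-1.25), and without control replicate 2 a rise of megakaryocyte markers (0.64).

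Immunoglobulin genes, whose RNA levels the paper's text does not discuss, were also higher in the knockout libraries. Over 206 such genes the median log2 fold change was 1.29 (spread 0.75), 181 were higher and 24 significantly so. Ighm measured 1632 ± 385 CPM (SD, n = 3) in controls and 4701 ± 1145 CPM (SD, n = 2) in the knockout, and Ighg2b, named after its values were seen, 116 ± 44.3 and 1493 ± 5.13 CPM (adjusted p = 0.03 and 0.0084 from edgeR, and 0.14 and 0.056 without control replicate 1). Immunoglobulin segments resemble each other, so the counting could have split their reads. More B cells are argued against: the 11 B cell markers that are not immunoglobulin genes had a median of -1.08 (spread 2.05), which lies below the immunoglobulin genes by more than that spread, though not by much more. This rests on 2 knockout libraries that differed: without knockout replicate 2 the median of the B cell list, immunoglobulin genes included, was 0.29. Control replicate 2 had the highest level of the B cell markers (1.70 against the mean over libraries, on the log2 scale) and the lowest of the immunoglobulin genes (-1.09). More plasma cells cannot be told apart from other sources, since 13 of the 15 plasma cell genes were higher but their median was 0.52 (spread 0.47) and 1 was significant; 11 of these genes had at least 10 CPM in the control T cells already. The source of the difference between the genotypes in antibody RNA remains open.

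S phase genes moved in opposite directions in the experiments. Of the 43 genes of the list, 37 were lower in J.gamma1 cells after knockdown and higher in mouse T cells after knockout, and on the list's median each sh-IRF2BP2 library lay below each sh-NC library and each knockout library above each control. The difference between the experiments was not tested, and they differ in species, cell state and in knockdown against knockout. For the rise in mouse T cells, the lower depth of control replicate 3 is argued against by the median of 0.97 with every library thinned to 16639460 counts. Trends on GC content and transcript length are argued against by a median of 0.94 after their removal. A few abundant genes in the scaling are argued against by a median of 0.95 with the 50 most abundant genes left out of the library sizes and of 0.95 with RLE scaling. A contribution of dividing erythroid precursors cannot be told apart from division of T cells, since both would raise the same genes: erythroid markers gained 0.556% of all counts in the knockout, against 0.136% for S phase genes, and the profile of each cell type was not measured. For the fall in J.gamma1 cells, GC content and length are argued against by a median of -0.29 after their removal. The size of the mouse rise depended on the list: with a broader Reactome set of DNA replication (99 genes), the median was 0.10.

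Genes with the word AGGTCTA in the 3' UTR, a set the paper does not analyse, were lower after IRF2BP2 knockdown. Among 15645 words in the 3' UTRs of 10196 genes, it had the strongest fall: 616 genes with a mean shift of -0.32 in log2 fold change and a standardized shift of -17.18. Each sh-IRF2BP2 library against the sh-NC library of the same number gave -17.29 and -15.18, while replicates of the same group gave -1.50 for sh-NC and 0.37 for sh-IRF2BP2. GC content or length of the 3' UTR is argued against by 610 other orders of the same bases, whose lowest standardized shift was -4.17. A candidate explanation is that the short hairpin RNA acts on 3' UTRs through its seed, as a microRNA does. In the mouse knockout, made without a hairpin, the word had a standardized shift of -1.11. The share of genes called lower was 25.8% with AGGTCTAA, 20.1% with AGGTCTA alone, 19.8% with GGTCTAA, 9.81% with GGTCTA alone and 4.85% with none of them; with GGTCTA alone, 8.06% were called higher and the median was -0.01. A match of 7 or 8 bases lay in 198 of 684 genes called lower (28.9%) and in 9.21% of all genes scanned (odds ratio 4.82, Fisher's exact test, two-sided p = 5.1e-54, where genes are not independent replicates). Most genes with the word were not called lower; CDK6, for example, holds AGGTCTA and had a log2 fold change of 0.96. In coding sequences the word also had the strongest fall, among 16245 words, with a smaller standardized shift of -6.64 over 516 genes. The hairpin sequences were not used here, and a loss of an RNA-binding factor downstream of IRF2BP2 that reads the same word was not tested.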

How the results depend on the processing

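The alternatives were set before the data were examined, except the removal of GC and length trends and the restriction to genes without GGTCTA, which were chosen after seeing the data.

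The counts of genes lower and higher in J.gamma1 cells, 793 and 864, stayed within 1.5 times under DESeq2, RLE and upper-quartile scaling, the stricter filter, counts divided by 2, all rows and the removal of GC and length trends. They were 396 and 319 with at least 1 count in any library, which raised the number of genes tested to 27082; all of these genes were among the calls above. They were 454 and 433 at a fold threshold of 0.8 and 318 and 262 at 1. Without genes that hold GGTCTA, 506 genes were lower, of 13802 tested in place of 15819. Leaving out a J.gamma1 library leaves 1 in its group, so no count could be given there.

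The mouse counts of 17 lower and 379 higher became 72 and 755 with DESeq2, which called all of those genes too. Across the 3 fits that each left out 1 control they ranged from 1 to 35 lower and from 6 to 532 higher, with the lowest counts without control replicate 1. Without control replicate 1, the S phase median was 1.06 and the erythroid median 2.78, so the changes did not shrink with the counts. Controls 2 and 3, which then remain, were the least alike pair of replicates (Pearson correlation of log CPM 0.949). The cause of the drop was not tested. Without a knockout library no count could be given.

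Of the J.gamma1 lists, all 10 lost their call with an estimated correlation, with adjusted p-values from 0.23 to 0.57; the medians, which that test does not change, were -0.62 for E2F-target genes, -0.46 for MYC-target genes, -1.11 for RAG1 coexpression genes, -0.31 for S phase, -0.18 for G2/M, -0.22 for ribosome biogenesis, -0.21 for oxidative phosphorylation, 0.21 for NF-kB, 0.29 for interferon and 0.79 for TGF-beta response genes. Under fry, interferon (adjusted p = 0.12), NF-kB (0.21) and ribosome biogenesis genes (0.46) lost theirs, and so did G2/M genes under fgsea (0.058). With at least 10 counts in every library the NF-kB median was 0.18 and no longer significant (adjusted p = 0.051). With each library left out in turn, the medians ranged from -0.66 (without sh-NC replicate 1) to -0.60 (without sh-IRF2BP2 replicate 2) for E2F-target, -0.54 (without sh-IRF2BP2 replicate 1) to -0.44 (without sh-IRF2BP2 replicate 2) for MYC-target, 0.12 (without sh-NC replicate 1) to 0.41 (without sh-NC replicate 2) for NF-kB, -0.011 (without sh-NC replicate 1) to 0.46 (without sh-NC replicate 2) for interferon and 0.64 (without sh-NC replicate 2) to 0.79 (without sh-NC replicate 1) for TGF-beta response genes.

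Of the mouse lists, erythroid (2.79), G2/M (1.51), S phase (0.95), IL2 and STAT5 (0.24) and T cell markers (-0.35) lost their call with an estimated correlation, with adjusted p-values of 0.22. IL2 and STAT5 genes also lost it under fry (0.055) and fgsea (0.056), and with camera without control replicate 3 (0.065). By fgsea, falls were called for B cell (-0.76, adjusted p = 0.018), monocyte and macrophage (-0.65, 2.6e-05), neutrophil (-2.19, 5.5e-10) and NK cell markers (-1.09, 0.013), and with RLE scaling for NK cell markers (-1.08, 0.047). With at least 10 counts in every library, the median reversed to 0.016 for NK cell markers and to 0.036 for ribosome biogenesis genes, neither significant. With each library left out in turn, the medians ranged from -1.61 (without knockout replicate 1) to 0.29 (without knockout replicate 2) for B cell, 0.19 (without knockout replicate 1) to 0.33 (without control replicate 2) for IL2 and STAT5, 0.16 (without control replicate 1) to 1.03 (without knockout replicate 2) for megakaryocyte, -1.05 (without control replicate 3) to -0.12 (without control replicate 2) for monocyte and macrophage, -3.36 (without knockout replicate 1) to 0.018 (without knockout replicate 2) for neutrophil and -1.54 (without control replicate 3) to -0.82 (without control replicate 2) for NK cell markers.

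Neither the labels nor the paper's text say that a replicate number marks a shared batch or day, and 2 pairs are too few to tell from the data. The deviations of same-numbered libraries correlated at 0.23 in J.gamma1 cells, where the 2 pairs share that value, and at 0.15 and -0.16 in mouse cells. With the replicate number as a block, the counts were 1174 lower and 1293 higher in J.gamma1 cells and 35 lower and 407 higher in mouse cells. No knockout library shares the number of control replicate 3, so under the block that library has no weight on the genotype effect. Without it there were 32 lower and 357 higher, so the mouse block fit is not independent support. Both block fits also have fewer residual degrees of freedom than the main fits. Under the block, interferon response genes had a median of 0.30 (adjusted p = 0.061), and falls were called for B cell (-1.62), monocyte and macrophage (-1.03), neutrophil (-2.65) and NK cell markers (-1.52). The block changed no other list's call by camera; for J.gamma1 ribosome biogenesis genes the adjusted p was 0.00063. Fry was run only without the block.

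Among the single genes named, 24 of 284 comparisons in J.gamma1 cells became significant under an alternative that kept all libraries, and none lost its call. With 1 library left out, 21 values moved by more than the spread between replicates. Left-out values without a test are differences of mean log2 CPM with a constant added, set against edgeR's fold changes. Part of a move can come from this change of measure. For CD1A, all 4 left-out values lay between -2.68 and -2.62, against -2.72 in the main fit. In mouse cells, 21 calls were lost with 1 library left out, all of them without control replicate 1, and 7 were gained under other alternatives, with 4 gained and 4 values moved with 1 library left out. The sign reversed, at changes near 0, for Bpgm (0.0061 with DESeq2, 0.0033 with RLE scaling), for Cd4 under the replicate block (0.030), and with a library left out for Bpgm (-0.17 to 0.27), Cd4 (-0.12 to 0.025) and Il2ra (-0.18 to 0.29). In J.gamma1 cells, where such fits leave no test, ELF1 (-0.18 to 0.064), ETS1 (-0.17 to 0.12), GAPDH, MSI2, NFATC2, SREBF1 and PALM2AKAP2 (-0.95 to 1.00) changed sign with a library left out. With 2 or 3 libraries in each group and a biological coefficient of variation of 0.271 in the mouse, small changes could have been missed. At that depth, edgeR recovered 147 of 200 simulated changes, all of a log2 fold change of at least 1 in size. Recovery by size of change was not examined, so this does not measure the power for smaller changes.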

Differences from the paper's values

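For J.gamma1 cells, 793 genes were lower and 864 higher, against the paper's 412 and 377. Of the alternatives set before the data were examined, a filter of at least 1 count in any library (396 and 319), a fold threshold of 0.8 (454 and 433) and a fold threshold of 1 (318 and 262) came within 1.5 times of both of the paper's values. The paper's text gives a threshold of 0.5, while the lines of Figure 6A stand at about 0.8 in size, read by eye. DESeq2, the tool the paper names (913 and 996), RLE scaling (833 and 884), upper-quartile scaling (946 and 722), at least 10 counts in every library (890 and 918), counts divided by 2 (903 and 902), all rows (755 and 815) and the replicate block did not. Chosen after seeing the values, DESeq2 at a fold threshold of 0.8 gave 467 and 437, within 1.5 times of both values, and at a threshold of 1 311 lower, within 1.5 times, and 251 higher, just outside it. Restriction to genes without GGTCTA in the 3' UTR, also chosen after seeing the values, gave 506 lower, within 1.5 times of the paper's value, and 687 higher, outside it.

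The circle of downregulated genes in Figure 7F holds about 370 genes, read by eye, against 793 here. The same 3 alternatives set before the data were examined, with 396, 454 and 318 genes, came within 1.5 times of it and the others did not.

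The paper reports lower CDK2 by western blot after knockdown. Its RNA had a log2 fold change of -0.39 and was not significant by edgeR's quasi-likelihood test (adjusted p = 0.073); it was with DESeq2 (adjusted p = 0.03) and under the replicate block (adjusted p = 0.025), and over all alternatives the adjusted p ranged from 0.025 to 0.076.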

Other observations

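The tests of GGTCTA on the gene lists, of the qPCR genes and of the read-through genes were chosen only after the results were seen, and that of the microRNA families after the words ACACTAC and TTTGCAC were seen, which it leaves out.

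Whether genes with the word GGTCTA carry the fall of the lists in J.gamma1 cells was tested by leaving them out. For S phase genes, a list not chosen from these libraries, the median log2 fold change of the remaining genes was -0.33 (adjusted p = 5.8e-07 from camera), and -0.31 over 33 genes with those that hold GGTCTA in the coding sequence left out as well. This argues against a direct action on genes that hold the word as the whole cause of the fall of this list. The test cannot exclude an indirect effect of the hairpin, since genes without the word could follow others that hold it. The medians of the remaining genes were -0.55 for the E2F-target and -0.45 for the MYC-target genes of Figure 6D and -1.16 for the RAG1 coexpression genes. For these lists an effect of the word cannot be told apart from the loss of IRF2BP2 by this test, since the figures show genes that were lower in the same libraries, so any part of each list stays lower. For single genes it remains open. Of 16 genes other than IRF2BP2 that the paper measured by qPCR and that were scanned, 5 (BARD1, SMC1A, HNRNPA3, MYC and SEPTIN9) have a match of 7 or 8 bases in the 3' UTR. An action of the short hairpin RNA through its seed cannot be told apart from the loss of IRF2BP2 for these genes, since each library of the knockdown carried a hairpin. Without a match in the 3' UTR, HSP90AB1 holds AGGTCTA and CBFA2T3 holds GGTCTA in the coding sequence. RAG1, RAG2, CDK1 and CD1A hold GGTCTA neither in the 3' UTR nor in the coding sequence. An indirect effect of the hairpin remains open for these genes too.

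Some words were higher after knockdown, the highest being ACACTAC (standardized shift 6.50) and TTTGCAC, which pair with seeds of microRNAs of blood cells. A hypothesis of less repression by the microRNAs of T cells was tested on 14 other families taken as abundant in T cells and 10 of other tissues. The median standardized shift was 1.41 for the families of T cells, with 13 above 0, and 0.076 for the others, with 7 above 0 (permutation test, p = 0.021). The T cell family below 0, miR-150, had a shift of -3.12, against the hypothesis. The families were assigned from general knowledge, and microRNA levels were not measured. In the mouse knockout, made without a hairpin, the shifts of the T cell families ranged from -1.11 (miR-155) to 2.53 (miR-181). Species and cell state differ there, so these values do not decide between a hairpin that occupies the same machinery and the loss of IRF2BP2.

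BIVM-ERCC5 and BLOC1S5-TXNDC5 were the 2 genes of at least 10 CPM in J.gamma1 cells with a group at or under the limit of a count of 0. The log2 fold change of the summed counts was 0.068 for BIVM-ERCC5 with ERCC5 and 0.21 for BLOC1S5-TXNDC5 with TXNDC5. This is consistent with counting that moves reads between a read-through gene and the gene it overlaps, and no biological explanation was tested.

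Across 9898 genes matched by symbol, without IRF2BP2, the log2 fold changes of J.gamma1 cells and mouse T cells had a Spearman correlation of 0.0583, across genes, which are not independent replicates. Of 605 genes called lower in J.gamma1 cells and matched, IRF2BP2 itself left out, 285 were higher in the mouse. RUNX1, a master transcription factor of the paper, was higher after knockdown (log2 fold change 0.66, adjusted p = 0.032 from edgeR's quasi-likelihood test), and ELF1 (-0.065) and ETS1 (-0.035) did not change significantly.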
